# Estrogen-related receptor gamma functions as a tumor suppressor in gastric cancer

**DOI:** 10.1038/s41467-018-04244-2

**Published:** 2018-05-15

**Authors:** Myoung-Hee Kang, Hyunji Choi, Masanobu Oshima, Jae-Ho Cheong, Seokho Kim, Jung Hoon Lee, Young Soo Park, Hueng-Sik Choi, Mi-Na Kweon, Chan-Gi Pack, Ju-Seog Lee, Gordon B. Mills, Seung-Jae Myung, Yun-Yong Park

## Abstract

The principle factors underlying gastric cancer (GC) development and outcomes are not well characterized resulting in a paucity of validated therapeutic targets. To identify potential molecular targets, we analyze gene expression data from GC patients and identify the nuclear receptor ESRRG as a candidate tumor suppressor. ESRRG expression is decreased in GC and is a predictor of a poor clinical outcome. Importantly, ESRRG suppresses GC cell growth and tumorigenesis. Gene expression profiling suggests that ESRRG antagonizes Wnt signaling via the suppression of TCF4/LEF1 binding to the *CCND1* promoter. Indeed, ESRRG levels are found to be inversely correlated with Wnt signaling-associated genes in GC patients. Strikingly, the ESRRG agonist DY131 suppresses cancer growth and represses the expression of Wnt signaling genes. Our present findings thus demonstrate that ESRRG functions as a negative regulator of the Wnt signaling pathway in GC and is a potential therapeutic target for this cancer.

## Abstract (web summary)

Very little is known regarding the molecular mechanisms involved in gastric cancer development. Here the authors show estrogen-related receptor gamma (ESRRG) is a tumor suppressor in gastric cancer and suggest the mechanism of this tumor suppression function involves the inhibition of Wnt signaling.

## Introduction

Gastrointestinal (GI) cancers are among the most common cancers worldwide^1^. Among GI cancers, gastric cancer (GC) is the predominant cause of mortality in Asian populations^1^. Surgical resection in the case of stage I and II GC patients and adjuvant chemotherapy are currently the standard treatments for GC^2^. Recently, molecular therapeutics have been implemented to target GC. These include trastuzumab, which targets HER2, and bevacizumab, which targets VEGF-A^3^. Unfortunately only 5–10% of GC cases are HER2-positive, and not all of the patients in this subset respond to trastuzumab, demonstrating the urgent need to identify new molecular targets to impact GC patient outcomes^4,5^.

The biological complexity of GC has hampered the discovery of molecular targets and subsequent implementation of targeted therapies^6^. Thus, a better understanding of the molecular drivers of GC pathophysiology is essential for the identification of novel therapeutic targets^3,6^. An imbalance between tumor suppressors and oncogenes influences cancer development across multiple tumor lineages^7^. TP53, PTEN, and RUNX3 have been implicated as tumor suppressors in GC^8,9^. Although the molecular mechanisms of tumor suppression are diverse, deregulation of any of these factors is a critical step in tumorigenesis^10^. TP53 and RUNX3 function as transcription factors (TFs) and confer tumor suppressive activity by antagonizing diverse oncogenic pathways including the Wnt and TGF-β pathways. Thus, key TFs are well-recognized tumor suppressors.

In our current study, we identified estrogen-related receptor gamma (ESRRG; also known as ERRγ) as a potential tumor suppressor in GC by genomic analysis. ESRRG and its specific agonist, DY131, were found to inhibit GC cell growth, and patients harboring ESRRG gene signatures showed an improved prognosis. In addition, genomic profiling analysis revealed that, similar to other tumor suppressor genes in GC, ESRRG suppresses the Wnt signaling pathway. Our present study thus provides new insights into the molecular mechanisms in GC, and suggests that activation of ESRRG by antagonizing Wnt signaling through compounds such as DY131 could provide a novel therapeutic approach to treating this cancer.

## Results

### Identification of ESRRG as a tumor suppressor in GC

Recently, genomic data analysis has been used to uncover previously unknown functions of various genes involved in cancer^7,11^. We carried out genomic analysis of publicly available gene expression data (GSE13861^6^, GSE26899, GSE29272). To screen for genes differentially expressed in GC, we compared normal gastric samples to tumor samples by applying class comparison analysis^12^. We identified 521 genes as being potentially cancer-associated (Fig. 1a). Of these genes, we focused on TFs for further analysis as they are the regulatory endpoints of signaling pathways and their deregulation is commonly linked to cancer development^7^. Among the TFs in this gene panel, we selected those that could be potential drug targets. Since nuclear receptors (NRs) possess a ligand-binding pocket^13^, we hypothesized that they would be good candidates in this respect. When genes were ranked according to fold changes between GC and normal gastric samples, ESRRG was one of top-ranked TFs and NRs, exhibiting a greater than 10-fold downregulation in cancer tissues (normal vs. tumor: -14.851 fold in GSE29272; -16.514 fold in GSE26899; -23.608 fold in GSE13861; Fig. 1b, Supplementary Fig. 1a and b). These results were validated in independent cohorts using western blotting and quantitative real-time reverse transcriptase PCR (qRT-PCR) (Fig. 1c, d and Supplementary Fig. 1c). We then focused on elucidating the function of ESRRG in GC. ESRRG is a member of the ESRR nuclear receptor family^14^, which also includes ESRRA and ESRRB that were found to be predominantly expressed in normal gastric tissues (Supplementary Fig. 2a–d).

**Fig. 1:**
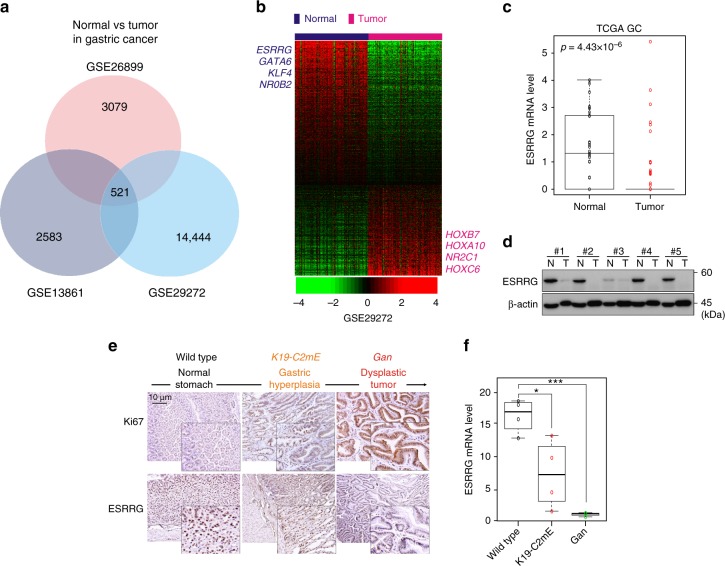
ESRRG expression in GC patients and in a mouse model. **a** Venn diagram of genes showing significant differential expression between normal and cancer tissue in the three different GC patient cohorts. A univariate test (two-sample *t*-test) with a multivariate permutation test (10,000 random permutations) was employed. In each comparison, a cut-off *p*-value of less than 0.001 was applied to retain genes with an expression level that differed significantly between the two groups of tissues examined. **b** Expression patterns of selected genes shared in the three GC patient cohorts. The expression of 521 genes was commonly up- or downregulated in all three cohorts. Colored bars at the top of the heat map represent samples as indicated. Genes involved in transcription are highlighted in blue or red text. **c** ESRRG expression from TCGA data. **d** Western blot analysis from normal gastric and tumor tissues. **e**, **f** Gastritis in K19-C2mE mice and gastric tumors in K19-Wnt1/C2mE mice. **e** Immunohistochemistry (IHC) staining of Ki67 and ESRRG in wild type (left), K19-C2mE (middle), and Gan (right) mouse stomachs. **f** ESRRG mRNA levels in the GC mouse model. Original magnification, ×200. Data represent the mean ± s.d. (error bars) from the indicated samples (*n* = 4 per group). Student’s *t*-test was used to examine statistical significance (* *p* < 0.05, *** *p* < 0.005)

To determine whether ESRRG expression is lost during gastric oncogenesis, we took advantage of the *Gan*-mouse model system where an initially induced gastritis sometimes progresses to malignant GC^15^. Indeed, ESRRG expression was found to be significantly suppressed in the *Gan* mice in gastric hyperplasia and decreased further in dysplastic tumors (Fig. 1e and f). These results suggested that ESRRG expression is lost during GC development, either as a consequence of oncogenic transformation or due to its role as a tumor suppressor.

### ESRRG suppresses GC cell growth

To investigate whether ESRRG functions as a tumor suppressor, we examined whether it affects cancer cell growth. A panel of GC cell lines including AGS, NCI-N87, MKN45, and MKN28 were stably infected with ESRRG-expressing lentivirus vectors (Supplementary Fig. 3a and b). In all cell lines assayed, ESRRG overexpression led to a significant inhibition of monolayer cell growth and colony formation (Fig. 2a, b and Supplementary Fig. 4a–c). To assess the impact of ESRRG on in vivo tumor growth, NCI-N87 cells with or without ectopic overexpression of ESRRG were subcutaneously transplanted into athymic nude mice and tumor growth was monitored. As expected, ESRRG suppressed tumor growth in this in vivo mouse model (Fig. 2c). In addition, tumor volume and weight were also significantly decreased in ESRRG-overexpressing NCI-N87 cells (Fig. 2d). Consistent with the decreases observed in tumor growth, we observed reduced cell proliferation, as assessed by Ki67 expression, upon ESRRG overexpression (Fig. 2e and f). Our in vitro and in vivo experiments thus collectively demonstrated that ESRRG plays a tumor suppressive role in GC.

**Fig. 2:**
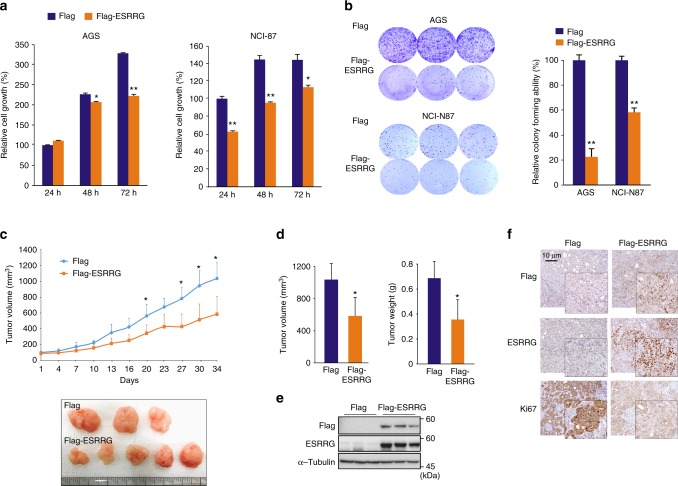
Effect of ESRRG on GC cell growth. **a** CCK8 assay and **b** colony formation assay after ESRRG overexpression in AGS and NCI-N87 cells (*n* = 3). **c**–**f** In vivo GC tumorigenesis analysis in xenograft nude mouse models (Flag: *n* = 6; Flag-ESRRG: *n* = 7). **c** ESRRG overexpression inhibited tumor growth in the xenograft nude mouse model. Flag-control, NCI-N87 cells, or an NCI-N87 cell line infected with a Flag-ESRRG overexpression vector (ESRRG-OE), were injected into nude mice and the tumor volume was measured at the indicated time points. **d** Mice were sacrificed and tumor volumes and weights were measured. Western blot (**e**) and IHC (**f**) analysis of mouse samples was then performed. Data represent the mean ± s.d. from the three independent replicates. Student’s *t*-test was used to examine statistical significance (*p < 0.05, **p < 0.01, ***p < 0.005)

### Clinical relevance of ESRRG in GC patients

The aberrant expression of TFs has frequently been found to dictate the clinical outcome in cancer patients^7^. We evaluated whether ESRRG itself has clinical relevance in GC. Patient cohorts from GEO (Gene Expression Omnibus in the National Center for Biotechnology Information) were dichotomized according to ESRRG expression. Patients with a higher ESRRG level had good clinical outcomes and vice versa across multiple sample sets (Fig. 3a), consistent with a tumor suppressor role of ESRRG in GC.

**Fig. 3:**
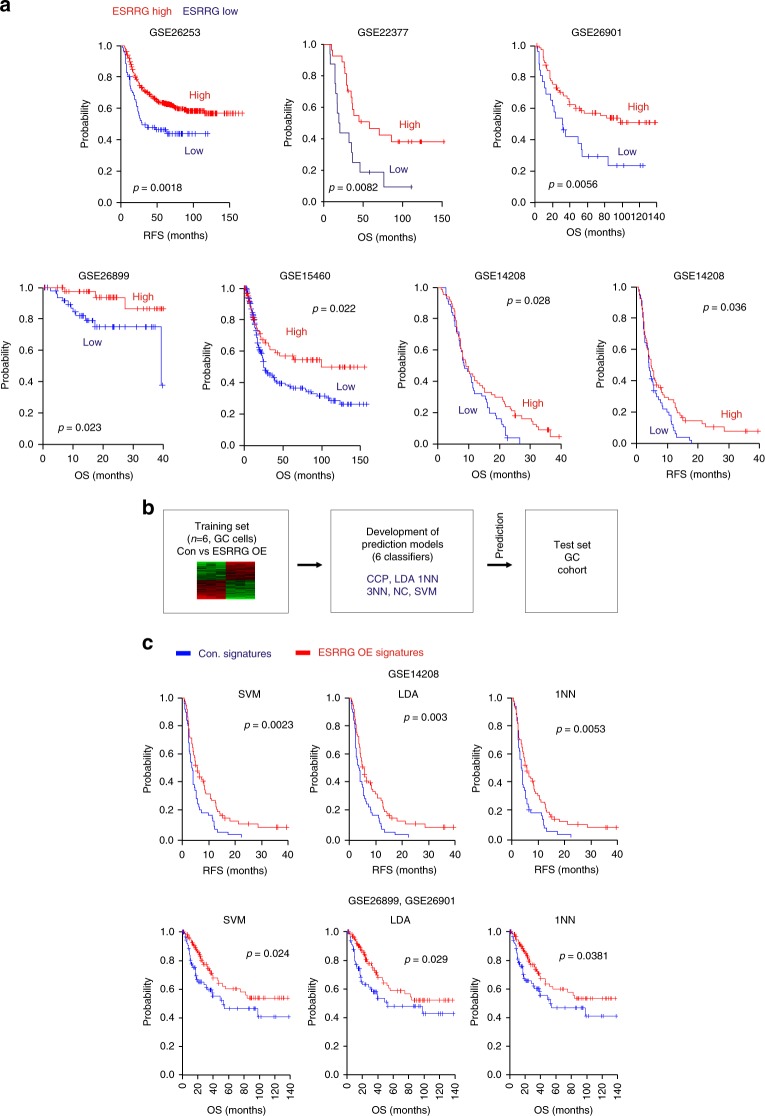
Clinical relevance of ESRRG in GC patient prognosis. **a** Patients in the indicated GC cohorts were dichotomized by relatively high or relatively low ESSRG expression and were considered for plotting. **b**, **c** Establishment of gene expression profiles of ESRRG downstream targets. **b** Gene expression signature of ESRRG in control (Con.) or ESRRG lentivirus transduced AGS cells. Genes in the Venn diagram were selected by applying a two-sample Student’s *t*-test (*p* < 0.001) to compare Con. and ESRRG OE samples. **b** Overall scheme of prediction models and evaluation of predicted outcome based on a shared gene expression signature of ESRRG in GC cell lines. The ESRRG gene expression signature was used to form a series of classifiers that estimated the probability of how much the expression pattern of a particular patient with GC was similar to the shared signature; control (Con.) vs. ESRRG OE (over-expression). **c** Kaplan–Meier plots of OS of GC patients in the GSE26899 cohort merged with the GSE26901 and GSE14208 cohorts were used to predict outcome based on the Con. and ESRRG OE signatures as a classifier. The differences between groups were significant where indicated (log‐rank test). SVM, support vector machines; LDA, linear discriminator analysis; 1NN, one nearest neighbors

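ESRRG, an orphan nuclear receptor of the estrogen-related receptor family, was overexpressed for 3 days in AGS and MKN45 cells, both established human gastric cancer cell lines. RNA (500 ng) from 3 control and 3 ESRRG OE samples of each line was hybridized to 12 Illumina BeadChip arrays, 1 array per sample, which measure transcripts with 47323 probes. Of the 3 probes for ESRRG itself, 2 were not detected on any array. The remaining ESRRG probe was at 7.27 ± 0.10 log2 units (SD, n = 3) in control and 6.90 ± 0.19 (SD, n = 3) in ESRRG OE AGS samples, and was detected on 3 control arrays and 1 ESRRG OE array. This was a log2 fold change of -0.37 (SE 0.09, adjusted p = 0.0130 from limma over all probes), which did not pass the test without control replicate 2 (adjusted p = 0.0526) or ESRRG OE replicate 2 (0.0772) or 3 (0.0570) of this line. It also did not pass with the probes averaged (-0.17, adjusted p = 0.150) or with the test of the legend of Fig. 3 (adjusted p = 0.201). In MKN45 cells the same probe was at 6.91 ± 0.09 (SD, n = 3) in control and 6.94 ± 0.09 (SD, n = 3) in ESRRG OE samples, a log2 fold change of 0.03 (SE 0.08, adjusted p = 0.915 from limma). The paper's methods describe the introduced cDNA as full-length, but its ends and the probe sequences were not used here. Whether any ESRRG probe lies within the introduced cDNA is therefore not known here, so these probes do not check the labels. Higher ESRRG in transduced cells is given by the paper's qRT-PCR (Supplementary Fig. 3b), beside a western blot of infected cell lines (Supplementary Fig. 3a). The authors scanned the arrays with a BeadArray Reader and deposited the signal intensity of each probe before normalization, a detection p-value of each probe against the array's negative control probes, and log2 values after quantile normalization. For the values given here the deposited intensities of the 12 arrays were quantile normalized together in limma and log2 transformed, without background correction. Between 18795 and 20378 probes were detected at a p-value under 0.05 on the AGS arrays (median 19211) and between 19465 and 20397 on the MKN45 arrays (median 20074). Probes detected on at least 3 of the 6 arrays of a line were tested in limma, which compares the groups with a spread shared between probes, with Benjamini-Hochberg adjustment, and each gene was represented by its brightest probe. The sources used here do not say whether the 3 samples of a group came from separate cultures, so the p-values measure only the spread between these samples, which may be technical. The legend of Fig. 3 names a test on the own spread of each probe, which was run as an alternative and is called the test of the legend of Fig. 3 here. A scaling of all arrays to one median in place of quantile normalization moves the balance of rises and falls, and is given beside the share of all changed genes that rose. The counts of rising and falling members of gene lists are given for quantile normalization alone.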

To investigate potential downstream targets that mediate the functions of ESRRG, we undertook gene expression profiling and detected 3009 genes that are differentially regulated between control and ESRRG OE (overexpression) groups in AGS cells. We selected 435 genes exhibiting a greater than 1.75-fold change between control and ESRRG OE (Fig. 3b). 

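In AGS cells the largest rise on ESRRG overexpression was in TFF1, a trefoil peptide of gastric mucus, which was 39.9-fold higher in ESRRG OE than in control samples (n = 3 per group; log2 fold change 5.32, SE 0.10, adjusted p = 2.31e-15 from limma) and was detected on 1 of the 3 control arrays. FGG, FGB and FGA, which encode the chains of fibrinogen, rose 34.1-fold, 28.9-fold and 22.9-fold (log2 fold changes of 5.09 (SE 0.08), 4.85 (SE 0.09) and 4.51 (SE 0.10)). CDC42EP5, an effector of the GTPase CDC42, TCN1, a vitamin B12 binding protein, and CST4, a cysteine protease inhibitor of saliva, rose 25.4-fold, 25.4-fold and 22.8-fold, and TCN1 was detected on 1 of the 3 control arrays. SULT2A1, a sulfotransferase of steroids, HKDC1, a hexokinase, and SPINK1, a trypsin inhibitor, had log2 fold changes of 4.19 (SE 0.08), 4.19 (SE 0.10) and 4.16 (SE 0.11). The largest falls were in the chaperone genes HSPA1B and HSPA8, which were 4.50-fold and 4.50-fold lower in ESRRG OE samples (log2 fold changes of -2.17 (SE 0.08) and -2.17 (SE 0.08)). LIPG, a lipase of lipoproteins, and ALDH3A1, an aldehyde dehydrogenase, fell with log2 fold changes of -2.13 (SE 0.09) and -1.92 (SE 0.09). Smaller falls were measured in PAGE4, ID3, an inhibitor of basic helix-loop-helix factors, TMEM50B, PTMA, TAGLN, an actin-binding protein, and the chaperone gene DNAJA1, with log2 fold changes from -1.88 to -1.59 and adjusted p of at most 3.75e-07 in limma. Over all 10920 genes tested, 5605 changed at an adjusted p under 0.05, of which 2634 rose and 2971 fell, and 319 rises and 114 falls were over 2-fold. The 3 control and 3 ESRRG OE values did not overlap in 57.2% of the genes, against 10% by chance. At an unadjusted p under 0.001, 5072 of 19536 probes, representing 3582 genes among those with a symbol, differed between the groups (2491 higher and 2581 lower in ESRRG OE). Of these, 1142 probes of 833 genes also differed by more than 1.75-fold, with 715 higher and 427 lower. With the test of the legend of Fig. 3 these counts were 2039 and 864 probes (1606 and 652 genes), and 4246 genes changed; after background correction the probes numbered 3746 and 2620. The random variance test of the methods, added after these counts were seen, gave 5066 and 1142 probes. The share of changed genes that rose was 47.0%, and 70.7% when the arrays were scaled to one median, which moved the median log2 fold change of all genes from -0.02 to 0.10.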

We subsequently examined the clinical relevance of the ESRRG activity using its gene signature and a previously established prediction strategy that employs multiple different algorithms^11^. Interestingly, patients with ESRRG OE signatures showed significantly better overall survival (OS) and relapse free survival (RFS) outcomes compared with ESRRG Con. signatures (Fig. 3c and Supplementary Fig. 5). This genomic analysis of GC patients strongly suggested that ESRRG is highly associated with the prognosis in GC and could be a powerful indicator of clinical outcome in these cases.

### ESRRG antagonizes the Wnt pathway in GC

We investigated the mechanisms underlying the ESRRG-mediated suppression of tumor growth. Our data showed that the downregulated genes in ESRRG-overexpressing cells included oncogenic factors such as *CCND1*, *PCNA*, *TOP2B*, *SKP1*, *JAG1*, and multiple genes involved in the Wnt signaling pathway (Fig. 4a). 

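In AGS cells JAG1, which encodes a ligand of Notch receptors, was 2.14-fold lower in ESRRG OE than in control samples (n = 3 per group; log2 fold change -1.10, SE 0.11, adjusted p = 5.65e-07 from limma). SKP1, a subunit of SCF ubiquitin ligases, TOP2B, a DNA topoisomerase, and PCNA, the sliding clamp of DNA replication, were 1.96-fold, 1.94-fold and 1.90-fold lower (log2 fold changes of -0.97 (SE 0.08), -0.95 (SE 0.08) and -0.93 (SE 0.10)). CCND1, which encodes cyclin D1 of the G1 phase, was 1.63-fold lower (log2 fold change -0.70, SE 0.10, adjusted p = 1.67e-05). Among the Wnt-associated genes, DVL3 and DVL2, which encode Dishevelled proteins, had log2 fold changes of -0.85 (SE 0.09) and -0.43 (SE 0.10). AXIN2, a scaffold of the β-catenin destruction complex, was at -0.68 (SE 0.09) and LGR5, a receptor of R-spondins, at -0.62 (SE 0.10), so all 4 fell. TCF7L2, which encodes the β-catenin partner TCF4, rose 1.73-fold (log2 fold change 0.79, SE 0.11, adjusted p = 1.57e-05), and CTNNB1, which encodes β-catenin, rose 1.31-fold (log2 fold change 0.39, SE 0.11, adjusted p = 0.00677). Both probes for LEF1 were below detection on all 12 arrays, so no fold is given. Of the 16 genes labelled in Fig. 4a, 15 fell in AGS cells and 1, TCF7L2, rose. The legend of that figure does not name the cell line of its columns. The further labelled genes BMPR2, a BMP receptor, BUB3, a spindle checkpoint protein, RANBP1 and IGFL2 had log2 fold changes of -1.50, -0.59, -1.13 and -1.52. All 5 oncogenic factors named in the text fell (camera adjusted p = 3.82e-04 in limma, and adjusted p = 0.0874 with an estimated correlation). Of the 5 tested Wnt genes of the qRT-PCR panel 2 rose and 3 fell (adjusted p = 0.406, and 0.625 with an estimated correlation), the same counts as adjusted over the list alone. The oncogenic factors and the labels of Fig. 4a were named from this profiling, and the qRT-PCR panel was measured to follow it up, so these counts are not taken as independent evidence of a direction. Of 22 tested direct targets of Wnt signaling, taken from textbook knowledge, 8 rose, 9 fell and 5 did not pass the test, with the same counts when adjusted over the list alone. Among the falls were AXIN2, LGR5, CCND1 and JAG1, which the study named from this profiling. The counts and tests of this list are therefore not fully independent of the profiling either. The transcription factor gene SOX9 had a log2 fold change of 1.03 (SE 0.10) and PLAUR, the urokinase receptor, of 0.87 (SE 0.11), while ID2, an inhibitor of helix-loop-helix factors, was at -0.93 (SE 0.09). Of 30 tested components of canonical Wnt signaling, 12 rose, 8 fell and 10 did not pass, again with the same counts adjusted over the list alone. Among them were the Groucho corepressor TLE2 at 1.36 (SE 0.08) and AMER1, an adaptor of the destruction complex, at -0.59 (SE 0.08). The list of components holds activators and inhibitors of the pathway, so its counts and tests give no direction of signaling. In camera, which compares a list with the other genes, the targets gave an adjusted p of 0.578 and the components of 0.401, and 0.625 and 0.677 with an estimated correlation. In fry of limma, which asks whether a list moves one way on balance and compares it with no other genes, the targets moved down (adjusted p = 0.0195) and the components did not pass (adjusted p = 0.0715). This test depends on the scaling: when the arrays were scaled to one median the targets did not pass (adjusted p = 0.642, with a mean log2 fold change of 0.05 in place of -0.08) and the components moved up (adjusted p = 0.0297). DVL2 did not pass when the arrays were scaled to one median (adjusted p = 0.0695) or with the test of the legend of Fig. 3 (adjusted p = 0.0511). CTNNB1 did not pass when its detected and undetected probes were averaged (adjusted p = 0.0617) or with the test of the legend of Fig. 3 (adjusted p = 0.115), but its other detected probe rose too (0.56, adjusted p = 6.47e-04). The other detected probe of PCNA, at -0.19, did not pass (adjusted p = 0.186). Since Wnt signaling contributes to oncogenic potential and is explored as a target of cancer therapy, the paper reasons that the role of ESRRG in the Wnt pathway should be examined.

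**Figure D1:**
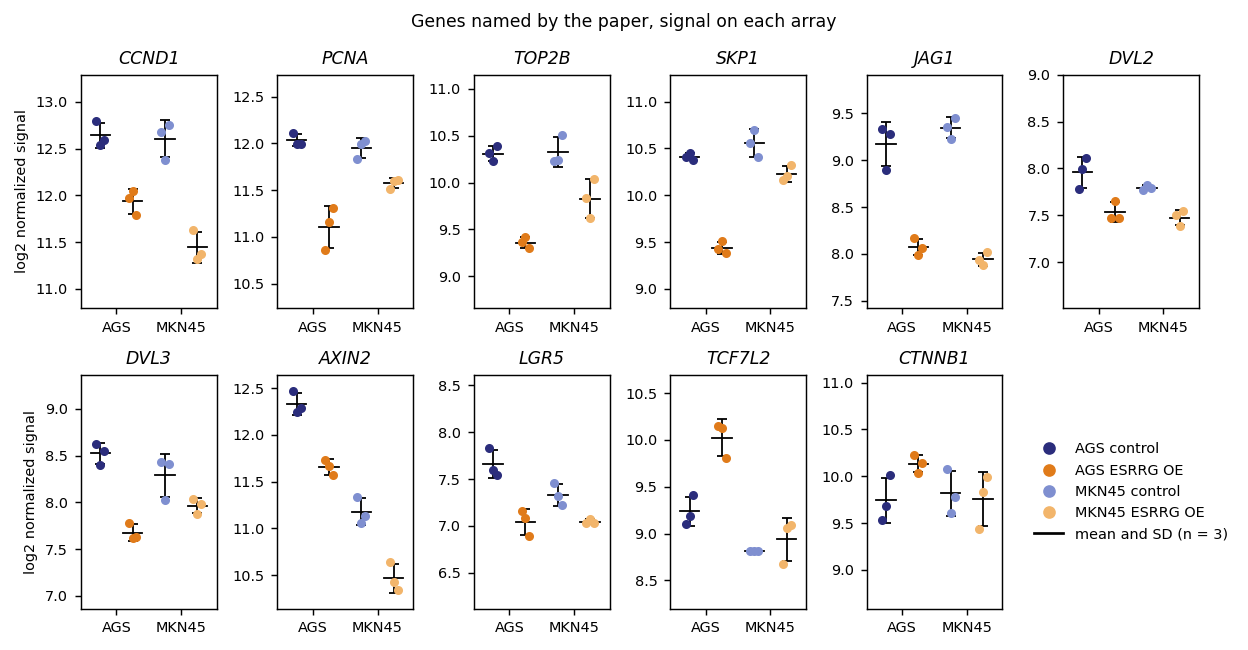
Log2 normalized signal of 11 genes named by the paper on each of the 12 arrays (points), with the mean and SD of the 3 samples of each group (lines); each panel has its own vertical axis, all spanning the same range. In AGS cells the ESRRG OE samples lie below the controls for the first 9 genes and above them for TCF7L2 (log2 fold change 0.79) and CTNNB1 (0.39); under median scaling of the arrays DVL2 does not pass the test.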

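In MKN45 cells JAG1 and CCND1 were 2.65-fold and 2.24-fold lower in ESRRG OE samples (n = 3 per group; log2 fold changes of -1.40 (SE 0.08) and -1.16 (SE 0.11), adjusted p = 2.67e-08 and 2.16e-06 from limma). TOP2B, PCNA and SKP1 were at log2 fold changes of -0.50 (SE 0.11), -0.38 (SE 0.08) and -0.33 (SE 0.09), and AXIN2 at -0.71 (SE 0.10), all falls. DVL3, DVL2 and LGR5 also fell, with log2 fold changes of -0.32, -0.32 and -0.29. TCF7L2 was at 0.12 (SE 0.10) (adjusted p = 0.376) and CTNNB1 at -0.06 (SE 0.14) (adjusted p = 0.751), and neither passed the test. Of the 16 genes labelled in Fig. 4a, 15 fell and none rose. HSPA8, ID3, BMPR2, IGFL2, RANBP1 and BUB3 were at -1.22, -1.30, -1.20, -0.95, -0.53 and -0.39. The change of TCF7L2 was larger in AGS than in MKN45 cells by 0.67 on the log2 scale (adjusted p = 0.00919 for the interaction of cell line and vector in limma), which did not pass when the arrays were scaled to one median (adjusted p = 0.105) or background corrected (adjusted p = 0.0578), or with the test of the legend of Fig. 3 (adjusted p = 0.0894). For CTNNB1 the interaction gave 0.46 (adjusted p = 0.133), and 0.67 by its other detected probe (adjusted p = 0.0448 over probes). All 5 oncogenic factors fell (camera adjusted p = 8.96e-04, and adjusted p = 0.194 with an estimated correlation). Of the 5 tested genes of the qRT-PCR panel 3 fell and 2 did not pass (adjusted p = 0.177, and 0.444 with an estimated correlation), with the same counts adjusted over the list alone. The factors were named from this profiling and the panel was measured to follow it up, so neither is taken as independent evidence. Of 23 tested direct Wnt targets 3 rose, 10 fell and 10 did not pass, the same as adjusted over the list alone (adjusted p = 0.00860, and adjusted p = 0.194 with an estimated correlation). The falls again included AXIN2, LGR5, CCND1 and JAG1, named from this profiling, so this list is not fully independent of it. Of 31 tested Wnt components 7 rose, among them FZD5, a Wnt receptor, at 0.61 (SE 0.13) and TLE2 at 0.86 (SE 0.08). Another 5 fell (6 adjusted over the list alone) and 19 did not pass (camera adjusted p = 0.851, and 0.898 with an estimated correlation). Their median log2 fold change was -0.06 and their mean 0.01, of opposite sign. In fry the targets moved down in MKN45 cells (adjusted p = 0.00234), and the components did not pass (adjusted p = 0.892). Scaled to one median the targets did not pass (adjusted p = 0.601) and the components moved up (adjusted p = 0.0351). As the components include activators and inhibitors, the latter gives no direction of signaling. Under scaling to one median DVL2, DVL3, LGR5, PCNA, SKP1, TOP2B, RANBP1 and BUB3 no longer passed the test in MKN45 cells, and TCF7L2 passed it at a log2 fold change of 0.41. TCF7L2 also passed without ESRRG OE replicate 1 (adjusted p = 0.0391), and the fall of LGR5 did not pass without control replicate 1 (adjusted p = 0.0510). The fall of DVL3, whose control and ESRRG OE values overlapped in this line, also did not pass after background correction (adjusted p = 0.0529), or without control replicate 1 (adjusted p = 0.104) or 3 (0.115) or ESRRG OE replicate 2 (0.107). With the test of the legend of Fig. 3 DVL3 (adjusted p = 0.172), SKP1 (0.0860), TOP2B (0.0863) and FZD5 (0.0893) did not pass, nor did PCNA when its probes were averaged (0.0781). The other detected probes of these genes were at -0.56 for SKP1 (adjusted p = 1.28e-04) and 0.03 for PCNA (adjusted p = 0.846).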

Since Wnt signaling contributes to oncogenic potential and it is an attractive therapeutic target being currently explored for cancer therapy^16^, we investigated the role of ESRRG in regulating the Wnt pathway. First, qRT-PCR was performed to validate the gene expression profiling data, and revealed that Wnt-associated genes such as *DVL3*, *LEF1*, *LGR5*, *TCF7L2*, *AXIN2*, and *CTNNB1* were significantly downregulated in AGS and MKN28 GC cells following ESRRG transfection (Fig. 4b). We next evaluated whether the tumor suppressive properties of ESRRG were due to the suppression of Wnt signaling. Whereas cell growth was reduced by ESRRG overexpression, the ectopic expression of the TCF4/TCF7L2 and LEF1 Wnt effector genes accelerated cell growth in cells with ESRRG overexpression, suggesting that ESRRG-induced growth suppression is reversed by TCF4 and LEF1 (Fig. 4c, d and Supplementary Fig. 6a). Consistently, inhibition of tumor growth by ESRRG overexpression in a xenograft mouse model was rescued by the re-introduction of TCF4/LEF1, and Ki67 expression was also rescued (Fig. 4e and f).

**Fig. 4:**
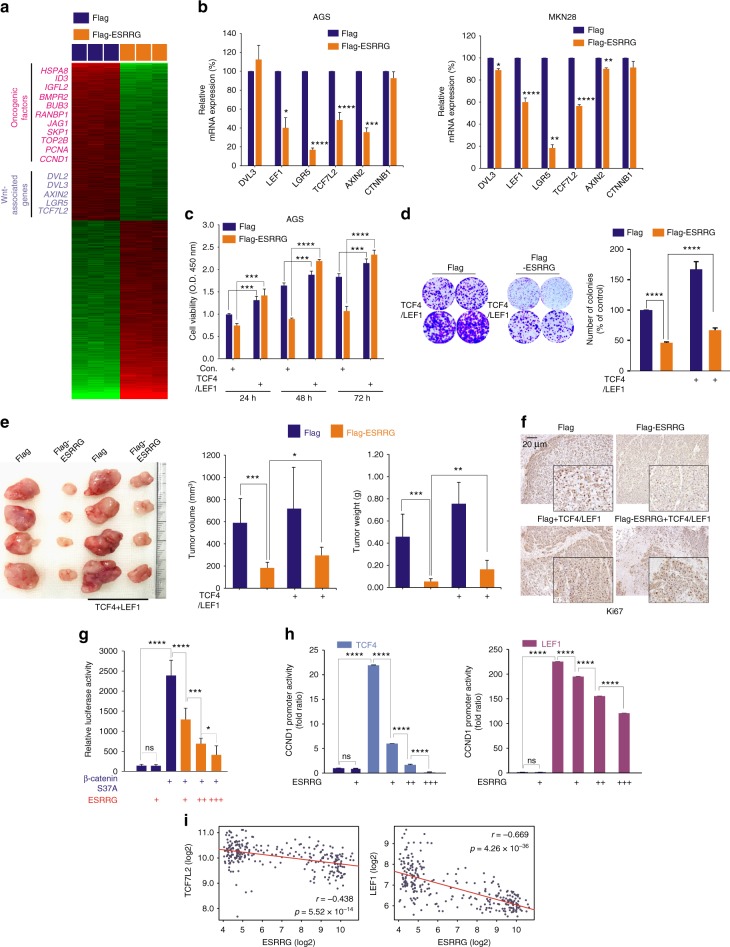
ESRRG antagonizes Wnt signaling in GC. **a** Gene expression profile presented in a matrix format; each row represents an individual gene, and each column represents a transfected cell condition. In this matrix, red and green reflect relatively high and low expression, respectively, as indicated in the scale bar (log_2_-transformed scale). Genes associated with oncogenic potential and Wnt signaling-associated genes are listed. **b** qPCR analysis of Wnt signaling associated genes in GC cells (AGS and MKN28) after infection with Flag or Flag-ESRRG lentivirus. **c**, **d** Rescue experiments following the introduction of TCF4/LEF1. After infection of Flag or Flag-ESRRG, the indicated plasmids were transfected into AGS cells, and CCK8 and CFA assays were done. **e**, **f** The MKN45 cell line infected with Flag-ESRRG overexpression vector (ESRRG-OE) or Flag with TCF4/LEF1 was injected into female nude mice and the tumor volume was measured at the indicated time points (*n* = 5 per group). **e** Mice were sacrificed and tumor volumes and weights were measured. **f** IHC analysis from the mouse samples was then performed. **g**, **h** AGS cells were transiently transfected as indicated with the Top/Flash reporter (**g**) or CCND1 promoter (**h**) and the indicated constructs and reporter activity was measured using a luminometer. **i** Correlation of ESRRG and Wnt component gene expression (TCF7L2/TCF4, LEF1) in GSE29272 GC patient cohorts. Scatter plots of ESRRG and Wnt signaling genes in the GC cohorts are shown. Data represent the mean ± s.d. from three independent replicates. Student’s *t*-test was used to examine statistical significance (*p < 0.05, **p *<* 0.01, ***p *<* 0.005, ****p *<* 0.001)

We examined the effect of ESRRG on Wnt target gene activity. As shown previously, the constitutively active β-catenin mutant, CTNNB1 (also known as β-catenin) S37A, markedly enhanced the transcriptional activity of the Top/Flash reporter, which has multiple binding sites for TCF/LEF. This transactivation was significantly repressed by ESRRG (Fig. 4g), however, as was the increased *CCND1* promoter activity induced by TCF4/LEF1 (Fig. 4h and Supplementary Fig. 6b). In contrast, ESRRG could not directly activate or suppress *CCND1* promoter activity. Our data indicated, therefore, that ESRRG likely functions as a transcriptional repressor of Wnt target genes by indirect mechanisms.

We also investigated the clinical relevance of ESRRG and Wnt signaling associated genes using GC patient samples. Wnt signaling associated genes such as *LEF1*, *TCF4/TCF7L2*, *AXIN2*, *CTNNB1*, *DVL3*, and *LGR5* were found to be expressed at markedly higher levels in GC samples compared with normal tissues (Supplementary Fig. 7), which was inversely correlated with ESRRG mRNA expression (Fig. 4i and Supplementary Fig. 8). Kaplan–Meier analyses of dichotomized gene expression showed that a higher expression of those genes was associated with significantly poorer clinical outcomes (Supplementary Fig. 9). Our data thus suggest that ESRRG negatively regulates Wnt signaling components and that this contributes to its tumor suppressive properties.

### Antagonism of the Wnt pathway by ESRRG in GC

We wished to better understand mechanistically how ESRRG represses Wnt signaling via β-catenin and TCF4/LEF1, which are downstream effector molecules known to confer oncogenic potential in cancer^17,18^. Phosphorylated-β-catenin is its inactive form in canonical Wnt signaling. The active non-phosphorylated β-catenin increases the binding affinity of TCF4/LEF1 to target genes. Thus, we measured the phosphorylation level of β-catenin using western blotting and ELISA. When ESRRG was overexpressed in GC cells, the total β-catenin protein level was unaltered. However, the phosphorylated β-catenin level in ESRRG-overexpressing cells was increased (Fig. 5a). These results were validated by ELISA analysis (Supplementary Fig. 10a), which suggested that ESRRG influences Wnt signaling activity by modulating the β-catenin phosphorylation status. We additionally found that β-catenin degradation by ESRRG is not dependent on ubiquitination or altered GSK3α/β activity (Supplementary Fig. 10b). Activated β-catenin is localized in the nucleus where it forms a complex with TCF/LEF to increase transcriptional activity^17,18^. Hence, we investigated whether the ESRRG regulation of gene expression is dependent on the cellular fraction. Interestingly, our results showed that ESRRG suppressed β-catenin, TCF4, and LEF1 expression in the nucleus but not in the cytoplasm (Fig. 5b). In addition, the phosphorylated β-catenin level in the cytoplasmic fraction was increased by ESRRG overexpression. Since ESRRG inhibits the expression of Wnt components, we hypothesized that it could influence the stability of these factors. After treatment with the protein synthesis inhibitor cycloheximide (CHX), we measured the expression of Wnt components in cells overexpressing ESRRG. As shown in Fig. 5c, Wnt pathway components were more rapidly degraded in ESRRG-overexpressing cells treated with CHX. In addition, the protein level of Wnt components in ESRRG-overexpressing cells in response to CHX was decreased in the nuclear fraction but not in the cytoplasm (Fig. 5d). This suggested that ESRRG influences Wnt component stability in the manner of a nuclear TF.

**Fig. 5:**
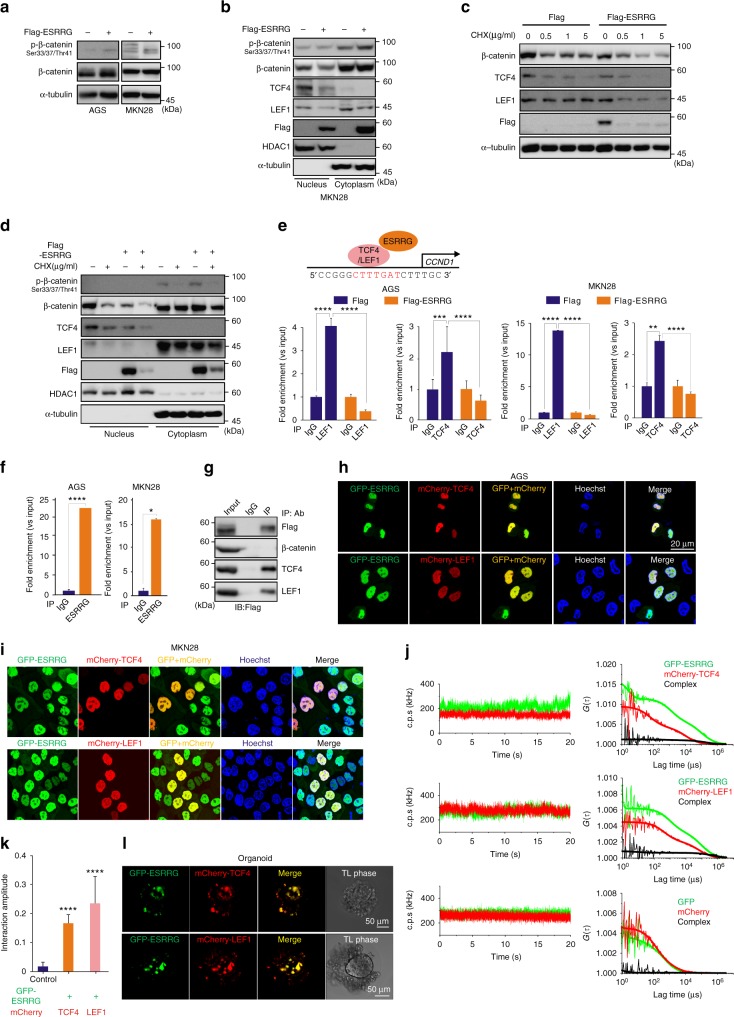
ESRRG directly antagonizes Wnt signaling. **a, b** AGS or MKN28 (**b**) cells were infected with Flag or Flag-ESRRG-lentiviral vector. The cells (**a**) including fractionated samples (**b**) were also used for western blotting with the indicated antibodies. **c**, **d** The infected AGS (**c**) and MKN28 (**d**) cells were treated with CHX for the indicated times and the samples were used for western blotting with the indicated antibodies. **e** ChIP assays were performed on AGS or MKN28 cells after transfection with ESRRG using a TCF4/LEF1 antibody. Recruitment of ESRRG to the *CCDN1* promoter via TCF4/LEF1 was analyzed using primers specific to the *CCND1* promoter. **f** ChIP assay was done with ESRRG antibody. IgG was used as an internal control. **g** Immunoprecipitation was done in MKN28 cells with the indicated antibodies and detected with Flag antibody. **h**, **i**, **l** GC cells or organoids (**l**) were transfected with GFP-ESRRG and mCherry-TCF4 or LEF1 and used for cellular imaging under a confocal microscope. **j** Changes over time in the average fluorescence intensities (count per second; c.p.s in kHz) of GFP-ESRRG (green) and mCherry-TCF4 or LEF1 (red), and the corresponding correlation functions, are shown. Changes over time in the average fluorescence intensity and the corresponding correlation functions obtained in cells co-expressing monomer GFP and mCherry are also shown. **k** Summary of protein interaction amplitudes. The interaction amplitude represents the mean value of the relative cross-correlation amplitude. Data represent the mean ± s.d. from three independent replicates. Student’s *t*-test was used to examine statistical significance (*p < 0.05, **p *<* 0.01, ***p *<* 0.005, ****p *<* 0.001)

The Wnt pathway effector LEF4/TCF1 binds directly to the *CCND1* promoter region as a TF^18^. We hypothesized that ESRRG may interfere with this process. Indeed, chromatin immunoprecipitation (ChIP) assays revealed that TCF4/LEF1 binding to its consensus sequence within the *CCND1* promoter is blocked by ESRRG (Fig. 5e). In addition, using ChIP analysis with an ESRRG antibody, we observed that *CCND1* promoter bound with TCF4/LEF1 was recruited by ESRRG, thus suggesting a direct interaction (Fig. 5f). We next examined whether ESRRG directly interacted with β-catenin or TCF4/LEF1 using IP analysis. The results revealed that ESRRG directly interacts with TCF4/LEF1 but not with β-catenin (Fig. 5g). We also examined the co-localization of ESRRG and TCF4/LEF1. As shown in Figs. 5h and 5i, ESRRG indeed co-localized with TCF4/LEF1. Additionally, we investigated interactions among these proteins when tagged with GFP or mCherry in live cells using dual-color fluorescence cross-correlation spectroscopy (FCCS), a highly sensitive method for determining the mobility and interaction of probed molecules^19,20^. We performed dual-color FCCS analysis in live cells that co-expressed GFP-ESRRG and mCherry-TCF4 or mCherry-LEF1. If the two proteins form a complex, the co-diffusion of GFP and mCherry tagged proteins is detectable as they transit the detection volume. The strength of the interaction (i.e., co-diffusion) is represented by the relative cross-correlation amplitude (see also Methods). A significant interaction was detected between GFP-ESRRG and mCherry-TCF4 or LEF1 compared with the corresponding GFP and mCherry monomers (Fig. 5j and k). We also observed the co-localization of TCF4/LEF and ESRRG using immunofluorescence in a GC patient-derived organoid model (Fig. 5l).

Upon Wnt activation, β-catenin translocation from the cytoplasm to the nucleus is crucial to activate Wnt-target genes. To test whether ESRRG influences β-catenin translocation, we performed immunofluorescence analysis of GC cells and found that β-catenin was predominantly expressed in the nucleus and that ESRRG overexpression had no effect on its nuclear localization (Supplementary Fig. 10c).

We conclude from these findings that ESRRG, which functions as a transcriptional repressor, antagonizes Wnt signaling by suppressing TCF4/LEF1 binding to the *CCND1* promoter.

### Therapeutic efficacy of the ESRRG agonist DY131 in GC

Since we found that ESRRG efficiently inhibited cancer cell growth by antagonizing Wnt signaling, we speculated that a pharmacological ESRRG agonist, DY131, might have efficacy as a suppressor of GC. We thus exposed the GC cell types, AGS, MKN28, and NCI-N87, to this agent to examine its possible anti-tumor effects. Indeed, GC cell growth and colony formation were significantly reduced following DY131 treatment (Fig. 6a and Supplementary Fig. 11). DY131 appeared to mediate its effects through ESRRG as it was without activity in ESRRG-silenced cells (Supplementary Fig. 12). DY131 suppressed the expression of Wnt signaling-associated genes (Supplementary Fig. 13a). In addition, the suppression of cell growth by DY131 was rescued by a re-introduction of TCF4/LEF1 (Fig. 6b, c and Supplementary Fig. 13b), confirming that Wnt signaling is directly antagonized by ESRRG and that the ESRRG activator DY131 also influences this pathway. We also treated xenograft tumors with DY131. Consistent with the aforementioned in vitro observations, both tumor volumes and weights were significantly reduced upon treatment with DY131 (Figs. 6d, 6e and Supplementary Fig. 14). Further DY131 treatment of xenograft tumor samples led to decreased expression of Ki67, the three Wnt components (TCF4, LEF1, and β-catenin), and the CCND1 Wnt downstream target gene (Fig. 6f). We also examined the growth inhibitory effects of DY131 in GC patient-derived organoids. Consistently, DY131 treatment significantly inhibited organoid growth and suppressed the expression of Wnt signaling associated genes (Fig. 6g, h and i). Furthermore, reduced organoid proliferation by DY131 was rescued by the re-introduction of TCF4/LEF1 (Fig. 6j and k). Compared with Wnt inhibitors (XAV-939, ICG-001, and Wnt C59), DY131 showed more potency in GC cells (Supplementary Figs. 11 and 15), indicating that Wnt antagonism via ESRRG is effective in inhibiting GC cell growth.

**Fig. 6:**
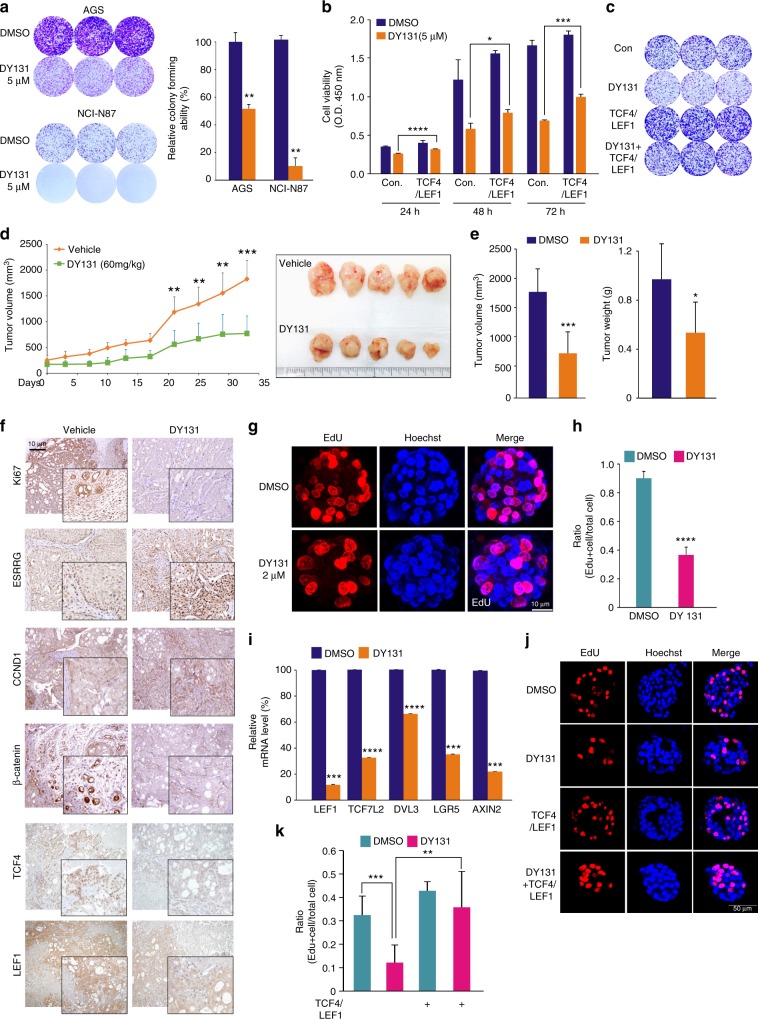
Therapeutic efficacy of the DY131 ESRRG agonist in GC. **a** The indicated cells were treated with DY131 at the dose shown and colony formation assays were performed. AGS (**b**) and MKN28 (**c**) cells were treated with DY131 and then transfected with TCF4/LEF1 and used in a cell proliferation (**b**) and colony formation (**c**) assay. **d** After NCI-N87 cell implantation, DY131 or vehicle was intraperitoneally injected into mice every 3 days and the tumor volume was measured at the indicated time points (*n* = 5 per group). **e** Tumor volumes and weights were measured from sacrificed mice. **f** Immunohistochemical analysis of mouse samples. **g**–**k** Organoids from GC patients were incubated with DY131 and TCF4/LEF1 or without for 72 h and then stained with EdU and Hoechst dye. **g**, **k** Proliferation from organoids was quantified using Edu staining. **i** qRT-PCR analysis of human organoid samples. Data represent the mean ± s.d. from three independent replicates. Student’s *t*-test was used to examine statistical significance (*p < 0.05, **p *<* 0.01, ***p *<* 0.005, ****p *<* 0.001)

These results clearly demonstrated that the ESRRG agonist DY131exhibits anti-tumor activity in GC cells by suppressing Wnt signaling.

## Discussion

We have identified a novel tumor-suppressive role for ESRRG in GC that is mediated via the antagonism of Wnt signaling. ESRRG is a member of a NR superfamily of TFs^14^ and is specifically expressed in normal stomach and brain^21,22^. Previous reports have implicated ESRRG in the pathophysiology of human breast, endometrial, and prostate cancer^23–25^, but a detailed understanding of how ESRRG contributes to cancer progression is still lacking. ESRRG has been proposed previously to function as a tumor suppressor in prostate cancer by arresting the cell cycle via the induction of p21^WAF1/CIP1^ and p27^KIP1 25^. In liver cancer, however, ESRRG appears to exert oncogenic potential by suppressing p21 and p27^26^. Thus, the effects of ESRRG are likely to be cell context-dependent.

ESRRG alters the expression of a plethora of genes that could potentially contribute to its effects in GC. 

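Most tested genes of the hypoxia response rose in both cell lines on ESRRG overexpression. In AGS cells 12 of 12 tested members rose, among them ADM, which encodes the vasodilator adrenomedullin, 5.76-fold (log2 fold change 2.53, SE 0.10, n = 3 per group), and NDRG1, 4.93-fold. In MKN45 cells 11 of 13 rose and 2 did not pass the test (camera adjusted p = 2.29e-08 in AGS and 2.18e-06 in MKN45 cells, and adjusted p = 0.0874 and 0.194 with an estimated correlation). There ADM was at 7.15-fold and ANKRD37 at 3.73-fold. Of 18 genes of the unfolded protein response and of the stress-induced transcription factor ATF4, 12 rose and 5 fell in AGS cells and 13 rose and 1 fell (2 adjusted over the list alone) in MKN45 cells (camera adjusted p = 3.82e-04 in AGS and 8.73e-06 in MKN45 cells, and adjusted p = 0.0874 and 0.194 with an estimated correlation). ASNS, the asparagine synthetase, rose 11.2-fold in AGS and 5.17-fold in MKN45 cells, and DDIT4, an inhibitor of mTORC1, 8.34-fold and 6.77-fold. CHAC1, a glutathione-degrading enzyme, rose 5.07-fold and 6.68-fold, whereas HSPA5, the chaperone BiP of the endoplasmic reticulum, was at log2 fold changes of -0.49 (SE 0.09) and -0.54 (SE 0.08). HYOU1 and SDF2L1, also of the unfolded protein response, fell in AGS cells, from 9.49 to 8.93 and from 10.98 to 10.39 log2 units. In MKN45 cells they were at 9.37 and 9.43, and at 11.17 and 10.98. The list pools these genes with those of ATF4, so its counts and tests do not show that the unfolded protein response rose. Of 13 heat shock proteins and chaperones 9 fell (10 adjusted over the list alone in AGS cells) and 1 rose in each line (camera adjusted p = 1.68e-04 in AGS and 5.95e-04 in MKN45 cells, and adjusted p = 0.0874 and 0.194 with an estimated correlation). HSPA1B was at -2.13 (SE 0.12) in MKN45 cells, and DNAJB1 rose in AGS cells (0.53 (SE 0.08)). Markers of gastric epithelium rose in 8 of 12 tested cases and fell in 2 in each line (camera adjusted p = 1.93e-04 in AGS and 0.00164 in MKN45 cells, and adjusted p = 0.0874 and 0.194 with an estimated correlation). CBLIF, the gastric intrinsic factor, was not detected in controls and was at least 9.96-fold higher in ESRRG OE samples in AGS and at least 10.4-fold higher in MKN45 cells. The mucin gene MUC1 was at -0.23 (SE 0.09) and -0.86 (SE 0.10). Markers of intestinal epithelium rose in 5 of 6 tested cases and fell in 1 in AGS cells, and rose in 2 of 5 and fell in 1 in MKN45 cells (camera adjusted p = 0.0196 in AGS and 0.385 in MKN45 cells, and adjusted p = 0.186 and 0.768 with an estimated correlation). Of 36 tested S phase genes 22 fell and 4 rose in AGS cells and 16 fell and 4 rose in MKN45 cells (camera adjusted p = 7.76e-04 in AGS and 0.00278 in MKN45 cells, and adjusted p = 0.187 and 0.194 with an estimated correlation). The thymidylate synthase gene TYMS was at -1.12 (SE 0.08) and -0.53 (SE 0.09) and FEN1, a nuclease of DNA replication, at -0.92 (SE 0.09) and -0.98 (SE 0.10). Interferon-stimulated genes differed between the lines: in AGS cells 13 of 25 rose and 1 fell, and in MKN45 cells 3 of 28 rose and 9 fell (camera adjusted p = 0.00166 in AGS and 0.177 in MKN45 cells, and adjusted p = 0.0874 and 0.542 with an estimated correlation). IFI27 rose 11.5-fold in AGS and 1.83-fold in MKN45 cells, and BST2, which tethers budding virus, was at 0.35 (SE 0.09) and -0.90 (SE 0.08). For both genes the controls differed more between AGS and MKN45 cells than the ESRRG OE samples did. IFI27 controls were at 8.32 and 10.82 log2 units and ESRRG OE samples at 11.84 and 11.69. BST2 controls were at 7.11 and 8.10 and ESRRG OE samples at 7.46 and 7.19. IRF7 went the other way, with controls at 7.74 and 7.86 and ESRRG OE samples at 9.06 and 8.12. The interaction of cell line and vector shifted the list (camera adjusted p = 6.79e-13, and adjusted p = 0.00697 with an estimated correlation). Under scaling to one median HSPA5 and TYMS in MKN45 cells and MUC1 in AGS cells no longer passed the test. The falls of all genes dropped under that scaling from 2971 to 1464 in AGS and from 2346 to 439 in MKN45 cells. The counts of list members are given for quantile normalization alone, so their rises and falls may depend on it. MUC1 in AGS cells also did not pass after background correction (adjusted p = 0.0993), with all arrays in 1 fit (0.0616), with the test of the legend of Fig. 3 (0.0900), or without ESRRG OE replicate 2 (0.180) or control replicate 1 (0.100) or 3 (0.130). Where no other number is given, the counts were the same adjusted over the list alone. No list passed within a line with an estimated correlation.

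**Figure D2:**
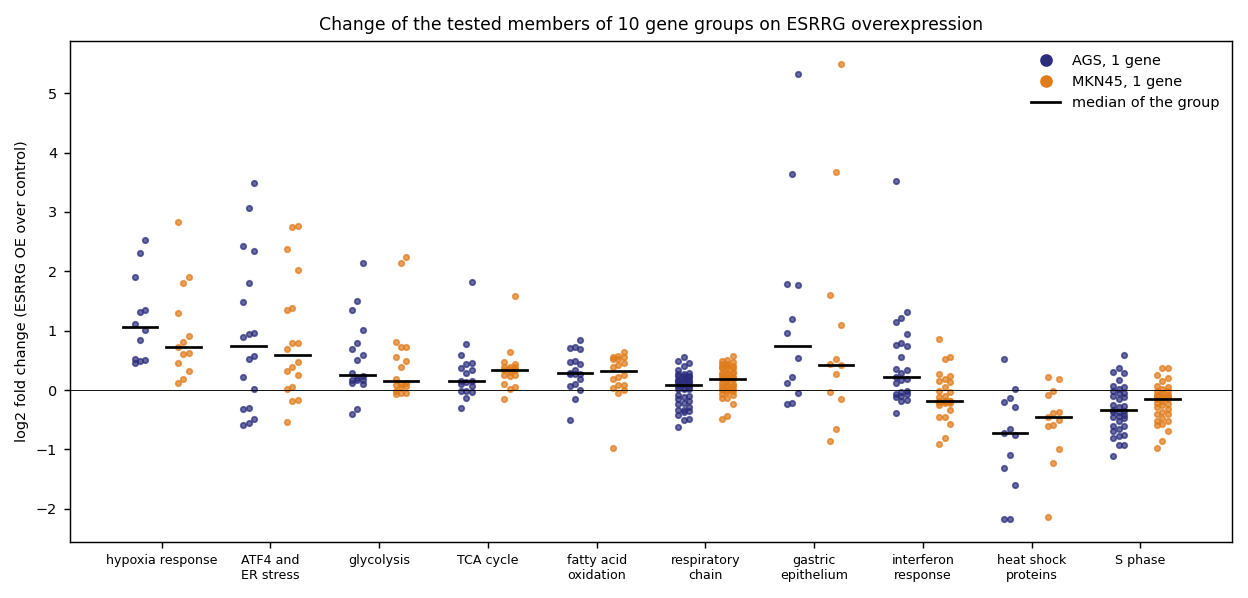
Log2 fold change of ESRRG OE over control samples for each tested gene of 10 gene groups in AGS (blue) and MKN45 cells (orange), with each group's median as a line (3 samples per group and line). The median of the hypoxia genes lies at 1.06 in AGS and 0.73 in MKN45 cells, and that of the heat shock proteins at -0.72 and -0.45; DNAJB1, 1 of the heat shock genes, does not pass the test in MKN45 cells but rises there under median scaling of the arrays.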

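The hexokinase genes HK2 and HK1, of the first step of glycolysis, rose 4.43-fold and 2.82-fold in AGS and 4.40-fold and 4.71-fold in MKN45 cells with ESRRG overexpression (n = 3 per group; log2 fold change of HK2 2.15 (SE 0.11) in AGS cells), while PKM was at -0.41 (SE 0.08) and LDHB at -0.31 (SE 0.08) in AGS cells. Of 18 tested genes listed for glycolysis 11 rose and 2 fell in AGS cells and 8 rose and none fell in MKN45 cells (camera adjusted p = 3.82e-04 in AGS and 5.95e-04 in MKN45 cells, and adjusted p = 0.114 and 0.194 with an estimated correlation). This list shares some genes with that of the hypoxia response, so the results of these lists are not independent of each other. Among 18 genes of the tricarboxylic acid cycle 8 rose and 1 fell in AGS cells and 12 rose and none fell in MKN45 cells (camera adjusted p = 0.0196 in AGS and 3.44e-04 in MKN45 cells, and adjusted p = 0.188 and 0.194 with an estimated correlation), with the mitochondrial isocitrate dehydrogenase IDH2 up 3.54-fold and 3.01-fold. Of 18 genes of fatty acid oxidation 12 rose and 1 fell in AGS cells and 11 rose (12 adjusted over the list alone) and 1 fell in MKN45 cells (camera adjusted p = 0.00284 in AGS and 0.00187 in MKN45 cells, and adjusted p = 0.0874 and 0.194 with an estimated correlation). DECR1 was at log2 fold changes of 0.84 (SE 0.08) and 0.57 (SE 0.08), CPT1A, which brings fatty acids into mitochondria, at 0.72 (SE 0.08) and 0.56 (SE 0.08), and the falling member UCP2 at -0.50 (SE 0.08) and -0.98 (SE 0.08). Of the subunits of the respiratory chain and ATP synthase 11 of 44 rose and 10 fell in AGS cells, and 19 of 45 rose (20 adjusted over the list alone) and 2 fell in MKN45 cells (camera adjusted p = 0.579 in AGS and 0.00216 in MKN45 cells, and adjusted p = 0.699 and 0.322 with an estimated correlation). Beside these, of 3 tested markers of fibroblasts, immune and endothelial cells 2 rose in AGS cells, CD68 at 0.55 (SE 0.13) and LYZ at 0.20 (SE 0.08), and 1 in MKN45 cells, CD68 at 0.36 (SE 0.11) (camera adjusted p = 0.340 in AGS and 0.633 in MKN45 cells, and adjusted p = 0.549 and 0.793 with an estimated correlation). LYZ did not pass under scaling to one median (adjusted p = 0.399), after background correction (0.116), with its probes averaged (0.737), with the replicate block (0.0590) or with all arrays in 1 fit (0.0734). Leaving out AGS ESRRG OE replicate 1 (adjusted p = 0.104), 2 (0.133) or 3 (0.0621) or AGS control replicate 1 (0.138), 2 (0.0702) or 3 (0.0547) also ended the call of LYZ. CD68 did not pass with the test of the legend of Fig. 3 in AGS (adjusted p = 0.123) or MKN45 cells (0.155). In MKN45 cells it also did not pass after background correction (adjusted p = 0.0577) or without ESRRG OE replicate 2 (0.0862) or control replicate 1 (0.0796). These values are of the brightest probe of CD68; its other detected probes rose by 0.73 and 0.54 in AGS and by 1.44 and 0.77 in MKN45 cells (adjusted p of at most 1.56e-04). Where no other number is given, the counts were the same adjusted over the list alone.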

Since these genes include multiple members of the Wnt signaling pathway, we focused on this mechanism. Indeed, our data demonstrate that the Wnt signaling-associated genes *DVL3*, *LEF1*, *LGR5*, *TCF7L2*/TCF4, *AXIN2*, and *CTNNB1*, were significantly downregulated by ESRRG in both GC cells and GC patient-derived organoid models (Figs. 4 and 6). Mechanistically, our data clearly demonstrate that ESRRG directly interacts with TCF4/LEF1, which are major TFs governing tumorigenesis, and disrupts functional TCF4/LEF1 binding to the *CCND1* gene promoter region (Figs. 5 and 7). This indicates that ESRRG could modulate the transcriptional activity of Wnt signaling by regulating TCF4/LEF1 gene expression and β-catenin activity (Fig. 7). Using biochemical and advanced techniques such as FCCS, we could clearly demonstrate that ESRRG directly interacts with TCF4/LEF1 and prevents its binding to the *CCND1* promoter (Fig. 5). Transcriptional factors frequently suppress the DNA binding affinity of other molecules to modulate target gene expression^27^.

**Fig. 7:**
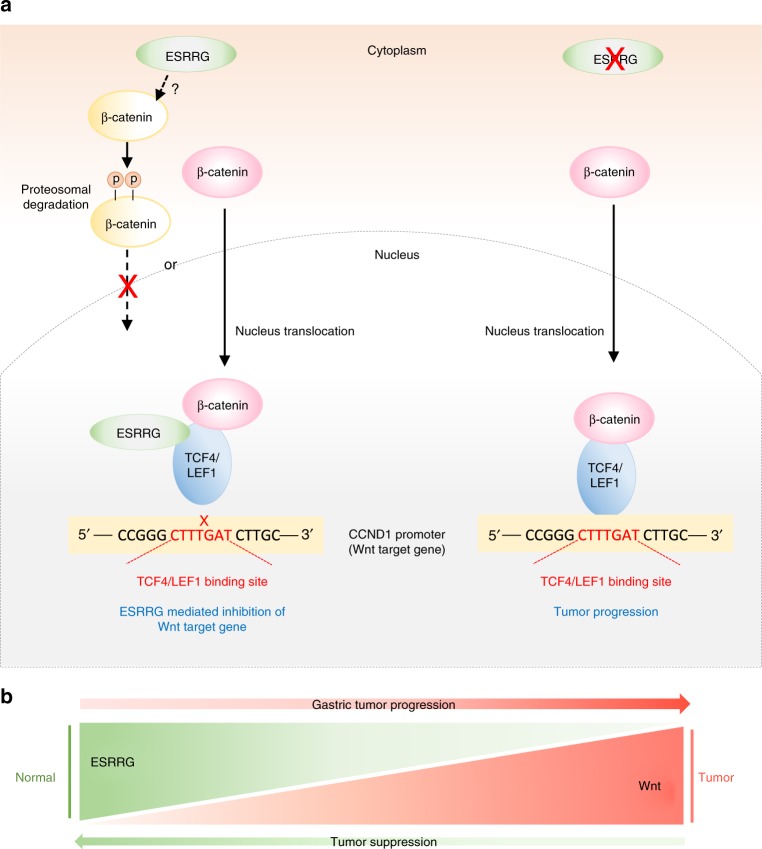
Schematic diagram of the gene regulation of ESRRG and Wnt signaling. **a** ESRRG induces β-catenin degradation via an unknown mechanism and inhibits the binding of the Wnt component TCF/LEF to the *CCND1* gene promoter region by direct interaction, thus potentially repressing the Wnt signaling pathway and blocking tumorigenesis. **b** The balance of ESRRG and Wnt signaling activity is crucial for tumor suppression or formation in GC

Our present data also indicate that ESRRG influences β-catenin phosphorylation in the cytoplasm (Fig. 5b–d). However, since ESRRG is principally expressed in the nucleus and does not interact with β-catenin, this effect is likely to be an indirect effect potentially due to decreased cell proliferation. As shown in Fig. 5b, whilst ESRRG suppresses β-catenin expression in the nucleus, it does not downregulate β-catenin expression in the cytoplasm. Since ESRRG does not directly interact with β-catenin (Fig. 5g), it may affect nuclear β-catenin expression via an indirect pathway. Regulation of TCF4/LEF1 is directly controlled by binding to and activating a consensus LEF/LEF binding site within its own promoter. ESRRG inhibits transcription activity of TCF4/LEF1 and finally suppresses gene expression level of TCF4/LEF1. Mechanistically, TCF4/LEF1 forms a complex with β-catenin to bind its target gene promoters and promote cancer cell proliferation^28^. Since ESRRG directly interacts with TCF4/LEF1 and inhibits gene transcription and expression, β-catenin might be indirectly suppressed by ESRRG via TCF4/LEF1 inhibition. Although our current findings suggest that ESRRG also influences β-catenin activity, our analysis has clearly demonstrated that ESRRG antagonizes Wnt-signaling as a transcriptional repressor of TCF4/LEF1. Further studies are needed to more fully elucidate how ESRRG influences the Wnt signaling pathway via diverse Wnt components.

It has been difficult to directly target Wnt signaling owing to the lack of pathway-specific targets and the potential redundancy of many pathway components^16^. Since our present data suggest that ESRRG functions as a negative transcriptional regulator of Wnt signaling, it was logical to suppose that agonists of ESRRG activity such as DY131 could also have the potential to efficiently suppress Wnt signaling function and provide a potential therapeutic avenue to treat GC and potentially cancers of other lineages. The NRs governing gene transcription and expression have been recognized previously as therapeutic targets due to the nature of their physiological functions. NR agonists or antagonists are therefore widely used as cancer treatments. For example, tamoxifen, which targets ESR1 as an antagonist, is a well-known breast cancer drug^14^. Although the PPARG agonists rosiglitazone and pioglitazone are not used in the clinic, those agonists can suppress cancer cell proliferation^29^. DY131 was developed as a specific agonist of ESRRG transactivation^30^. Although DY131 also activates ESRRB, its activity appears to be mediated by ESRRG since ESRRG-deficient mice are not responsive to DY131 treatment^31,32^. DY131 treatment could prevent GC progression by enhancing ESRRG activity by suppressing Wnt signaling. Previously developed Wnt inhibitors (XAV-939, ICG-001, Wnt C59) were not effective in GC cells compared with DY131 (Supplementary Figs. 11 and 14). The development of more specific and pharmacologically tractable agonists that enhance ESRRG activity could provide novel approaches to improve GC outcomes.

NRs govern diverse signaling pathways including Wnt signaling as TFs and have overlapping functions with each other to regulate physiological functions^21^. PPAR gamma and delta have previously been shown to influence the Wnt pathway^33^. Since NRs crosstalk with each other, ESRRG shares a functional relationship with the PPARs to regulate Wnt signaling pathway. Since this relationship across the NRs has not been extensively explored in GC, further elucidation regarding crosstalk mechanisms is needed.

Tumor suppressors are frequently hypermethylated or mutated in human cancer, and oncogene activation leads to tumorigenesis^34–36^. Many TFs including *TP53*, *BRCA1*, and *RUXN3* function as tumor suppressors^31^, and deregulation (methylation or mutation) of TFs leads to tumorigenesis. Recent genomic analysis from public databases suggests that ESRRG is not frequently methylated or mutated in GC (www.cbioportal.org)^36^. Thus, the decreased levels of ESRRG in GC are likely to be through a mechanism that is distinct from conventional tumor suppressive TFs. Thus, the mechanisms underlying the deregulation of ESRRG during GC progression will require further elucidation. Furthermore, while ESRRG clearly antagonizes the Wnt signaling pathway, the effects of ESRRG on other oncogenic pathways such as Notch signaling or JAG1 could contribute to the functional effects of ESRRG as well as to its therapeutic activation (Fig. 4a). 

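Of the Notch ligands, receptors and targets, the ligand gene JAG1 fell in both cell lines, and it is also a target of Wnt signaling. NOTCH1, a receptor, was at a log2 fold change of -0.51 (SE 0.09) in AGS cells (n = 3 per group, adjusted p = 1.82e-04 from limma) and of -0.22 (SE 0.09) in MKN45 cells (adjusted p = 0.0607). NRARP and HES4, which Notch signaling induces, rose 2.05-fold and 1.81-fold in AGS cells (adjusted p = 8.80e-08 and 1.06e-05). In MKN45 cells their log2 fold changes of 0.28 (SE 0.12) and 0.10 (SE 0.09) did not pass the test (adjusted p = 0.0857 and 0.407). HEY1, another Notch target, rose in AGS (0.36 (SE 0.08)) and in MKN45 cells (0.26 (SE 0.08)). The ligand gene DLL1 was at 0.26 (SE 0.12) in AGS cells (adjusted p = 0.0750) and rose in MKN45 cells, where it was not detected in controls, at least 1.12-fold. The changes of NRARP and HES4 differed between the lines by 0.76 and 0.75 on the log2 scale (adjusted p = 0.00358 and 0.00333 for the interaction in limma; for HES4 0.112 when the arrays were scaled to one median, and for NRARP and HES4 0.0624 and 0.0591 with the test of the legend of Fig. 3). Of 14 tested members of the list 4 rose, 2 fell and 8 did not pass the test in AGS cells, and of 15 tested members 2 rose, 1 fell and 12 did not pass in MKN45 cells, with the same counts adjusted over the list alone. In camera the list gave an adjusted p of 0.401 in AGS and 0.855 in MKN45 cells, and of 0.522 and 0.898 with an estimated correlation; in MKN45 cells its median log2 fold change was 0.04 and its mean -0.03. HEY1 in MKN45 cells did not pass when the gene's probes were averaged (adjusted p = 0.206) or without ESRRG OE replicate 1 (0.0521) or 2 (0.0537). NRARP passed in MKN45 cells under scaling to one median (adjusted p = 0.00469) or without control replicate 3 (0.0386), and NOTCH1 without ESRRG OE replicate 1 (0.0494) or control replicate 1 (0.0400). DLL1 passed in AGS cells with all arrays in 1 fit (adjusted p = 0.0432) or without ESRRG OE replicate 2 (0.0367) or control replicate 2 (0.0374).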

How ESRRG is involved in cancer progression is thus worthy of further investigation.

In summary, we have demonstrated that ESRRG is a novel tumor suppressor that inhibits Wnt signaling in GC. We propose that ESRRG represents a novel therapeutic target for the treatment of GC.

## Methods

### Gene expression data analysis

The gene expression data used from the NCBI GEO databases are publically available (accession numbers GSE13861^6^, GSE26899, GSE29272^37^, GSE62254^38^). All of these data were downloaded and processed using BRB array tools for further analysis^12^.

### Microarray

Following the overexpression of ESRRG in ASG or MKN45 cells for 3 days, the cells were harvested for RNA isolation using a mirVana™ RNA Isolation labeling kit (Ambion, Inc, Waltham, MA). 

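In MKN45 cells the largest rise was in CST4, 58.6-fold higher in ESRRG OE than in control samples (n = 3 per group; log2 fold change 5.87, SE 0.08, adjusted p = 3.65e-15 from limma), followed by TFF1 at 45.3-fold and HSD3B1, an enzyme of steroid hormone synthesis, at 34.1-fold. FGB, FGA, SULT2A1 and TCN1 rose 20.0-fold, 18.5-fold, 15.2-fold and 15.1-fold, and ECM1, a secreted matrix protein, 12.2-fold. CST2, another cystatin, was not detected in controls and was at least 12.1-fold higher in ESRRG OE samples. The largest falls were in HSPA1B, LIPG and MAT2A, which makes S-adenosylmethionine, with the last at -1.49 (SE 0.13) on the log2 scale and LIPG at -1.50 (SE 0.11). CLDN2, a tight junction protein, ID1, an inhibitor of helix-loop-helix factors, ZSCAN31, FAM32A, the noncoding RNA gene DANCR and the small nucleolar RNA gene SNORA61 fell, with log2 fold changes from -1.46 (CLDN2) to -1.32 (FAM32A). Of 11240 genes tested, 4609 changed at an adjusted p under 0.05, with 2263 higher and 2346 lower, and 184 rises and 41 falls were over 2-fold. At an unadjusted p under 0.001, 3755 of 20143 probes, of 2714 named genes, differed (1998 higher, 1757 lower), and 625 of them, of 465 named genes, by more than 1.75-fold (442 higher, 183 lower). The first of these counts was 2477 without ESRRG OE replicate 2. With the test of the legend of Fig. 3 the probes numbered 1252 and 425, and 3049 genes changed. Past both thresholds 1076 probes differed when the arrays were scaled to one median and 1654 after background correction. The share of changed genes that rose was 49.1%, and 88.7% when the arrays were scaled to one median, which moved the median log2 fold change of all genes from -0.01 to 0.16. Across the 10597 genes tested in both lines the log2 fold changes had a Pearson correlation of 0.813 and a Spearman correlation of 0.733; genes are not independent replicates. In both lines 1589 genes rose, where independent lists of 2569 (AGS) and 2197 (MKN45) genes would share 532.6, and 1707 fell, where lists of 2949 and 2315 would share 644.2. Of the 3373 genes changed in both lines, 97.7% changed in the same direction and 77 in opposite directions. When the arrays were scaled to one median, 1464 genes fell in AGS and 439 in MKN45 cells. The 1707 shared falls therefore depend on quantile normalization, and the overlap and shared direction are given for it alone. The interaction of cell line and vector passed for 1333 of 11959 genes, with 695 log2 changes higher in AGS and 638 higher in MKN45, among them IFI27 (2.65 log2 units more in AGS, adjusted p = 9.00e-09) and HSD3B1 (-1.62, adjusted p = 4.45e-07), which was detected on 1 of 3 AGS control arrays. The interaction passed for 383 genes under scaling to one median, 650 with the test of the legend of Fig. 3, 850 after background correction and 878 without AGS ESRRG OE replicate 2. The control arrays of the 2 lines differed over 2-fold at 91 probes, against 622 between control and ESRRG OE in AGS and 326 in MKN45 cells. With no fold required, 2027 of 19304 probes differed between these controls at an adjusted p under 0.05 in limma. Between control and ESRRG OE that count was 8397 of 19536 in AGS and 6917 of 20143 in MKN45 cells. One cell line or cross-contaminated stocks behind both labels cannot be told apart here from 2 similar lines. The shared changes are therefore not taken as replication in an independent line.

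**Figure D3:**
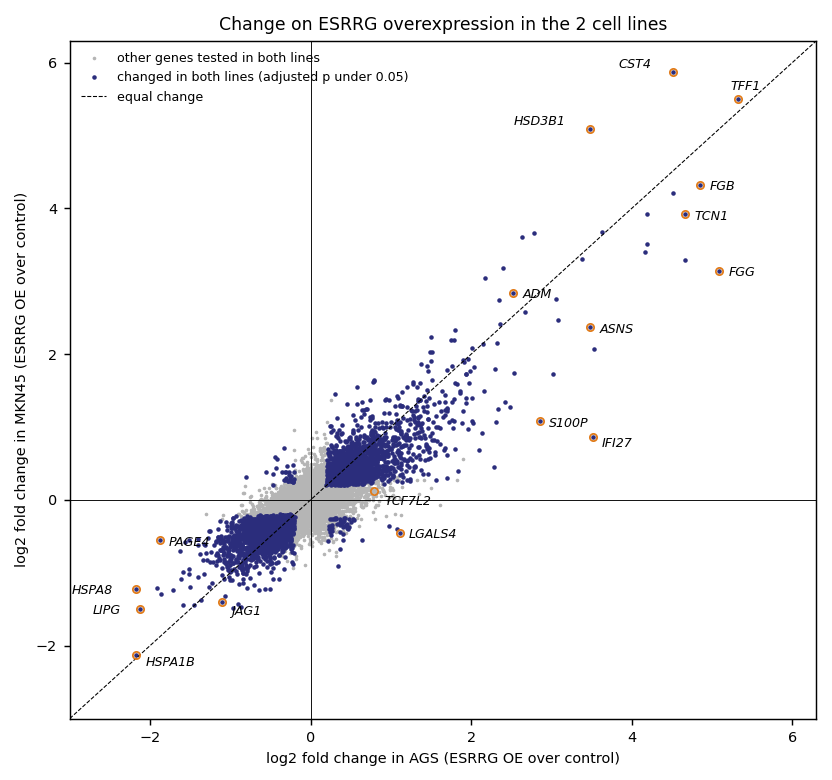
Log2 fold change of ESRRG OE over control samples in AGS (horizontal) and MKN45 cells (vertical) for the 10597 genes tested in both, 3 samples per group; blue points changed in both lines at an adjusted p under 0.05, circled genes are named, and the broken line marks equal change. Most blue points lie in the quadrants of shared direction (3296 of 3373), TFF1 is far up in both lines, and LGALS4 rose in AGS (1.11) and fell in MKN45 cells (-0.45), the latter not passing under median scaling or with the test of the legend of Fig. 3.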

The extracted total RNA (500 ng) was then used for labeling and hybridization to Human BeadChip V4 microarrays (Illumina, San Diego, CA) in accordance with the manufacturer’s protocols. After the bead chips were scanned with an Illumina BeadArray Reader, the microarray data were normalized using the quantile normalization method in the Linear Models for Microarray Data package in the R language environment. The expression level of each gene was then log_2_ transformed before further analysis. The microarray data are available from the NCBI Gene Expression Omnibus public database (GSE78050).

### Cell lines and reagents

GC cell lines were purchased from the American Type Culture Collection (ATCC) and Korean Cell Line Bank (KCLB). Mycoplasma test was done using MycoAlert™ Mycoplasma Detection Kit (Lonza; LT07-118). Cells were grown in Dulbecco’s modified essential medium or RPMI1640 supplemented with 10% fetal bovine serum at 37 °C in a humidified incubator with 5% CO_2_. Reagents were sourced commercially as follows: DY131 (#2266; TOCRIS, Bristol, UK), GSK5182 (#AOB1629; Aobious, Gloucester. MA), ICG-001 (#S2662), XAV-939 (#S1180), and Wnt-C59 (#S7037; Selleckchem, Houston, TX), and CHX (#01810; Sigma-Aldrich, St Louis, MO).

### Immunohistochemistry

For immunohistochemical analysis, tissue blocks were cut into 5-μm-thick sections, deparaffinized in xylene, and rehydrated in a graded alcohol series. Antigen retrieval was performed by irradiation (microwave oven) for 20 min in a jar containing 0.01 M citrate buffer (pH 6.0) and incubation with 0.025% trypsin in 50 mM Tris buffer for 5 min. Endogenous peroxidase was blocked using 3% hydrogen peroxide in phosphate-buffered saline (PBS) for 12 min. The specimens were then incubated with a protein-blocking solution consisting of PBS (pH 7.5) with 5% normal horse serum for 30 min at room temperature. Incubation with primary antibodies was performed at 4 °C overnight. Primary antibodies against the following proteins were used at the indicated dilutions: ESRRG (1:100, PP-H6812-00; R&D systems, Minneapolis, MN), Ki67 (1:50, ab833; Abcam, Cambridge, UK), CCND1 (1:100, #2926; Cell Signaling Technology (CST), Danvers, MA), CTNNB1 (1:100, #610153; BD Biosciences, San Jose, CA), TCF4 (1:50, #2569; CST), and LEF1 (1:500, #A303-487A; Bethyl Laboratories, Montgomery, TX). The samples were then rinsed and incubated with peroxidase-conjugated anti-goat IgG for 1 h at room temperature. The slides were then rinsed with PBS and incubated for 5 min with an ImmPACT^TM^ DAB Kit (Vector Laboratories, Burlingame, CA). The sections were next washed three times with distilled water, counterstained with Mayer’s hematoxylin (Sigma-Aldrich, St Louis, MO), and washed once each with distilled water and PBS. Slides were mounted using a Universal Mount (Vector Laboratories) and examined using a brightfield microscope. ESRRG and Ki67 expression in tumor cells was assessed by independent pathologists according to previously described methods.

### Xenograft experiments

Male or female athymic nude mice were purchased from Oriental Bio (Seoul, Korea) and maintained according to the animal experimentation guidelines of Asan Medical Center. All mouse studies were approved and supervised by the Asan Medical Center Institutional Animal Care and Use Committee (IACUC No.2015-14-178). The mice were between 8 and 12 weeks of age at the time of injection. Cells were subcutaneously injected (4 × 10^6^ cells in 50 μl of normal saline) to establish tumors. Treatment continued until the animal became moribund (typically 4–6 weeks following tumor cell injection). At the time of sacrifice, body weight, tumor weight, and tumor location were recorded. Tumor tissues were snap-frozen for lysate preparation. The individuals who performed the necropsies, tumor collection, and tissue processing were blind to the treatment group assignments.

### Cell proliferation assay

Stably or transiently transfected cells were used for cell growth assays. The proliferation assay was performed in accordance with the manufacturer’s instructions (CCK8-Kit; CK04-20, Dojindo, Rockville, MD).

### Colony forming assay

Cells were infected with lentivirus or treated with the indicated compound for a designated time. Cells (500) were seeded in 6-well plates and fixed 14 days later with 3.7% paraformaldehyde for 5 min, and stained with 0.05% crystal violet for 15 min. Colonies containing more than 50 cells were counted.

### Reporter assay

TOP/Flash reporter, *CCND1* promoter, TCF4/TCF7L2, and LEF1 cDNAs were purchased from Addgene. ESRRG cDNA has been described previously^39,40^. For luciferase-based reporter assays, cells were transfected with indicated reporter genes and plasmids using Lipofectamine 3000 (Invitrogen, Grand Island, NY) in accordance with the manufacturer’s instructions. After 48 h, cells were harvested for measurement of luciferase activity with a Promega kit (E1605).

### ChIP assay

ChIP assays were performed using a Thermo Scientific, Pierce^TM^ Magnetic ChIP Kit (#26157) in accordance with the manufacturer’s protocol with minor modifications.^7^ Briefly, AGS Cells (10^7^) were used for each reaction and were treated with 1% formaldehyde for cross-linking and subsequently harvested. After sonication, 1% of the soluble chromatin fraction was de-cross-linked by heating at 65 °C overnight and used as input. The remaining chromatin fraction was immunoprecipitated with ESRRG antibody and de-cross-linked by heating. DNA was purified using the QiaQuick PCR purification kit (Qiagen, Venlo, Netherlands) and analyzed by PCR. The antibodies used were specific for ESRRG (PP-H6812-00; R&D Systems) and normal mouse immunoglobulin G (SC-2027; Santa Cruz Biotechnology, Dallas, TX). Purified DNA was used in qRT-PCR for the quantification of protein–DNA binding with a SensiFAST SYBR Hi-ROX kit (#BIO-92005; Bioline). The primer sequences were as follows: forward 5′GGGCGATTTGCATTTCTATG 3′, reverse 5′ACTCCCCTGTAGTCCGTGTG3′.

### Immunoprecipitation

Cell lysates were prepared using NP-40 lysis buffer (10% glycerol, 0.5% nonidet P-40, 125 mM NaCl, 1 mM EDTA, 20 mM Tris-Cl (pH 8.0)). Lysates were precipitated with Dynabeads Protein G (Thermo, Rockford, IL) overnight at 4 °C. Precipitates were washed 3 times with lysis buffer and then boiled in 2× SDS-PAGE sample buffer prior to immunoblotting.

### Preparation of nuclear and cytoplasmic fractions

Nuclear and cytoplasmic extractions were performed using an NE-PER Nuclear Cytoplasmic Extraction Reagent kit (Thermo, Rockford, IL) according to the manufacturer’s instructions. Briefly, the treated cells were washed twice with cold PBS and centrifuged at 500×*g* for 3 min. The cell pellet was then suspended in 200 μl of cytoplasmic extraction reagent I by vortexing. The suspension was subsequently incubated on ice for 10 min followed by the addition of 11 μl of a second cytoplasmic extraction reagent II, vortexing for 5 s, incubation on ice for 1 min, and centrifugation for 5 min at 16,000×*g*. The supernatant (cytoplasmic fraction) was transferred to a pre-chilled tube. The insoluble pellet fraction, which contains crude nuclei, was resuspended in 100 μl of nuclear extraction reagent by vortexing for 15 s every 10 min over a total period of 40 min, and then centrifuged for 10 min at 16,000×*g*. The resulting supernatant constituted the nuclear extract.

### Western blotting

Western blot analysis was performed as described previously using antibodies against ESRRG (#H6812; R&D Systems), total and phosphor-β-catenin (#9561 and #9562; Cell Signaling Technology (CST), Danvers, MA), TCF4 (#2569;CST), Flag (#2368;CST), LEF1 (#A303-487A; Bethyl Laboratories), HDAC1 (#7872; Santa Cruz Biotechnology), β-actin (#A5316; Sigma-Aldrich), pGSK3α/β (#9331; CST), GSK3α/β (#ab15314; Abcam), and α-tubulin (#3873; CST). Antibodies were diluted with bovine serum albumin (BSA) and used at a 1:1000 ratio on membranes blocked with BSA. Please see Supplementary Fig. 16 for uncropped scans of western blots.

### qRT-PCR

Total RNA was extracted from the indicated cell lines or patient samples using a mirVana RNA isolation kit (Ambion) in accordance with the manufacturer’s instructions and analyzed by real-time qRT-PCR with TaqMan primers specific for each gene of interest (ABI). Real-time PCR was performed using the StepOne^TM^ Real-Time PCR system with a 96-well block module (ABI). Cycling conditions were 45 °C for 30 min and 95 °C for 10 min, followed by 40 cycles of 95 °C for 15 s and 60 °C for 60 s. The relative amounts of mRNA were calculated from the threshold cycle number using the cyclophilin A (*PPIA*) expression as a housekeeping control. All experiments were performed in triplicate and the values obtained were averaged.

### Lentiviral transduction

An ESRRG lentiviral expression vector was constructed by cloning its full-length cDNA fragment into pCDH-EF1-T2A-Puro using an infusion system (SBI, Mountain View, CA). To produce lentiviral particles, this vector was co-transfected with the lentiviral packaging plasmids pLP1, pLP2, and pLP/VSVG (Invitrogen) into 293FT cells. Lipofectamine 2000 (Invitrogen) was used as the transfection reagent. At 48–72 h post transfection, the virus-containing cell culture media was harvested and frozen in aliquots. A moderate multiplicity of infection (MOI = 3) was used for the transduction of GC cells to minimize negative effects on cellular proliferation. All experiments were performed at 2–4 days after infection,.

### Organoid culture

Organoid cultures were generated based on a previous report^41^ with minor modifications. Briefly, gastric fundus organoids were derived from surgical samples and informed consent was received from GC patients at Yonsei University Severance Hospital (IRB No. 4-2015-0877). The sampled gastric tissue was then mixed in matrigel (BD Biosciences, San Jose, CA) in culture. Culture conditions included Advanced Dulbecco’s modified Eagle medium/F12 medium (Invitrogen, Carlsbad, CA), Wnt-conditioned medium, R-spondin-conditioned medium supplemented with gastric growth factors including bone morphogenetic protein inhibitor, noggin (PeproTech, Rocky Hill, NJ), GlutaMAX-I (Invitrogen, Carlsbad, CA), B27 (Invitrogen, Carlsbad, CA), TGF beta I A83-01 (TOCRIS, Bristol, UK), Nicotinamide, N-acetylcysteine, ROCK I Y-27632, gastrin (Sigma-Aldrich, St Louis, MO), epidermal growth factor (PeproTech), and fibroblast growth factor 10 (R&D systems, Minneapolis, MN). The cells matured into organoids after 1–2 days. Gastric organoids were subsequently passaged every 12 days.

### 5-ethynyl-2′-deoxyuridine labeling

To identify and count the proliferating cells, GC organoids were analyzed using a Click-iT EdU imaging Kit (C10340; Invitrogen, Carlsbad, CA) in accordance with the manufacturer’s instructions. Briefly, organoids were incubated in 5 μM EdU in Opti-MEM for 1 h at 37 °C. The Click iT reaction cocktail was then added to the cells as described in the protocol and incubated for 30 min at room temperature, followed by two washes in PBS. Organoids were then incubated with the Hoechst 33342 DNA dye at a dilution of 1:2000 in Opti-MEM for 30 min.

### Confocal laser scanning microscopy and live cell imaging

Fluorescence observations were undertaken using an LSM780 inverted confocal laser scanning microscope (LSM: Carl Zeiss, Jena, Germany) at room temperature. The z-stack profiles (total stack size, 80 μm) were acquired at 2.00-μm intervals from the bottom to the top of the organoid. Microscopy images were processed and analyzed using ZEN2012 software installed on the LSM780 microscope.

### Fluorescence cross-correlation spectroscopy

Dual-color FCCS measurements were all performed at 25 °C with an LSM780 confocal microscope (Carl Zeiss, Germany) as described previously^19,42^. Briefly, FCCS setups using the LSM780 microscope consisted of a continuous-wave Ar^+^ laser (25 mW) and a solid-state laser (20 mW), a water-immersion objective (C-Apochromat, ×40/1.2 NA; Carl Zeiss), and two channels of a GaAsP multichannel spectral detector (Quasar; Carl Zeiss). GFP was excited with the 488-nm laser line and mCherry with the 561-nm laser line, with a minimal total power to allow an optimal signal-to-noise ratio. The confocal pinhole diameter was adjusted to 37 μm for the 488- and 561-nm lasers. Emission signals were split by a dichroic mirror (488/561-nm beam splitter) and detected at 500–550 nm in the green channel for GFP and at 600–690 nm in the red channel for mCherry. FCCS data were analyzed using the analytical component of the ZEN 2012 acquisition software (Carl Zeiss). Briefly, the fluorescence auto-correlation functions of the red and green channels, *G*_r_ (*τ*) and *G*_g_ (*τ*), and the fluorescence cross-correlation function, *G*_c_ (*τ*), were calculated from

1 $$G_x\left( \tau \right) = 1 + \frac{{\left\langle {\delta I_i\left( t \right) \cdot \delta I_j\left( {t + \tau } \right)} \right\rangle }}{{\left\langle {I_i\left( t \right)} \right\rangle \left\langle {I_j\left( t \right)} \right\rangle }},$$

where *τ* denotes the time delay, *I*_*i*_ the fluorescence intensity of the red channel (*i* *=* r) or green channel (*i* *=* g), and *G*_r_ (*τ*), *G*_g_ (*τ*), and *G*_c_ (*τ*) denote the fluorescence auto-correlation functions (FAFs) of red (*i* = *j* = *x* = r), green (*i* = *j* = *x* = g), and fluorescence cross (*i* = r, j = g, x = r) correlation function (FCF), respectively. The acquired *G*_*x*_ (*τ*) values were fitted using a one-, two-, or three-component model:

2 $$G_x\left( \tau \right) = 1 + {\textstyle{1 \over N}}\mathop {\sum}\limits_i {F_i} \left( {1 + {\textstyle{\tau \over {\tau _i}}}} \right)^{ - 1}\left( {1 + {\textstyle{\tau \over {s^2\tau _i}}}} \right)^{ - 1/2},$$

where *F*_*i*_ and τ_*i*_ are the fraction and diffusion time of component *i* respectively. *N* is the average number of fluorescent particles in the excitation–detection volume defined by the radius *w*_0_ and the length 2*z*_0_, and *s* is the structure parameter representing the ratio *s* *=* *z*_0_*/w*_0_. The structure parameter was calibrated using Rhodamine-6G (Rh6G) solution. The positions for FCCS measurements were selected in the nuclei of cells. All measured FAFs from live cells were globally fitted with the software installed on the LSM780 system using the two-component model (*i* *=* 2) with or without a triplet term to estimate the diffusion coefficient. For simplicity, the triplet term in Eq. (2) was not shown. For the evaluation of the interaction amplitude, the amplitude of the cross-correlation function was normalized to the amplitude of the autocorrelation function of GFP or mCherry to calculate the relative cross-correlation amplitude (RCA; [*G*_c_(0)−1]/[*G*_r_(0)−1]) corresponding to the fraction of associated molecules (*N*_c_/*N*_g_). As a negative control, FCCS measurements were performed using cells co-expressing GFP and mCherry.

### Wnt/β-catenin signaling assays

AGS or MKN28 cells were seeded into 6-well plates and cultured until reaching 60–70% confluence. The cells were then transiently transfected with either Flag or Flag-ESRRG and the β-catenin MT (S37A). Total β-catenin and phosphorylated β-catenin were quantified using ELISA (#85-96143-11, Instant One ELISA, affymetrix eBioscience, Grand Island, NY) in accordance with the manufacturer’s instructions.

### Statistical analysis and survival analysis

The random variance *t*‐test was applied to identify genes differentially expressed between the two classes using Biometric Research Branch (BRB) ArrayTools (National Cancer Institute, Bethesda, MD). Gene expression differences were considered statistically significant if the *p*‐value was less than 0.001. Cluster analysis was performed with Cluster and Treeview. Kaplan–Meier plots and log‐rank test were used to estimate patient prognoses.

### Data availability

The genomic data are available from the NCBI Gene Expression Omnibus (GEO) under accession numbers (GSE13861^6^, GSE26899, GSE29272^37^, GSE62254^38^, and GSE78050). Extra data are available from the corresponding author on request

## Electronic supplementary material

Supplementary Information

Peer Review File

## References

[1] Hartgrink HH, Jansen EP, van Grieken NC, van de Velde CJ (2009). Gastric cancer. Lancet.

[2] Hundahl SA, Phillips JL, Menck HR (2000). The National Cancer Data Base Report on poor survival of U.S. gastric carcinoma patients treated with gastrectomy: Fifth Edition American Joint Committee on Cancer staging, proximal disease, and the “different disease” hypothesis. Cancer.

[3] Wadhwa R (2013). Gastric cancer-molecular and clinical dimensions. Nat. Rev. Clin. Oncol..

[4] Ciliberto D (2015). A systematic review and meta-analysis of randomized trials on the role of targeted therapy in the management of advanced gastric cancer: Evidence does not translate?. Cancer Biol. Ther..

[5] Wu HH, Lin WC, Tsai KW (2014). Advances in molecular biomarkers for gastric cancer: miRNAs as emerging novel cancer markers. Expert Rev. Mol. Med..

[6] Cho JY (2011). Gene expression signature-based prognostic risk score in gastric cancer. Clin. Cancer Res..

[7] Park YY (2012). FOXM1 mediates Dox resistance in breast cancer by enhancing DNA repair. Carcinogenesis.

[8] Li QL (2002). Causal relationship between the loss of RUNX3 expression and gastric cancer. Cell.

[9] Yildirim M, Kaya V, Demirpence O, Gunduz S, Bozcuk H (2015). Prognostic significance of p53 in gastric cancer: a meta- analysis. Asian Pac. J. Cancer Prev..

[10] Darnell JE (2002). Transcription factors as targets for cancer therapy. Nat. Rev. Cancer.

[11] Park YY (2012). Reconstruction of nuclear receptor network reveals that NR2E3 is a novel upstream regulator of ESR1 in breast cancer. EMBO Mol. Med..

[12] Zhao Y, Simon R (2008). BRB-ArrayTools Data Archive for human cancer gene expression: a unique and efficient data sharing resource. Cancer Inform..

[13] Misra J, Kim DK, Choi HS (2017). ERRgamma: a junior orphan with a senior role in metabolism. Trends Endocrinol. Metab..

[14] Giguere V (2002). To ERR in the estrogen pathway. Trends Endocrinol. Metab..

[15] Oshima H (2011). Prostaglandin E(2) signaling and bacterial infection recruit tumor-promoting macrophages to mouse gastric tumors. Gastroenterology.

[16] Anastas JN, Moon RT (2013). WNT signalling pathways as therapeutic targets in cancer. Nat. Rev. Cancer.

[17] Klaus A, Birchmeier W (2008). Wnt signalling and its impact on development and cancer. Nat. Rev. Cancer.

[18] Schmidt-Ott KM (2007). beta-catenin/TCF/Lef controls a differentiation-associated transcriptional program in renal epithelial progenitors. Development.

[19] Pack CG (2014). Quantitative live-cell imaging reveals spatio-temporal dynamics and cytoplasmic assembly of the 26S proteasome. Nat. Commun..

[20] Pack CG, Ahn SG (2015). Heat shock-induced interactions among nuclear HSFs detected by fluorescence cross-correlation spectroscopy. Biochem. Biophys. Res. Commun..

[21] Bookout, A. L. et al*.* Anatomical profiling of nuclear receptor expression reveals a hierarchical transcriptional network. *Cell***126**, 789–799 (2006).10.1016/j.cell.2006.06.049PMC621184916923397

[22] Wu C (2009). BioGPS: an extensible and customizable portal for querying and organizing gene annotation resources. Genome Biol..

[23] Madhavan S, Gusev Y, Singh S, Riggins RB (2015). ERRgamma target genes are poor prognostic factors in Tamoxifen-treated breast cancer. J. Exp. Clin. Cancer Res..

[24] Yamamoto T (2012). Estrogen-related receptor-gamma regulates estrogen receptor-alpha responsiveness in uterine endometrial cancer. Int. J. Gynecol. Cancer.

[25] Yu S, Wang X, Ng CF, Chen S, Chan FL (2007). ERRgamma suppresses cell proliferation and tumor growth of androgen-sensitive and androgen-insensitive prostate cancer cells and its implication as a therapeutic target for prostate cancer. Cancer Res..

[26] Kim JH (2016). Estrogen-related receptor gamma is upregulated in liver cancer and its inhibition suppresses liver cancer cell proliferation via induction of p21 and p27. Exp. Mol. Med..

[27] Kim JY (2004). Orphan nuclear receptor small heterodimer partner, a novel corepressor for a basic helix-loop-helix transcription factor BETA2/neuroD. Mol. Endocrinol..

[28] Eastman Q, Grosschedl R (1999). Regulation of LEF-1/TCF transcription factors by Wnt and other signals. Curr. Opin. Cell Biol..

[29] Ondrey F (2009). Peroxisome proliferator-activated receptor gamma pathway targeting in carcinogenesis: implications for chemoprevention. Clin. Cancer Res..

[30] Yu DD, Forman BM (2005). Identification of an agonist ligand for estrogen-related receptors ERRbeta/gamma. Bioorg. Med. Chem. Lett..

[31] Luo Y (2014). Estrogen-related receptor gamma serves a role in blood pressure homeostasis during pregnancy. Mol. Endocrinol..

[32] Kumar P, Mendelson CR (2011). Estrogen-related receptor gamma (ERRgamma) mediates oxygen-dependent induction of aromatase (CYP19) gene expression during human trophoblast differentiation. Mol. Endocrinol..

[33] Sabatino L (2014). Emerging role of the beta-catenin-PPARgamma axis in the pathogenesis of colorectal cancer. World J. Gastroenterol..

[34] Li Y, Liang J, Hou P (2015). Hypermethylation in gastric cancer. Clin. Chim. Acta.

[35] Tan P, Yeoh KG (2015). Genetics and molecular pathogenesis of gastric adenocarcinoma. Gastroenterology.

[36] Cancer Genome Atlas Research N (2014). Comprehensive molecular characterization of gastric adenocarcinoma. Nature.

[37] Wang G (2013). Comparison of global gene expression of gastric cardia and noncardia cancers from a high-risk population in china. PLoS ONE.

[38] Cristescu R (2015). Molecular analysis of gastric cancer identifies subtypes associated with distinct clinical outcomes. Nat. Med..

[39] Kim DK (2014). Inverse agonist of estrogen-related receptor gamma controls Salmonella typhimurium infection by modulating host iron homeostasis. Nat. Med..

[40] Hong H, Yang L, Stallcup MR (1999). Hormone-independent transcriptional activation and coactivator binding by novel orphan nuclear receptor ERR3. J. Biol. Chem..

[41] Bartfeld S (2015). In vitro expansion of human gastric epithelial stem cells and their responses to bacterial infection. Gastroenterology.

[42] Kim HJ (2017). Dynamic and coordinated single-molecular interactions at TM4SF5-enriched microdomains guide invasive behaviors in 2- and 3-dimensional environments. FASEB J..

# Supplementary material for: Estrogen-related receptor gamma functions as a tumor suppressor in gastric cancer
**Source:** Nat Commun. 2018 May 15;9:1920. doi: 10.1038/s41467-018-04244-2

Supplementary Information for

Estrogen-related receptor gamma functions as a tumor suppressor in gastric cancer

Myoung-Hee Kang^{1,2,3}, Hyunji Choi⁴, Masanobu Oshima⁵, Jae-Ho Cheong⁶, Seokho Kim⁷, Jung Hoon Lee⁸, Young Soo Park⁹, Hueng-Sik Choi¹⁰, Mi-Na Kweon², Chan-Gi Pack^{1,2}, Ju-Seog Lee³, Gordon B. Mills³, Seung-Jae Myung^{1,2,8}, Yun-Yong Park^{1,2}

¹ASAN Institute for Life Sciences, ASAN Medical Center; ²Department of Convergence Medicine, University of Ulsan College of Medicine, Seoul, 05505, Republic of Korea; ³Department of Systems Biology, MD Anderson Cancer Center, Houston, TX, 77030, USA; ⁴Department of Biological Sciences, Dong-A University, Busan, 49315, Republic of Korea; ⁵Division of Genetics, Cancer Research Institute, Kanazawa University, Kanazawa, 920-8641, Japan; ⁶Department of Surgery, Yonsei University College of Medicine, Seoul, 03722, Republic of Korea; ⁷Anging Research Institute, Korea Research Institute of Bioscience and Biotechnology, Daejeon, 34141, Republic of Korea; ⁸Department of Gastroenterology, University of Ulsan College of Medicine, Seoul, 05505, Republic of Korea; ⁹Department of Pathology, University of Ulsan College of Medicine, Seoul, 05505, Republic of Korea; ¹⁰National Creative Research Initiatives Center for Nuclear Receptor Signals and Hormone Research Center, School of Biological Sciences and Technology, Chonnam National University, Gwangju, 61186, Republic of Korea.

Supplementary Fig. 1

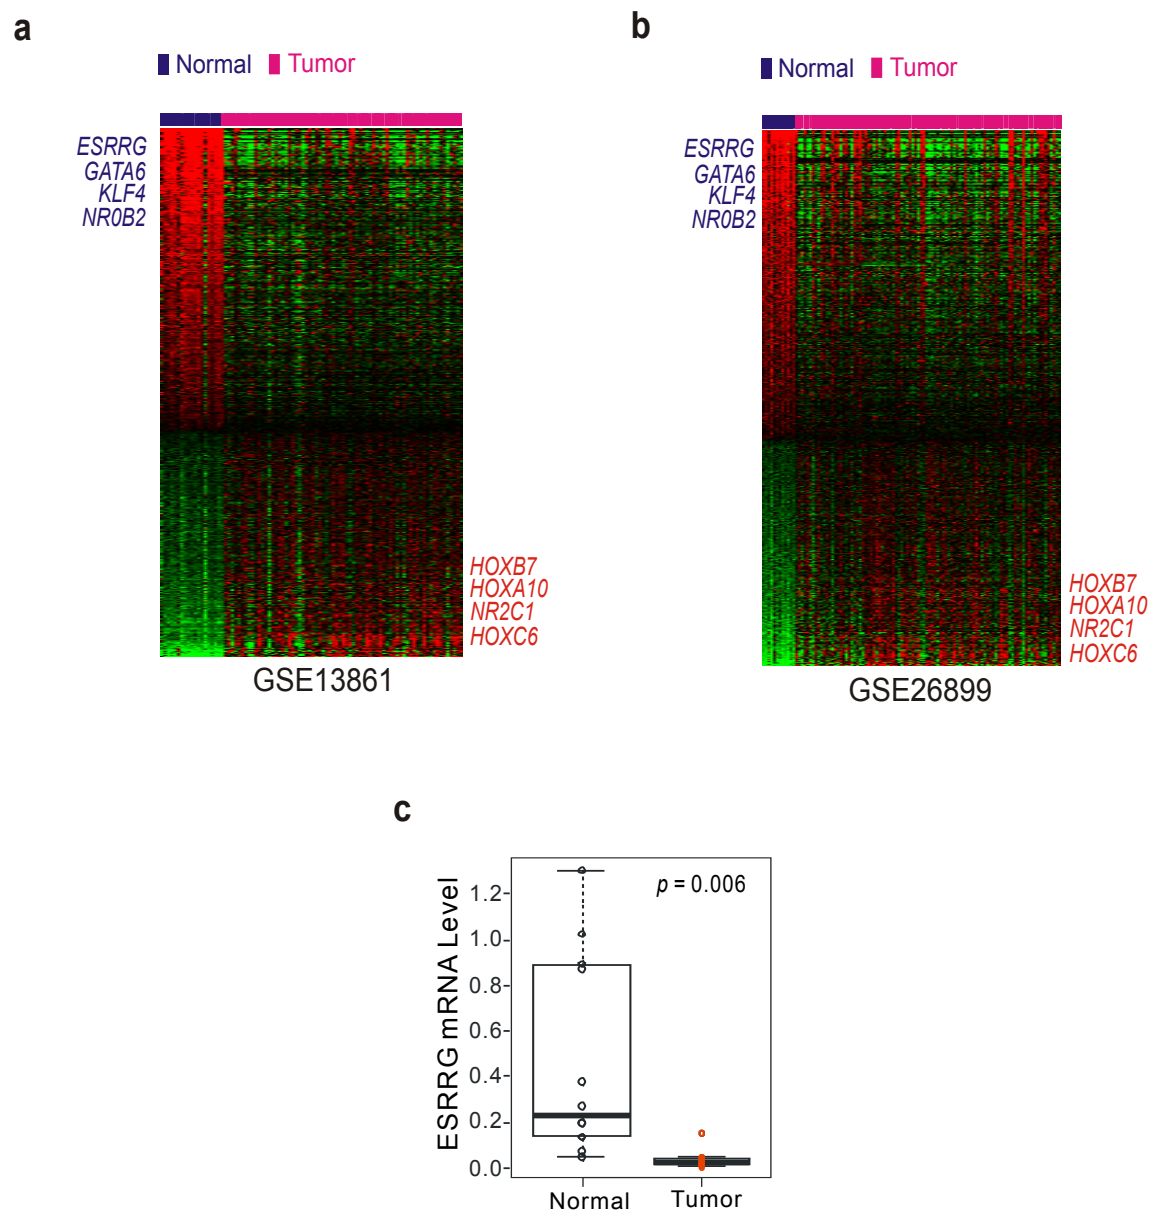

Supplementary Fig. 1 | ESRRG expression in human gastric cancer

a and b, 521 genes were visualized depending on gene expression level in indicated patients cohort. Genes involved in transcription are written in blue and red text. c, ESRRG mRNA expression in gastric cancer patients (AMC cohort). The p values were calculated by Student t -test.

Supplementary Fig. 2

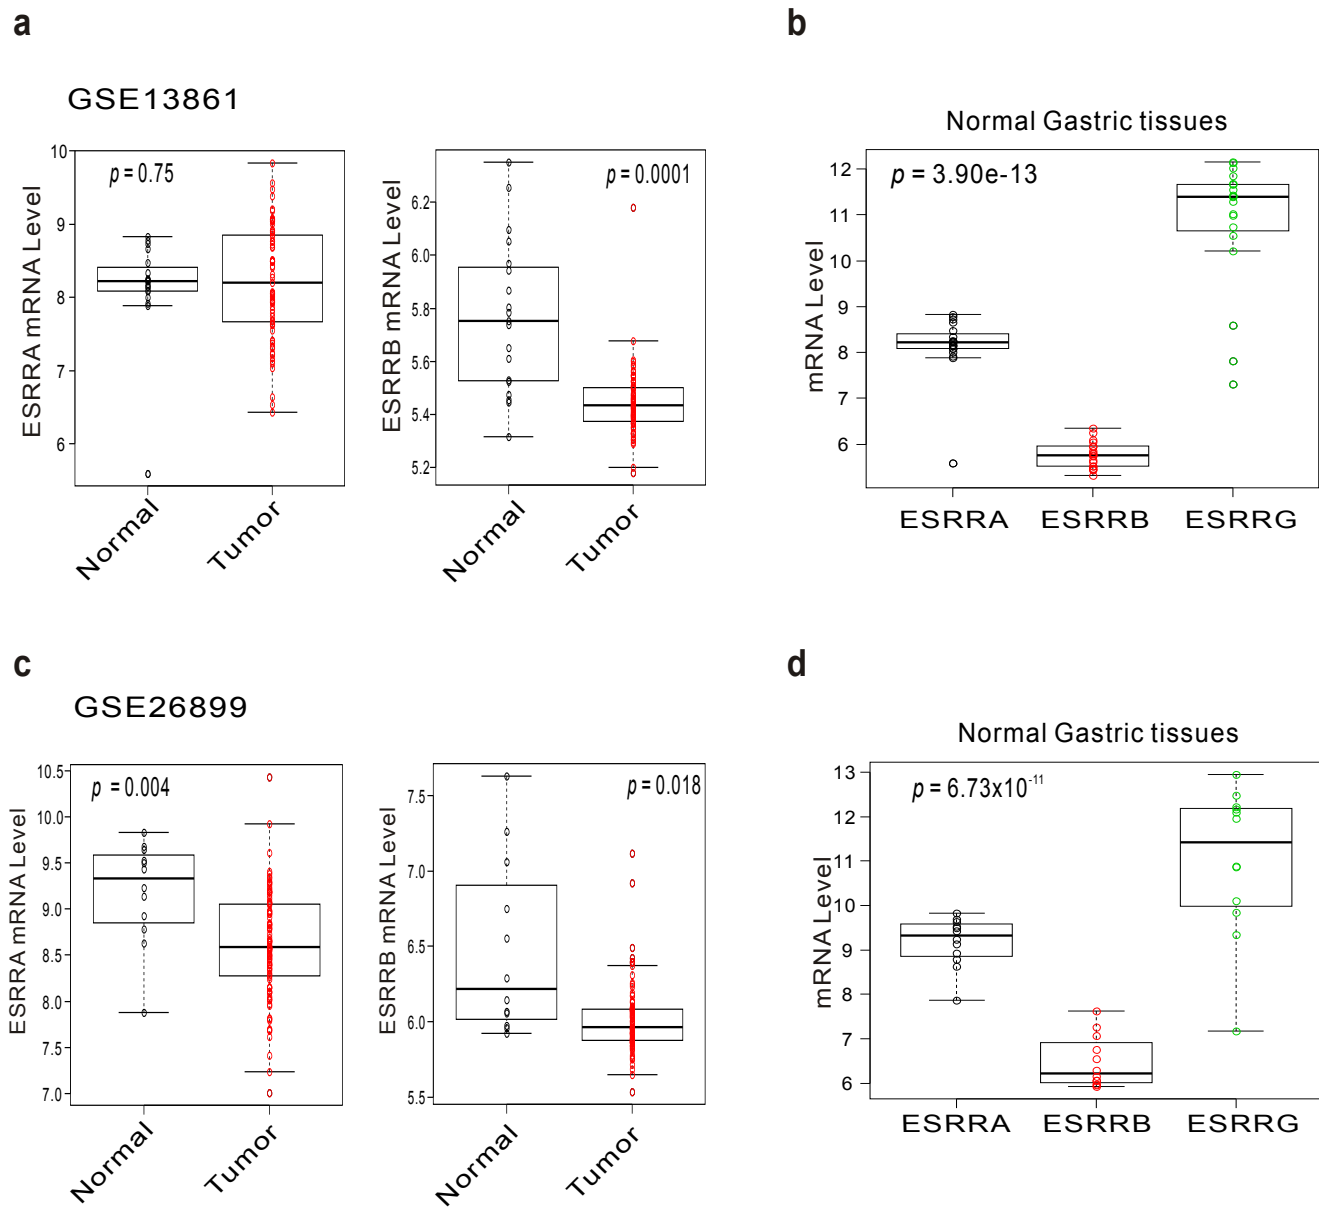

Supplementary Fig. 2 | ERRs isofom expression in human gastric cancer

a and c, ESRRA and ESRRB expression in human gastric cancer patients. The p values were calculated by Student t-test. b and d, Expression of three isoforms (ESRRA, ESRRB and ESRRG) of estrogen related receptors. The p value was calculated by ANOVA.

Supplementary Fig. 3

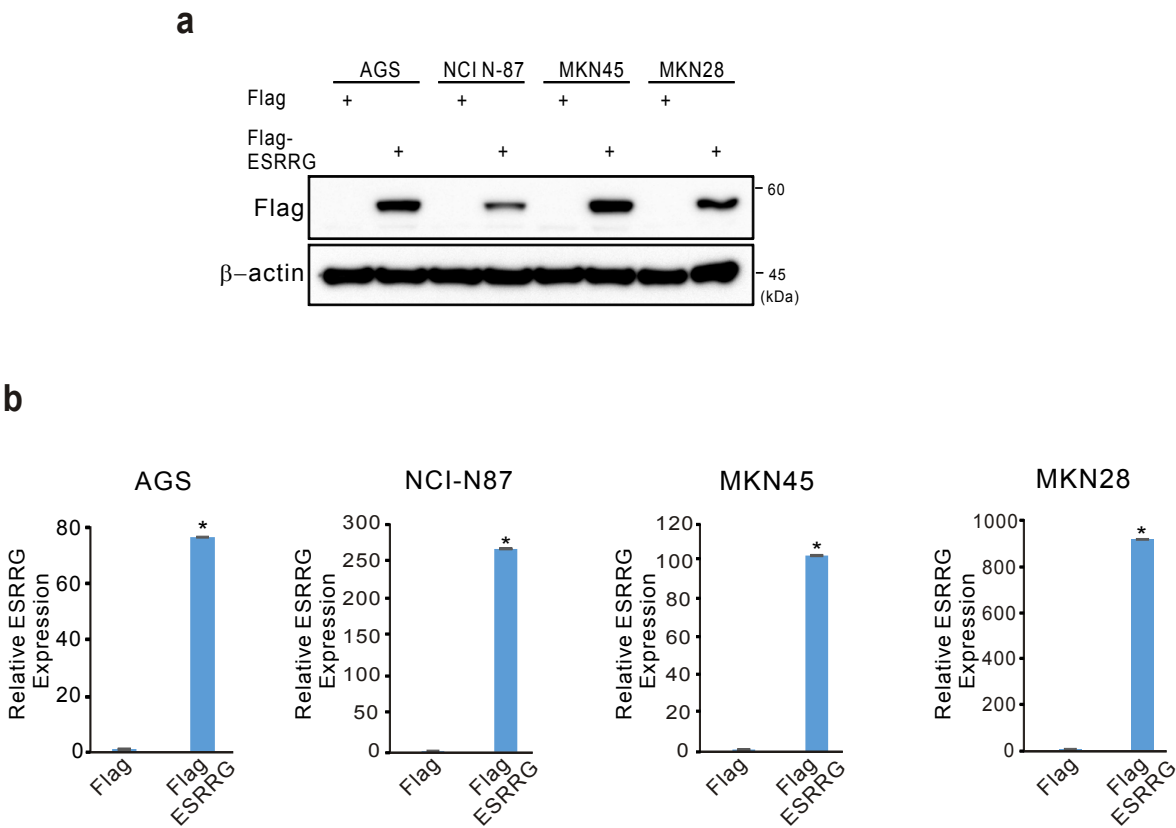

Supplementary Fig. 3 | ESRRG over-expression using lenti-virus system in gastric cancer cells

a and b, Indicated gastric can cells were stably transfected with ESRRG lenti-viral vector or control lenti-vial vector (Con). Protein lysates from infected cell lines were analyzed by western blot with indicated antibody (a).qRT-PCR using gene-specific primers as indicated (b). Student t-test (two-tailed) was applied to estimate the significance of gene expression changes: *, $p < 0.001$

Supplementary Fig. 4

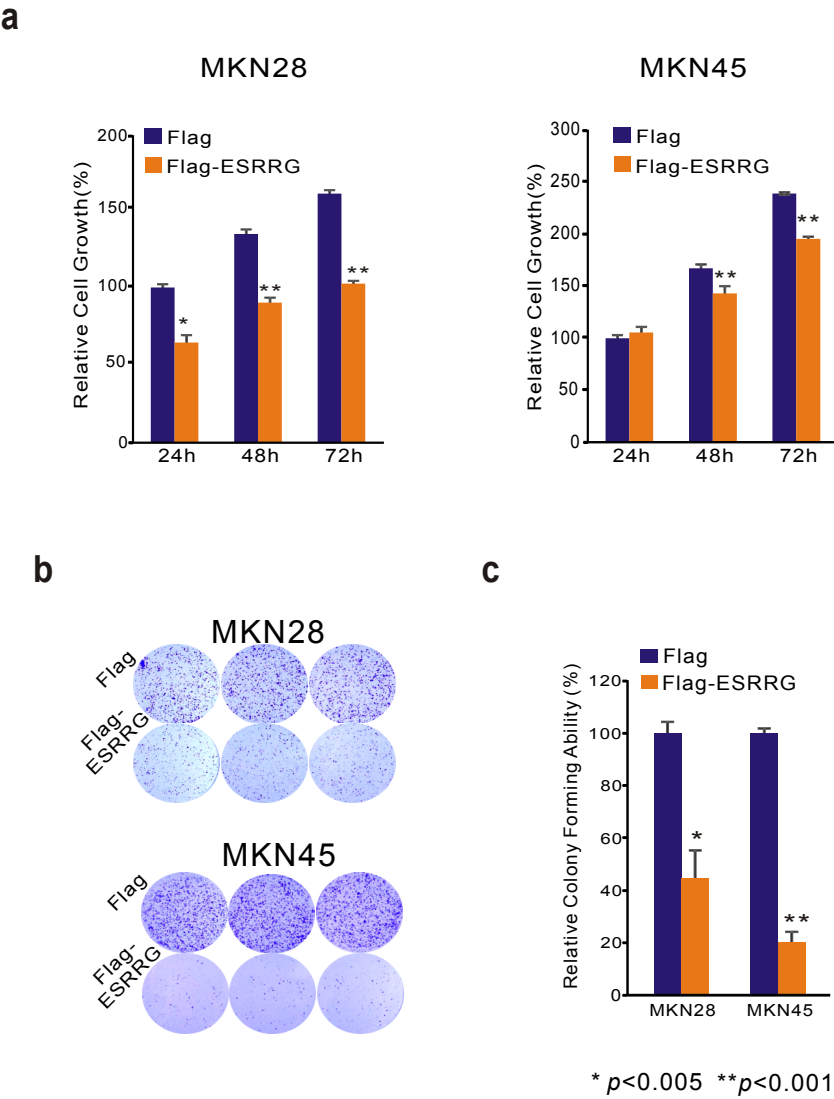

Supplementary Fig. 4 | ESRRG over-expression inhibits gastric cancer cell proliferation

a, Indicated gastric cancer cells were stably infected with ESRRG lenti-viral vector (Flag-ESRRG) or control lenti-vial vector (Flag). The cells were used for proliferation assay (CCK8) at the indicated time point. b and c, Infected cells were used for colony formation assay and quantified using image analyzer. Student t-test (two-tailed) was applied to estimate the significance of gene expression changes: *, $p < 0.005$, **, $p < 0.001$

Supplementary Fig. 5

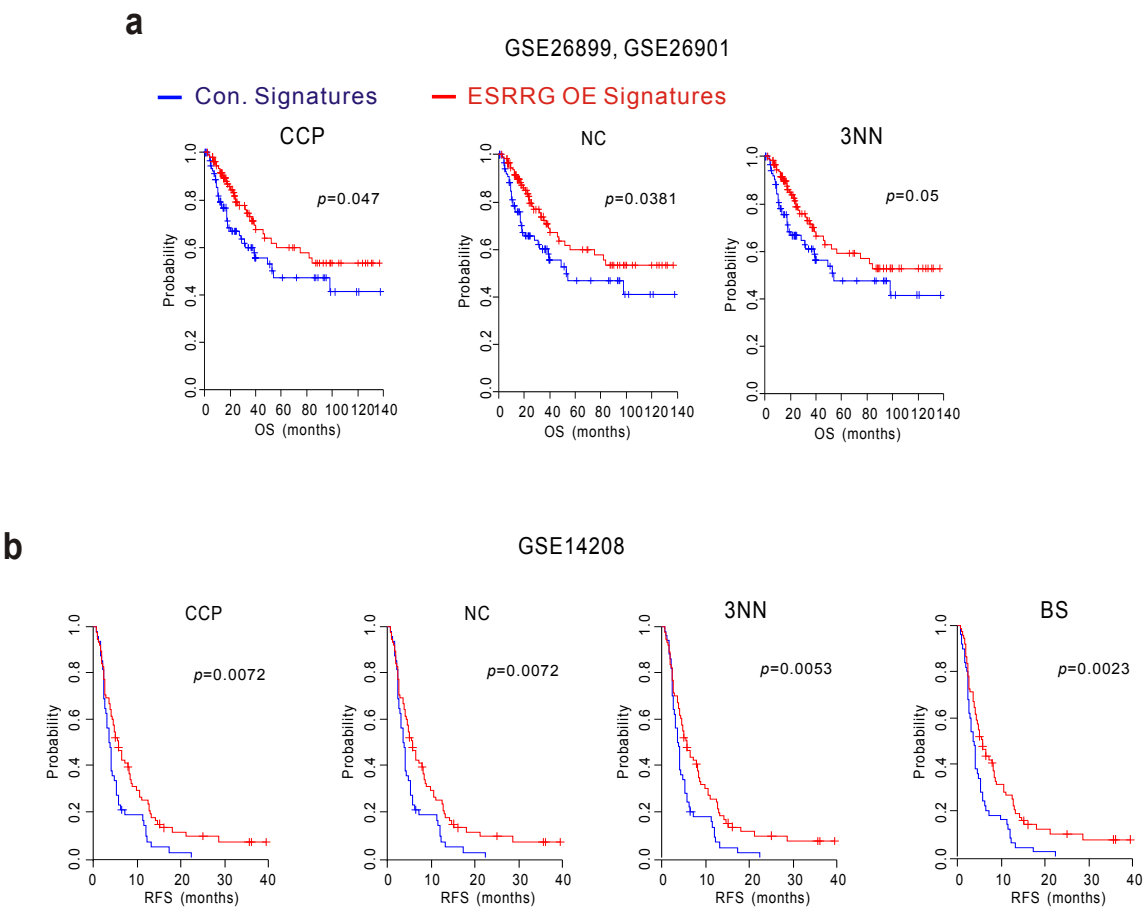

Supplementary Fig. 5| Kaplan-Meier plots of gastric cancer patients by using ESRRG gene signatures as classifier.

a-b, Kaplan-Meier plots of indicated gastric cancer patients predicted by using EERRG gene signatures from gene expression profile. The differences between groups were significant as indicated (log-rank test). Compound covariate predictor (CCP), one nearest neighbor (1NN), three nearest neighbor (3NN), nearest centroid (NC), support vector machines (SVM), linear discriminator analysis (LDA) and bayesian(BS).

Supplementary Fig. 6

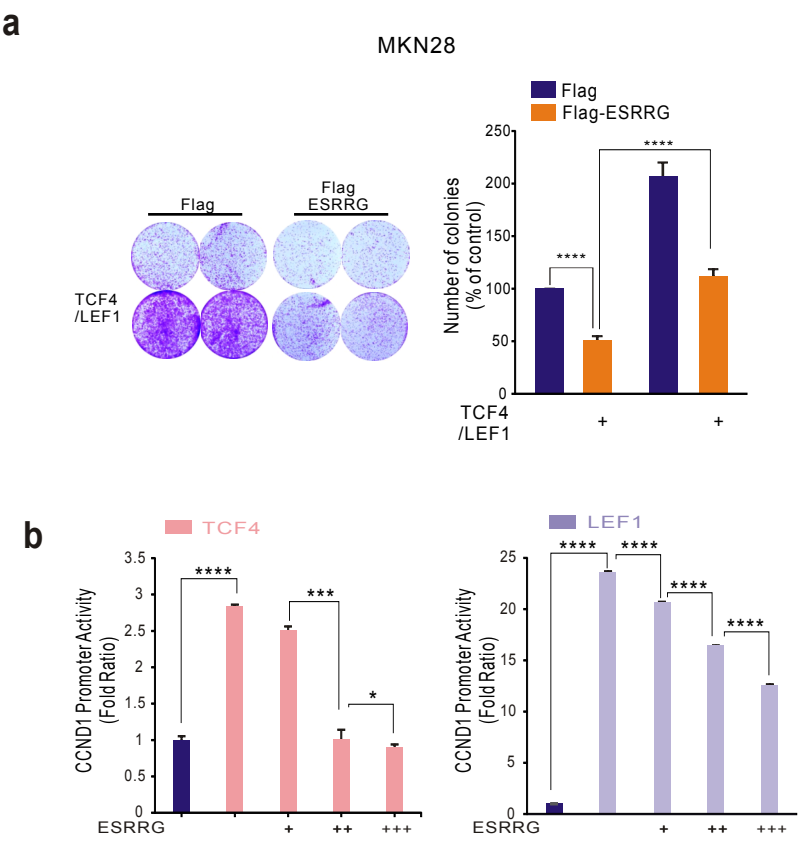

Supplementary Fig. 6 | ESRRG function on Wnt-signaling in gastric cancer cell

a, Indicated gastric cancer cells were stably infected with ESRRG lenti-viral vector (Flag-ESRRG) or control lenti-viral vector (Flag) and transfected with indicated cDNA constructs. Infected cells were used for colony formation assay and quantified using image analyzer. b, MKN28 cells were also used reporter assay with CCND1 promoter and ESRRG cDNA. Student t-test (two-tailed) was applied to estimate the significance of gene expression changes: *, $p < 0.05$; **, $p < 0.01$; ***, $p < 0.005$; ****, $p < 0.001$

Supplementary Fig. 7

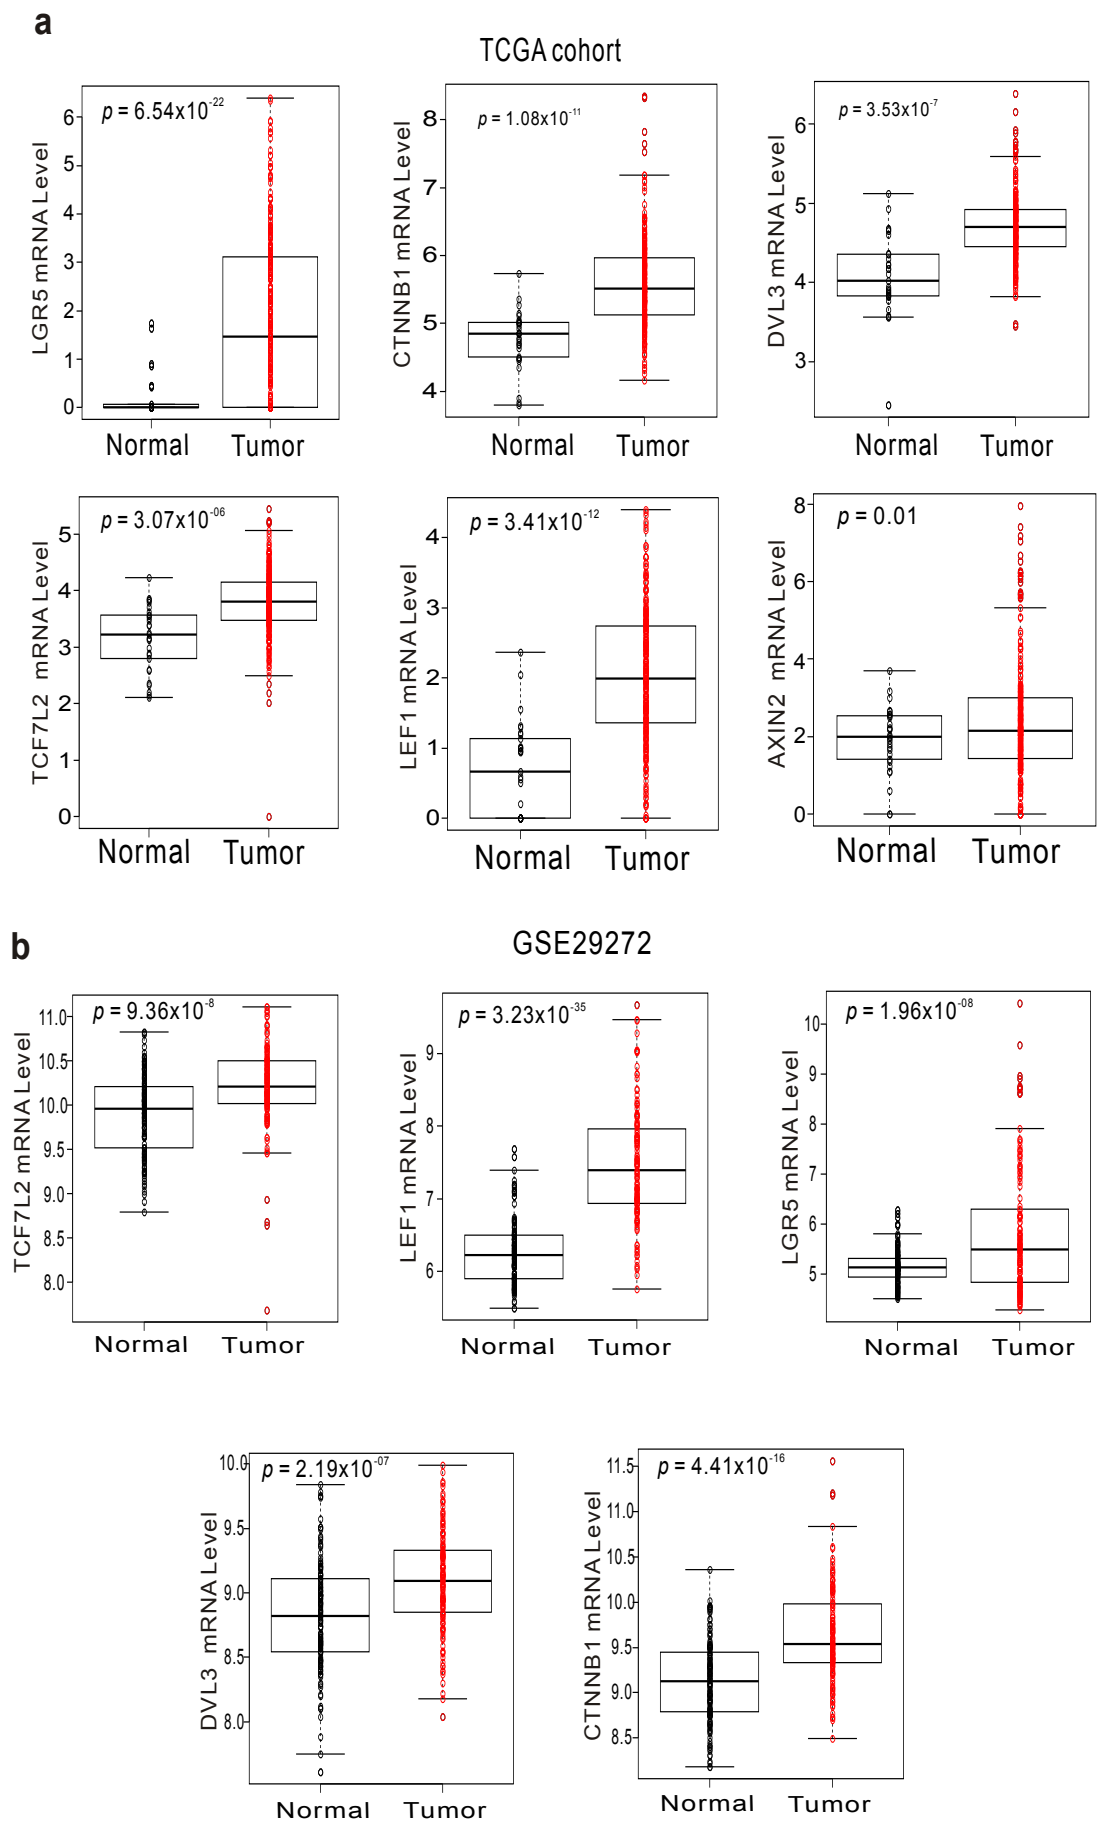

Supplementary Fig. 7 | Wnt-t target genes in human gastric cancer

a and b, Wnt-signaling associated genes expression in human gastric cancer patients (TCGA and GSE29272). The p values were calculated by Student t-test.

Supplementary Fig. 8

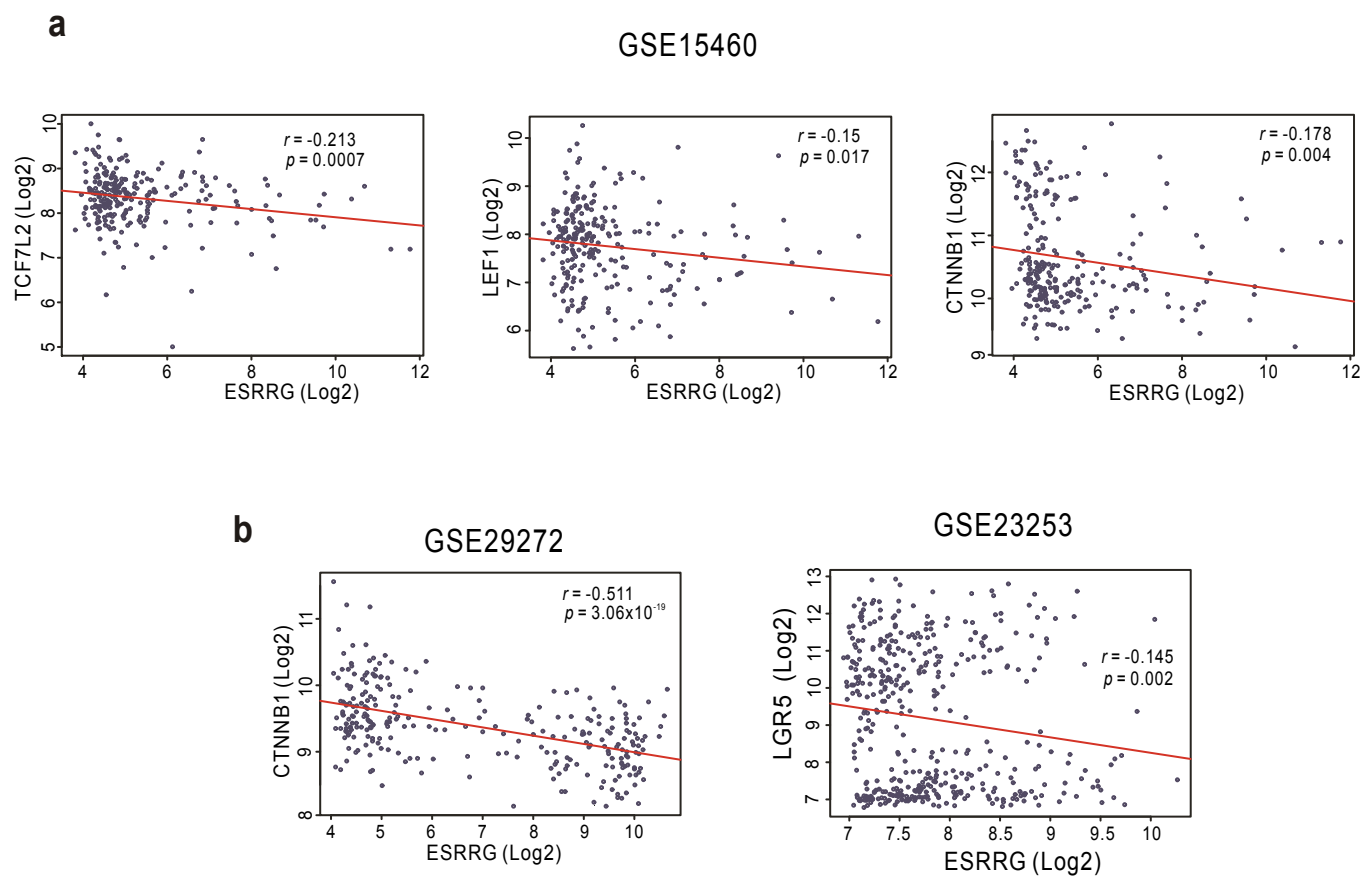

Supplementary Fig. 8 | ESRRG and Wnt-target genes correlation in gastric cancer patients

a and b, Correlation of ESRRG and Wnt-target genes expression in gastric cancer patient cohort. Scatter plots between ESRRG and Wnt-target genes in GSE154601, GSE29272 and GSE26253 based on Pearson's correlation coefficient value

Supplementary Fig. 9

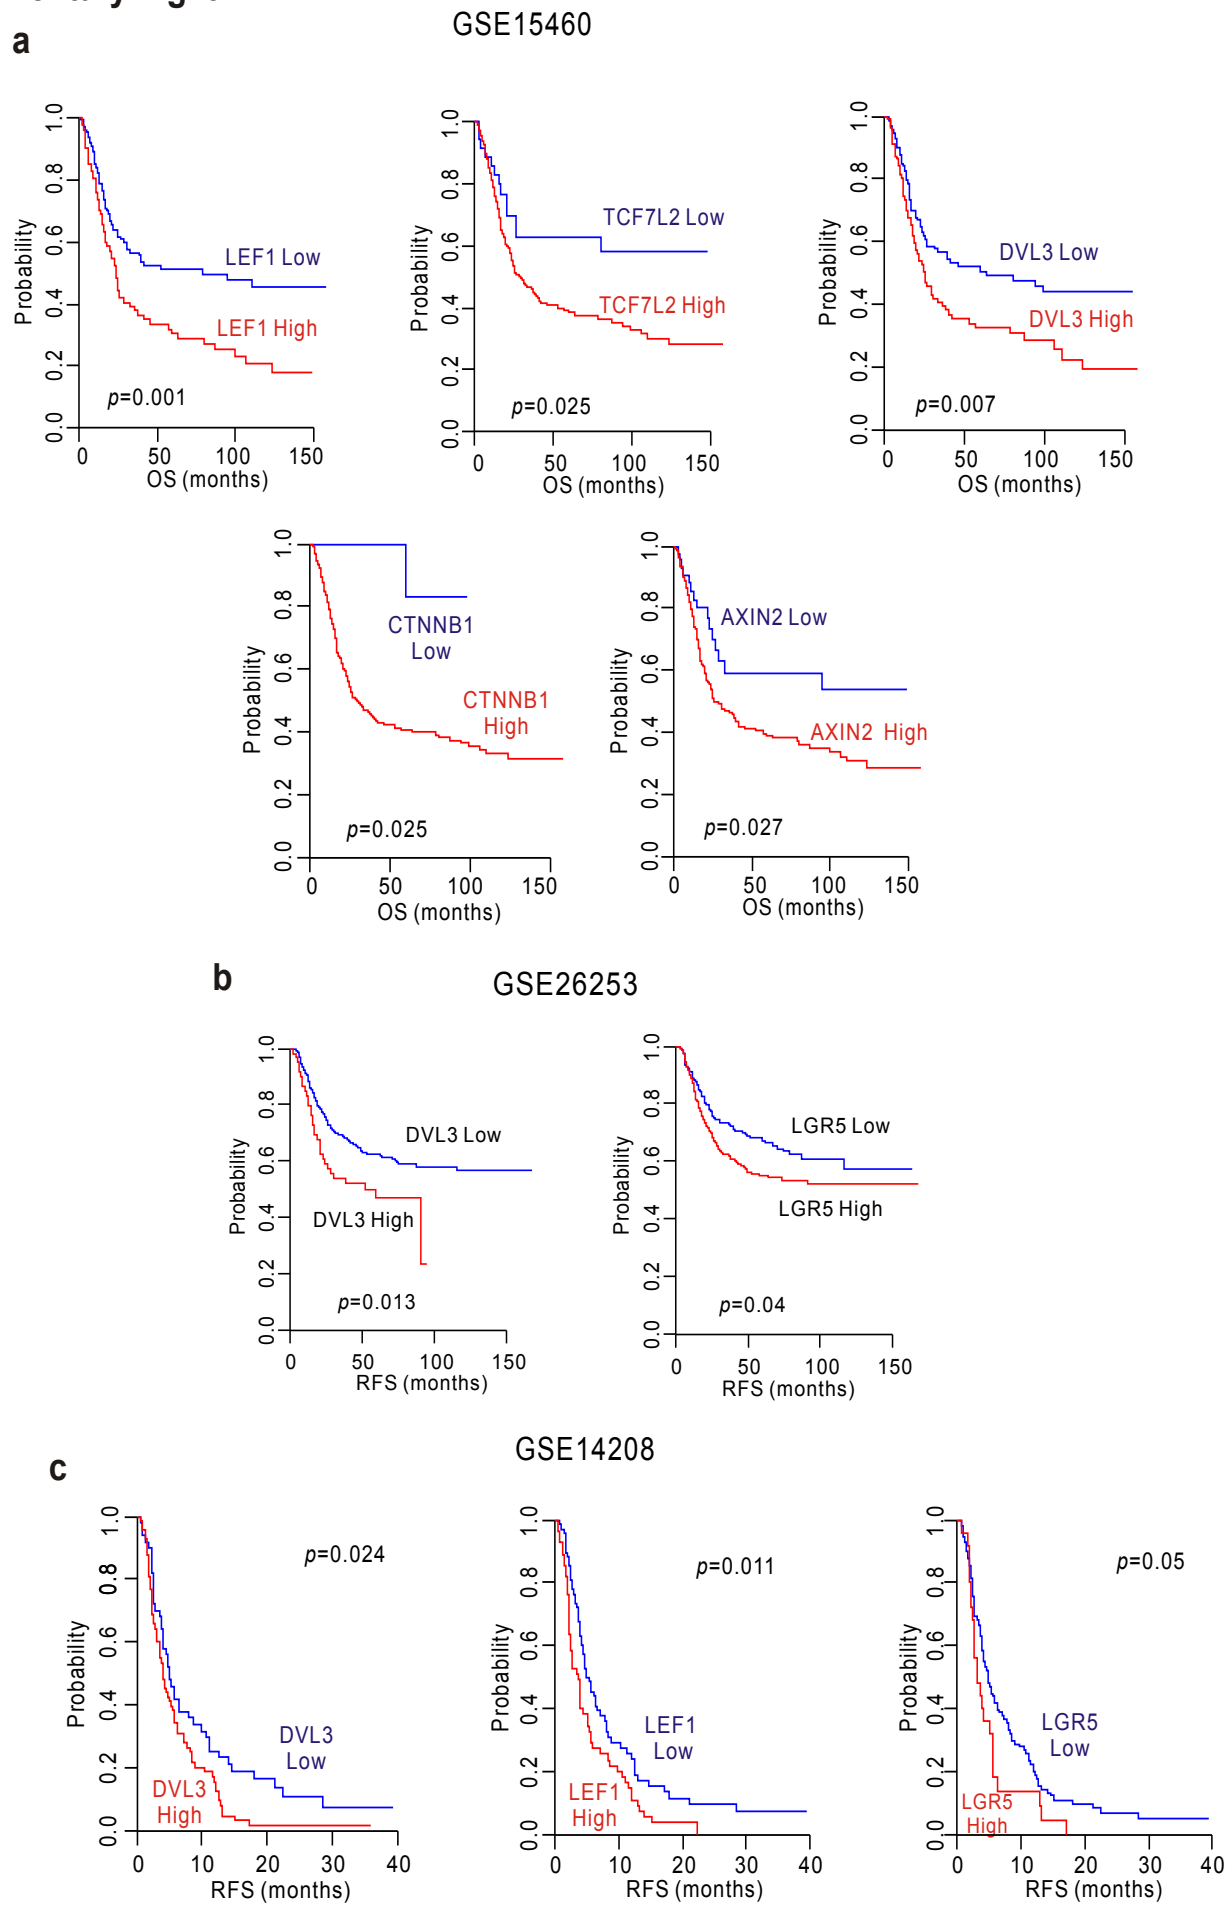

Supplementary Fig. 9 | Kaplan-Meier plots of Wnt-target genes in gastric cancer

a-c, Kaplan-Meier plots of indicated gastric cancer patients from indicated gene expression profile (GSE15460, GSE26253, GSE14208). When patients were classified according to the expression level of indicated Wnt-target genes, the OS or RFS of patients with higher expression of indicated genes were significantly worse than those of patients with lower expression of indicated genes. Kaplan-Meier plots and the log-rank test were used to estimate patient prognosis.

Supplementary Fig. 10

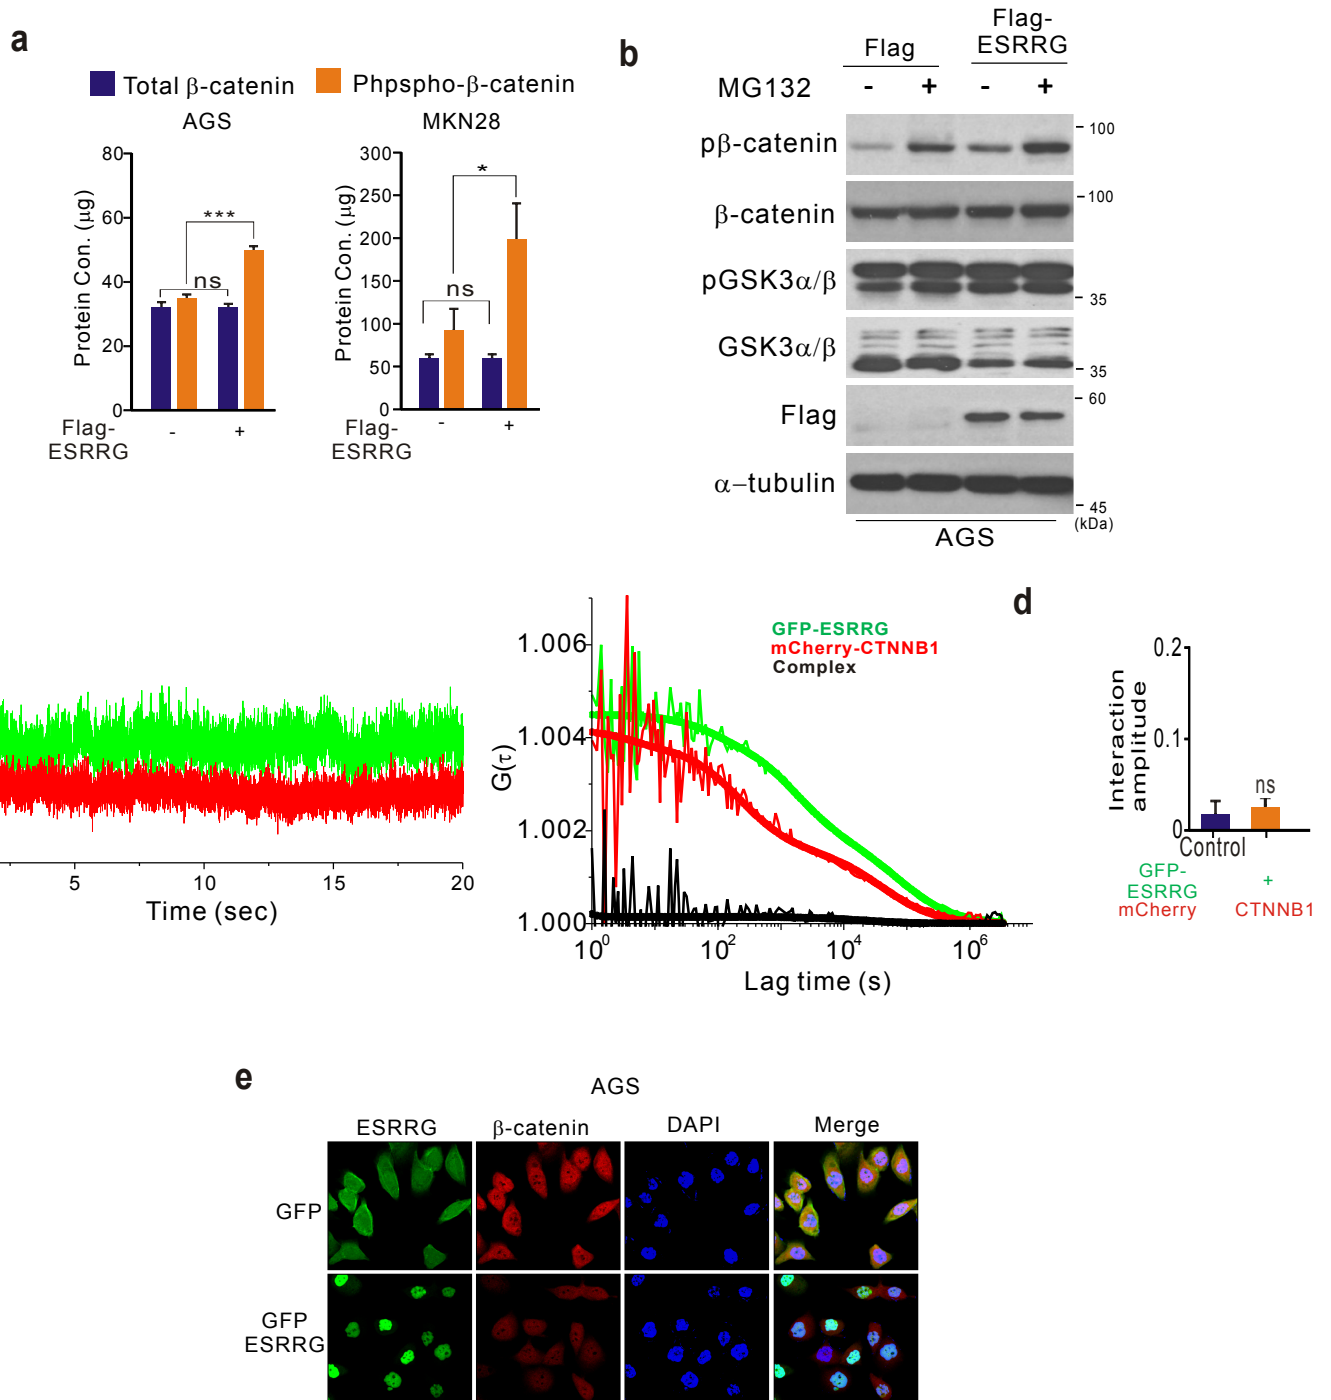

Supplementary Fig. 10 | ESRRG function on Wnt-signaling in gastric cancer cell

a and b, Indicated gastric cancer cells were stably infected with ESRRG lenti-viral vector (Flag-ESRRG) or control lenti-viral vector (Flag) and the cells were used for ELISA analyzed or western blot. c, changes over time of the average fluorescence intensities (count per second; c.p.s in kHz) of GFP-ESRRG and mCherry-CTNNB1, and the corresponding correlation functions, are shown. Changes over time of the average fluorescence intensity and the corresponding correlation functions obtained in cells co-expressing monomer GFP and mCherry are also shown. d, summary of protein interaction amplitudes. The interaction amplitude represents the mean value of the relative cross-correlation amplitude. e, infected cells were used for cellular imaging using confocal microscope. Student t-test (two-tailed) was applied to estimate the significance of gene expression changes: *, $p < 0.05$; **, $p < 0.01$; ***, $p < 0.005$

Supplementary Fig. 11

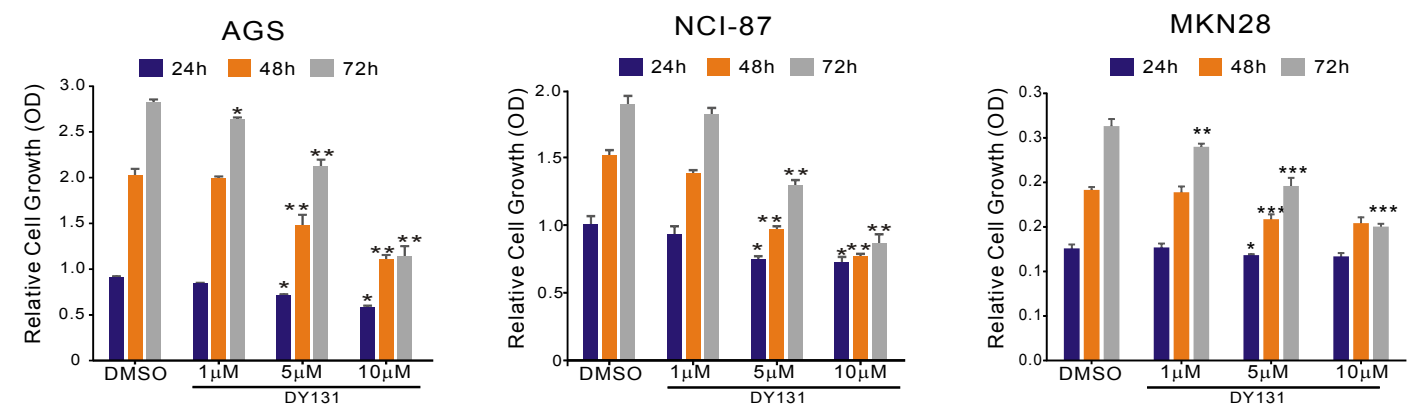

Supplementary Fig. 11 | Cell proliferation by ESRRG agonist DY131 in gastric cancer cells

DY131 was treated to indicated gastric can cells and CCK8 was done at the indicated time. Student t-test (two-tailed) was applied to estimate the significance of gene expression changes: *, $p < 0.005$, **, $p < 0.001$

Supplementary Fig. 12

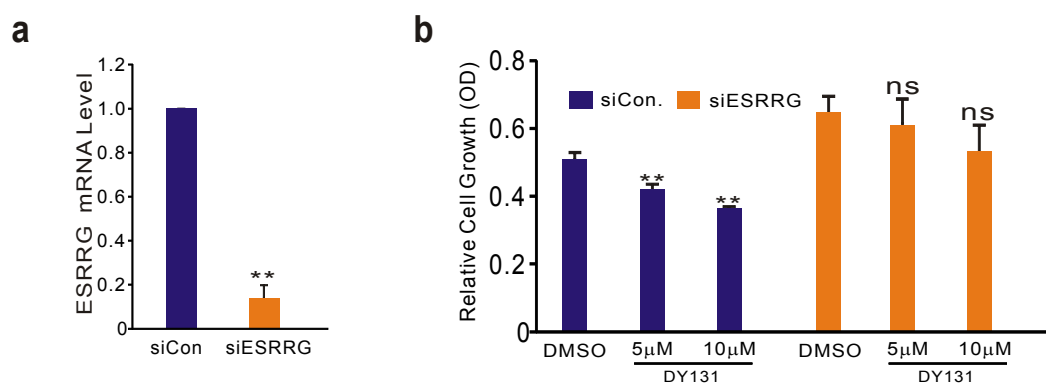

Supplementary Fig. 12 | Dy131 is ESRRG specific agoist.

a, siESRRG (or siCon) was treated to SNU638 cells and cell lysates was used for qRT-PCR to examine the ESRRG expression. b, after siESRRG (or siCon.) was treated to the cells, DY131 was treated to the cells for 48 hrs and CCK8 was done. Student t-test (two-tailed) was applied to estimate the significance of gene expression changes: *, $p < 0.005$, **, $p < 0.001$

Supplementary Fig. 13

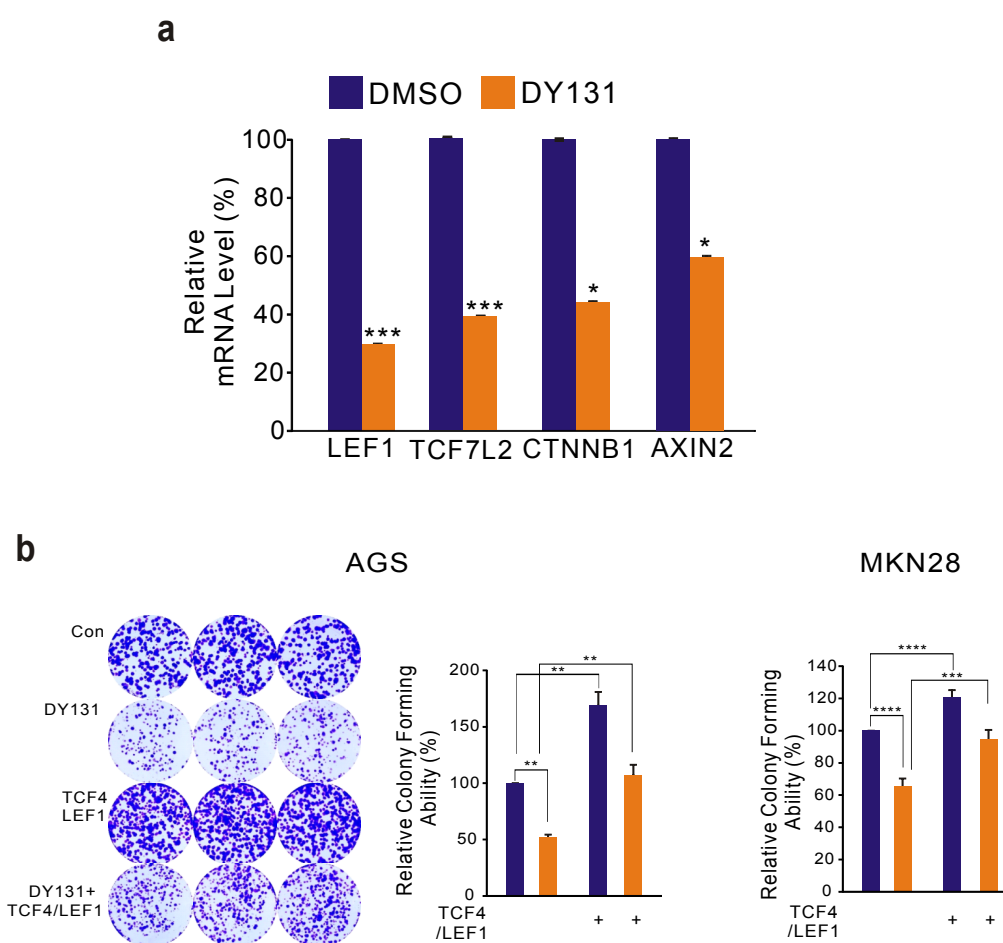

Supplementary Fig. 13 | Gene expression alteration by DY131 in gastric cancer cells

a, DY131 (5 μ M) was treated to MKN28 gastric cancer cells for 72 hrs and the cell lysates was used for qRT-PCR using gene-specific primers as indicated.
b, DY131 was treated to AGS and MKN28 cell and indicated plasmid was transfected with GC cells for 48 hrs. After 10 days, colony forming assay was done and quantified with Image J. Student t-test (two-tailed) was applied to estimate the significance of gene expression changes: *, $p < 0.05$; **, $p < 0.01$; ***, $p < 0.005$

Supplementary Fig. 14

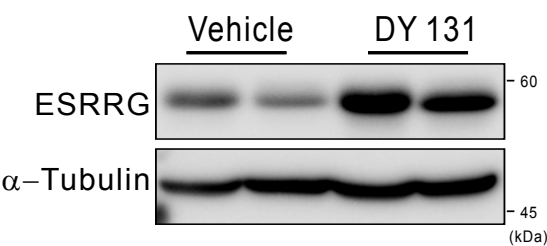

Supplementary Fig. 14 | ESRRG expression by DY131 in xenograft model.

DY131 was injected to gastric cancer xenograft model and tissues were collected for western blot analysis with indicated antibody.

Supplementary Fig. 15

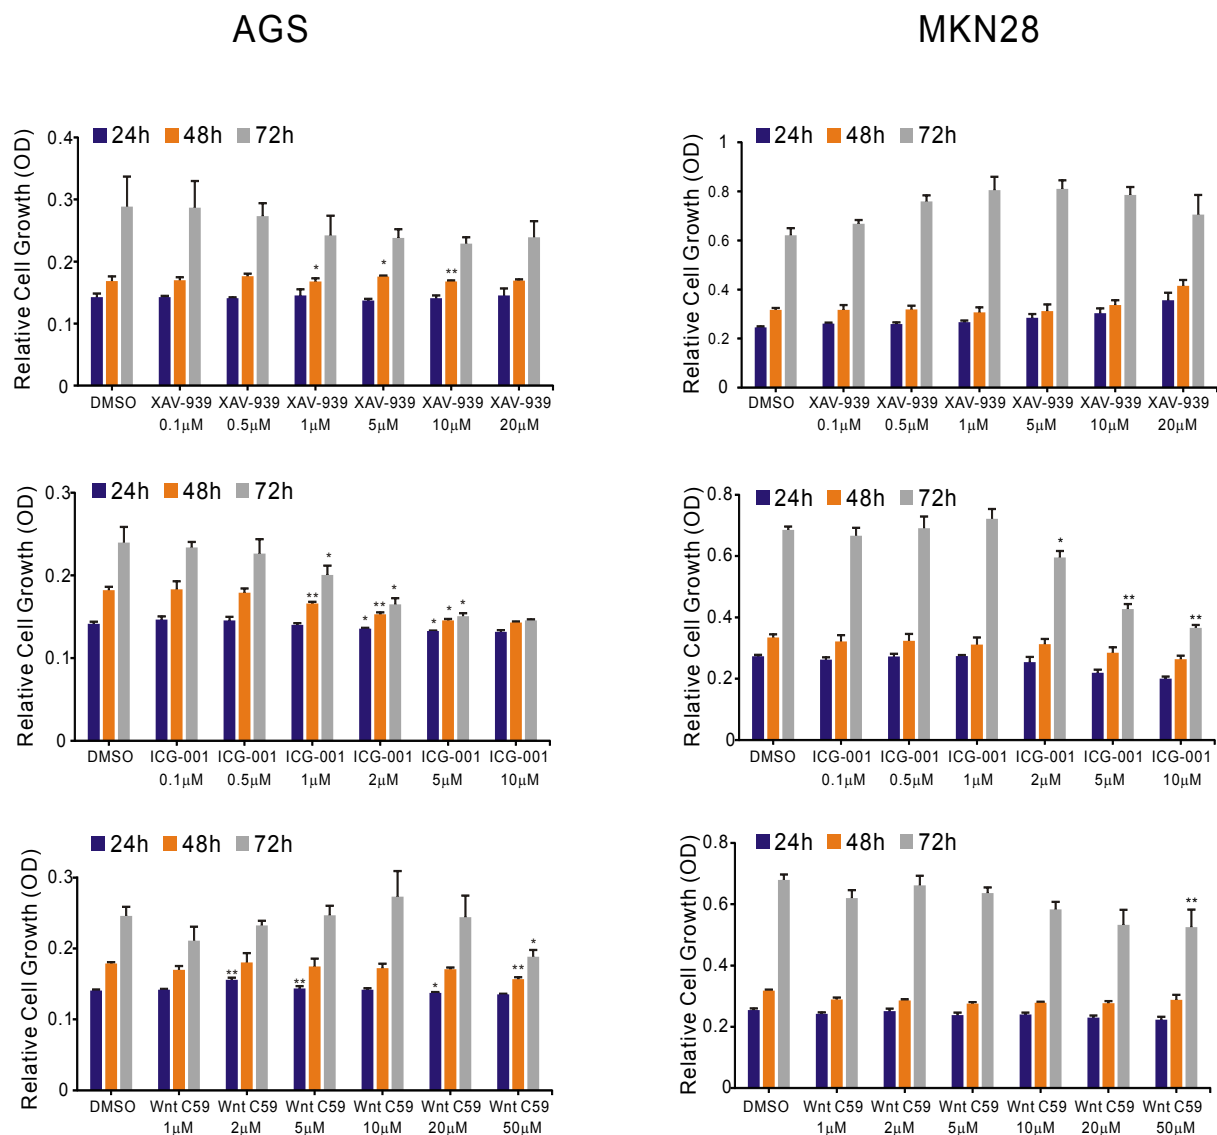

Supplementary Fig. 15 | Cell proliferation by WNT antagonist in gastric cancer cells

Indicated WNT-antagonist was treated to indicated gastric can cells and CCK8 was done at the indicated time. Student t-test (two-tailed) was applied to estimate the significance of gene expression changes: *, $p < 0.005$, **, $p < 0.001$

Supplementary Fig. 16a. The original full scan of immunoblot utilized in Figure 1d

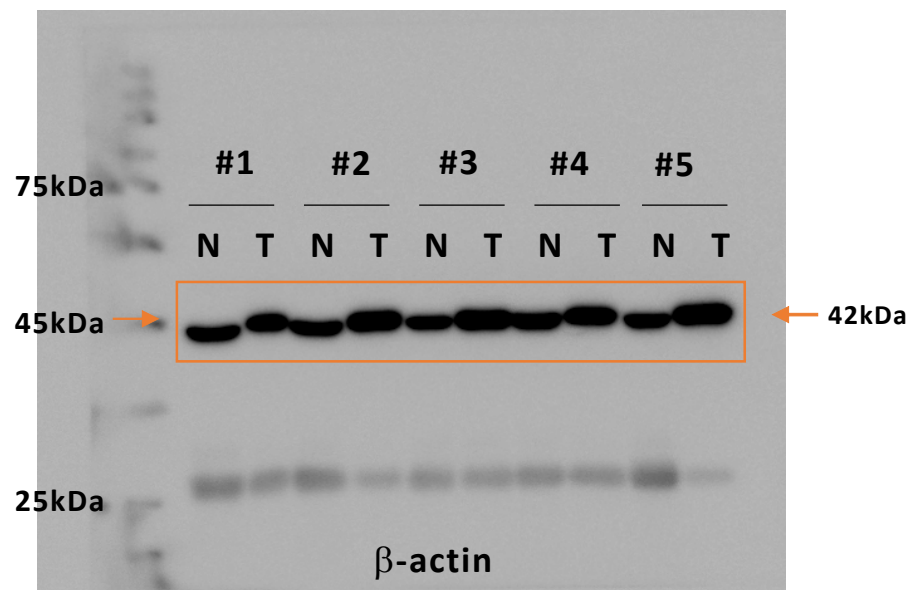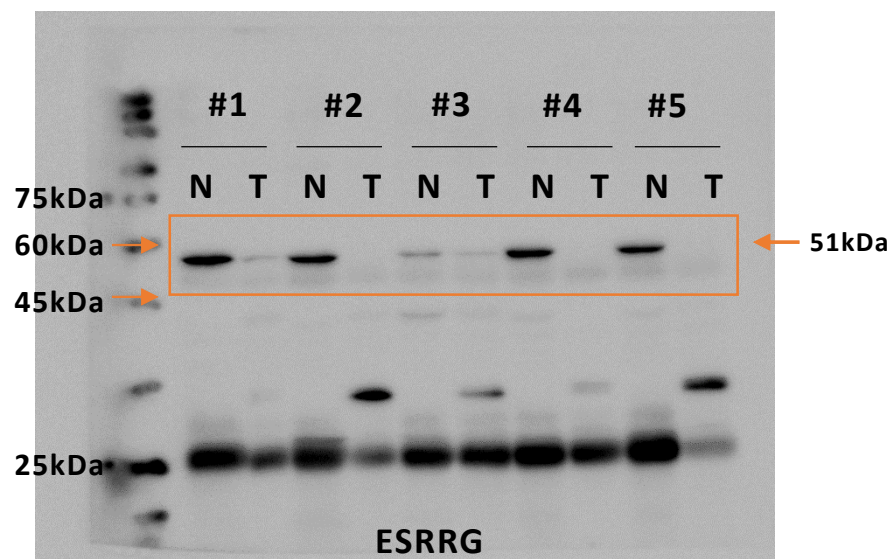

Supplementary Fig. 16b. The original full scan of immunoblot utilized in Figure 2e

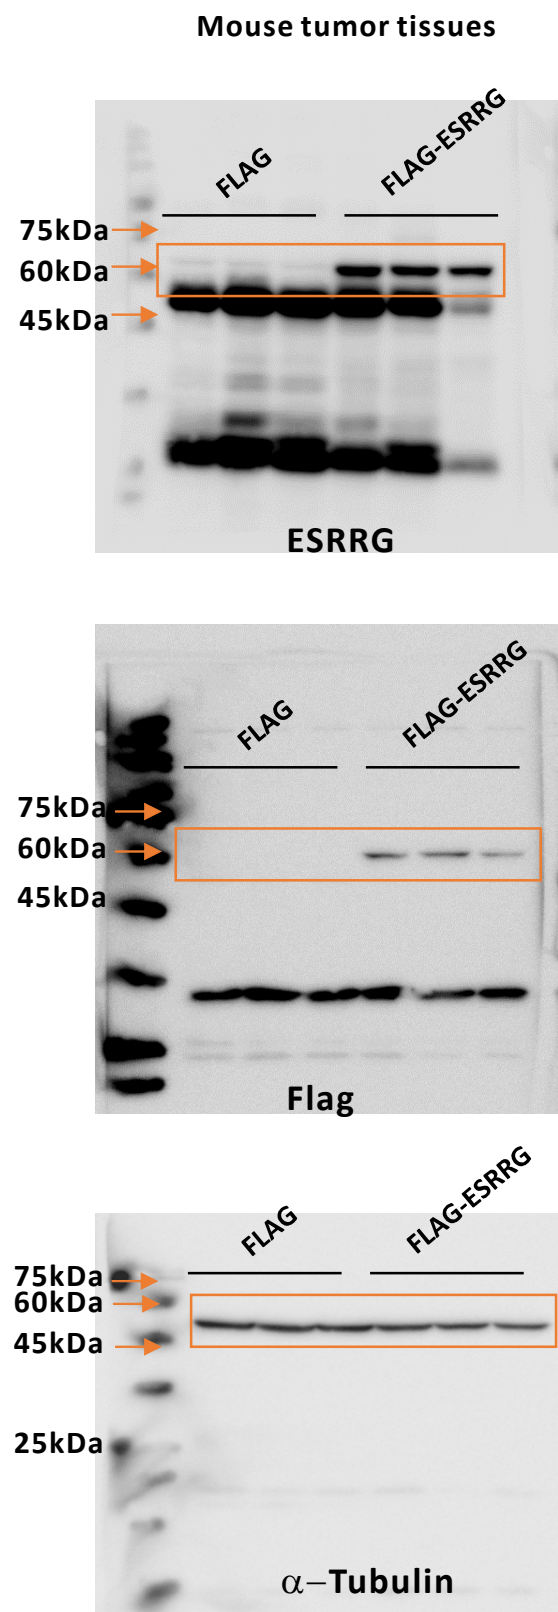

Supplementary Fig. 16c. The original full scan of immunoblot utilized in Figure 5a

AGS

MKN28

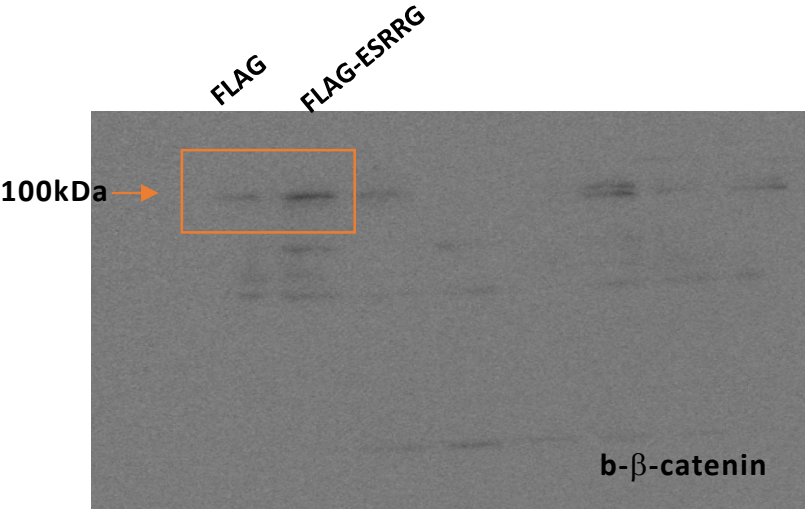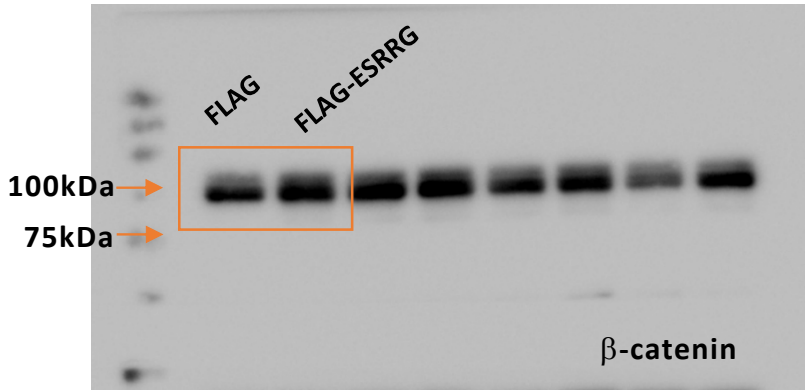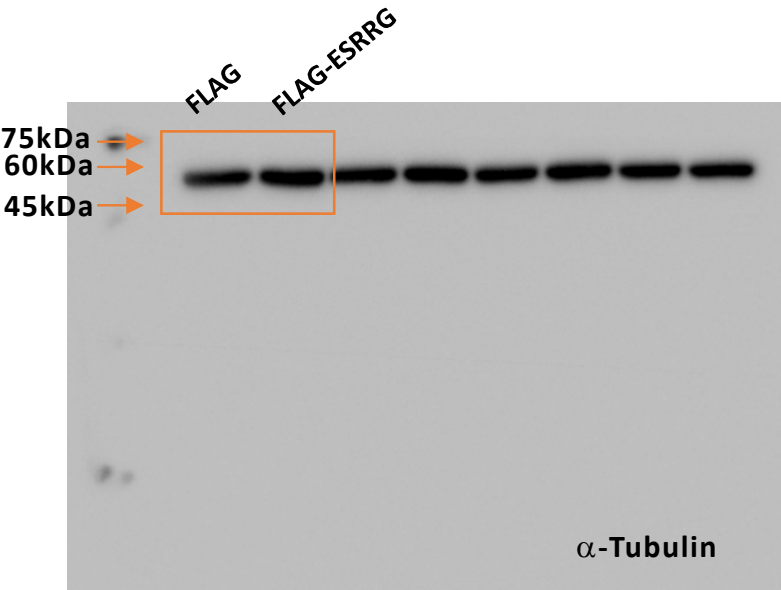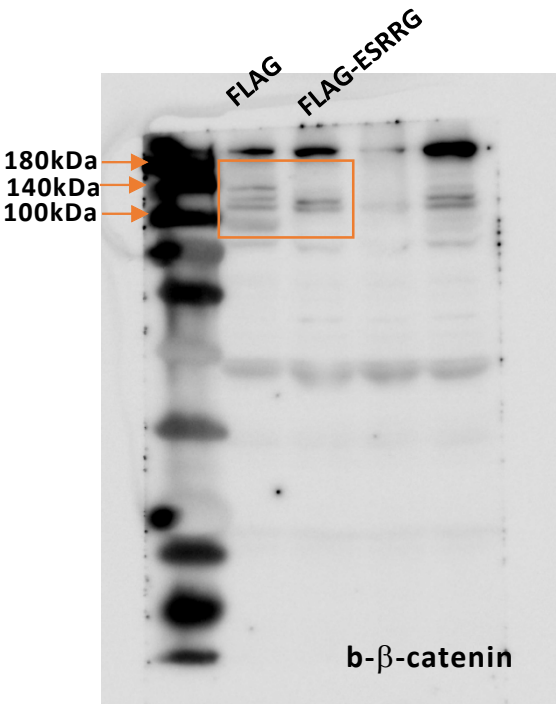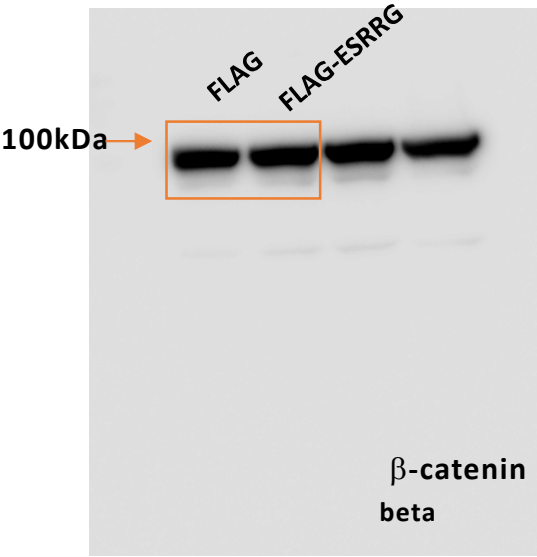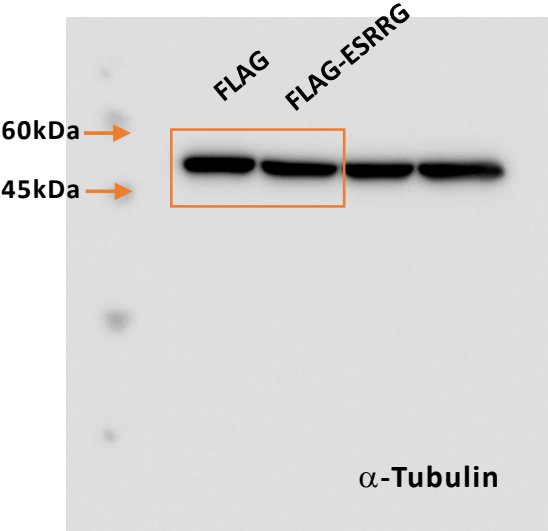

Supplementary Fig. 16d. The original full scan of immunoblot utilized in Figure 5b

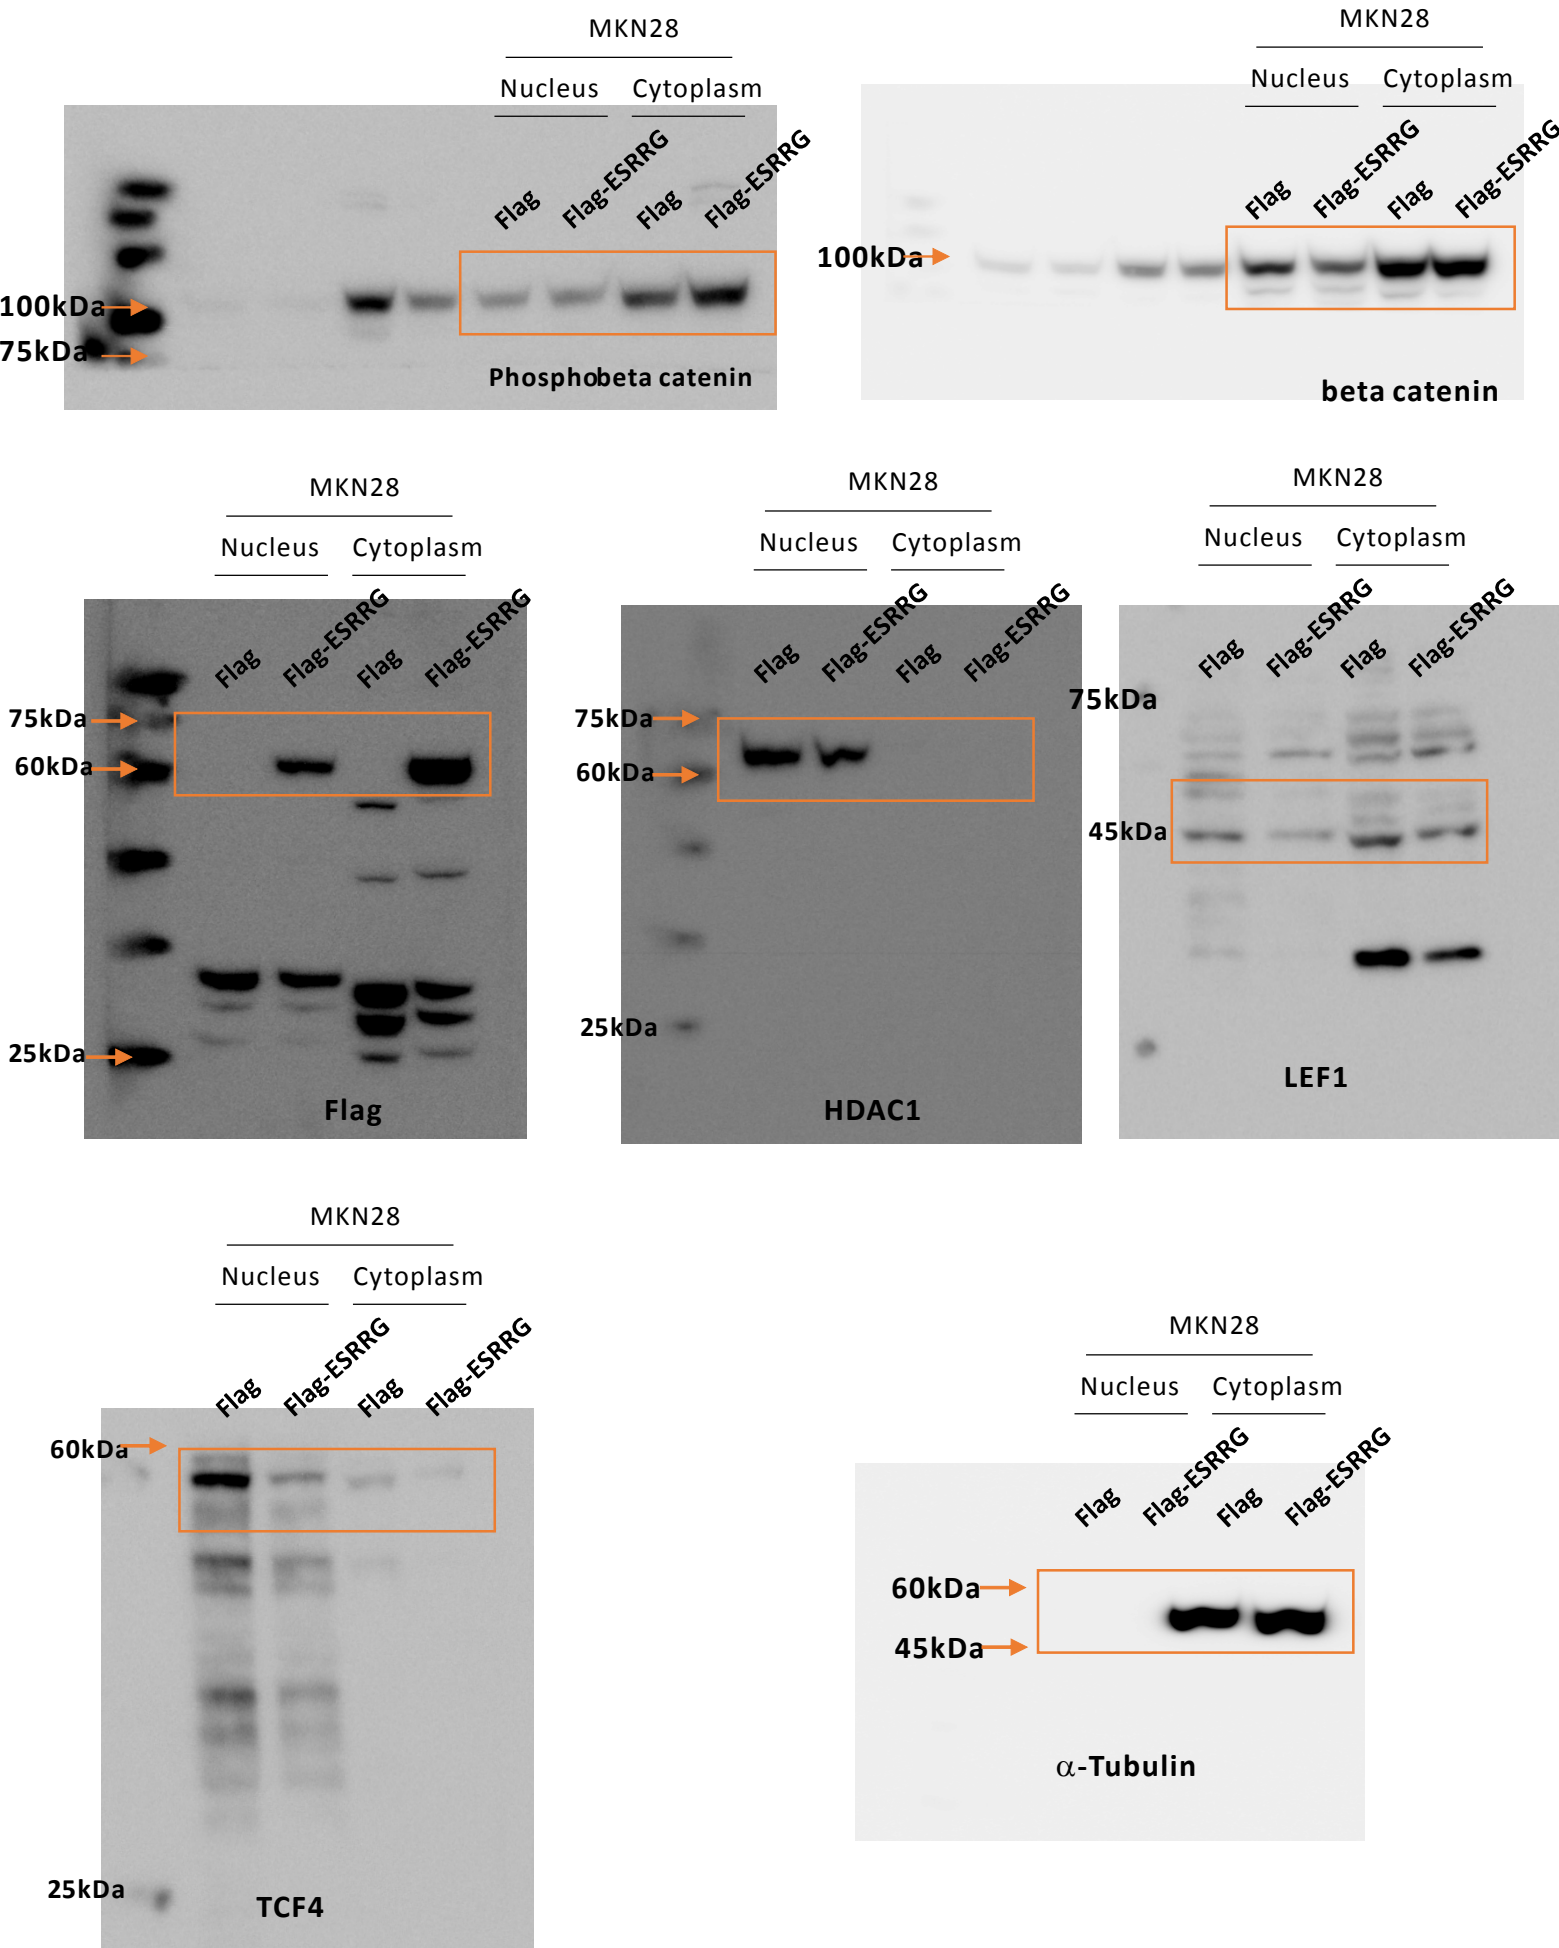

Supplementary Fig. 16e. The original full scan of immunoblot utilized in Figure 5c

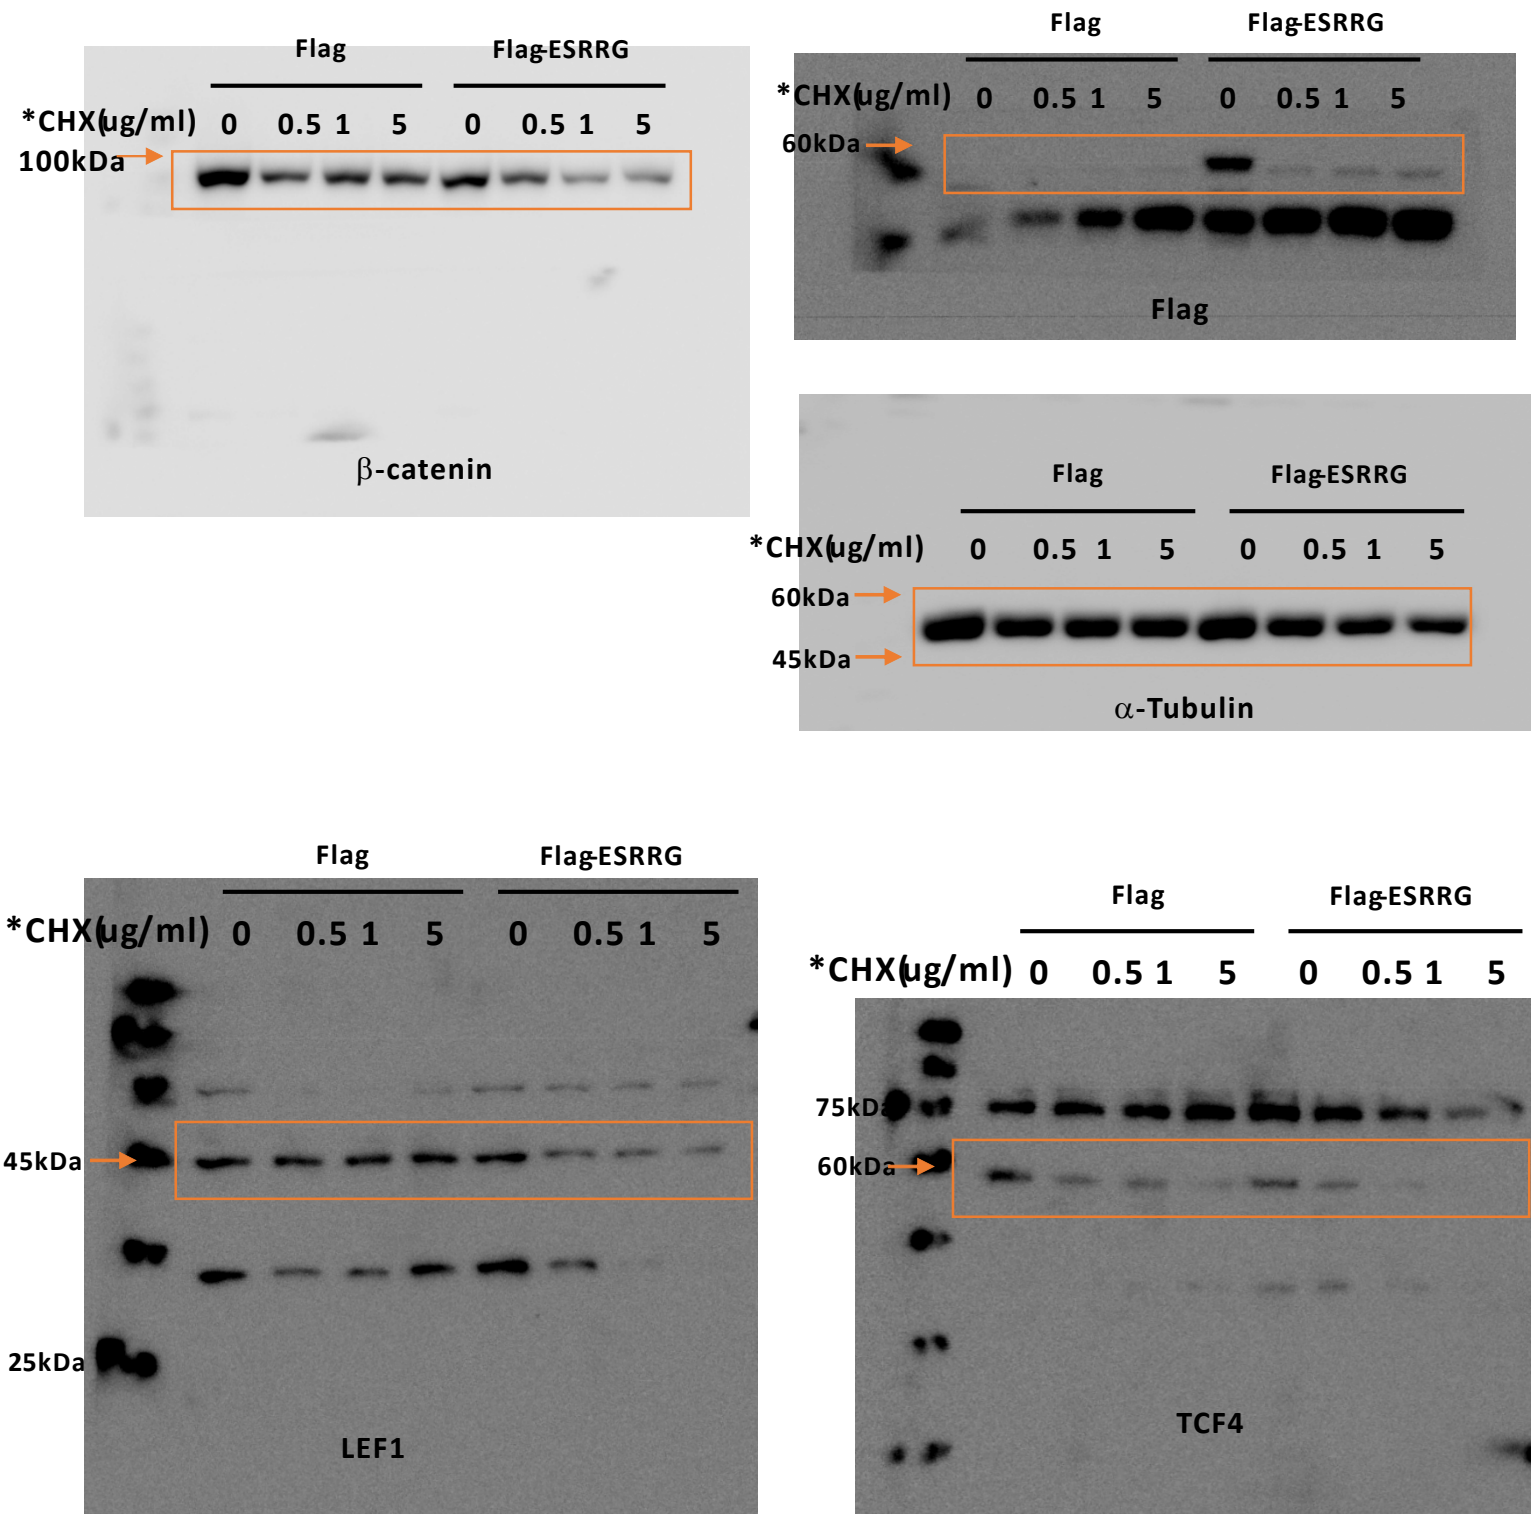

Supplementary Fig. 16f. The original full scan of immunoblot utilized in Figure 5d

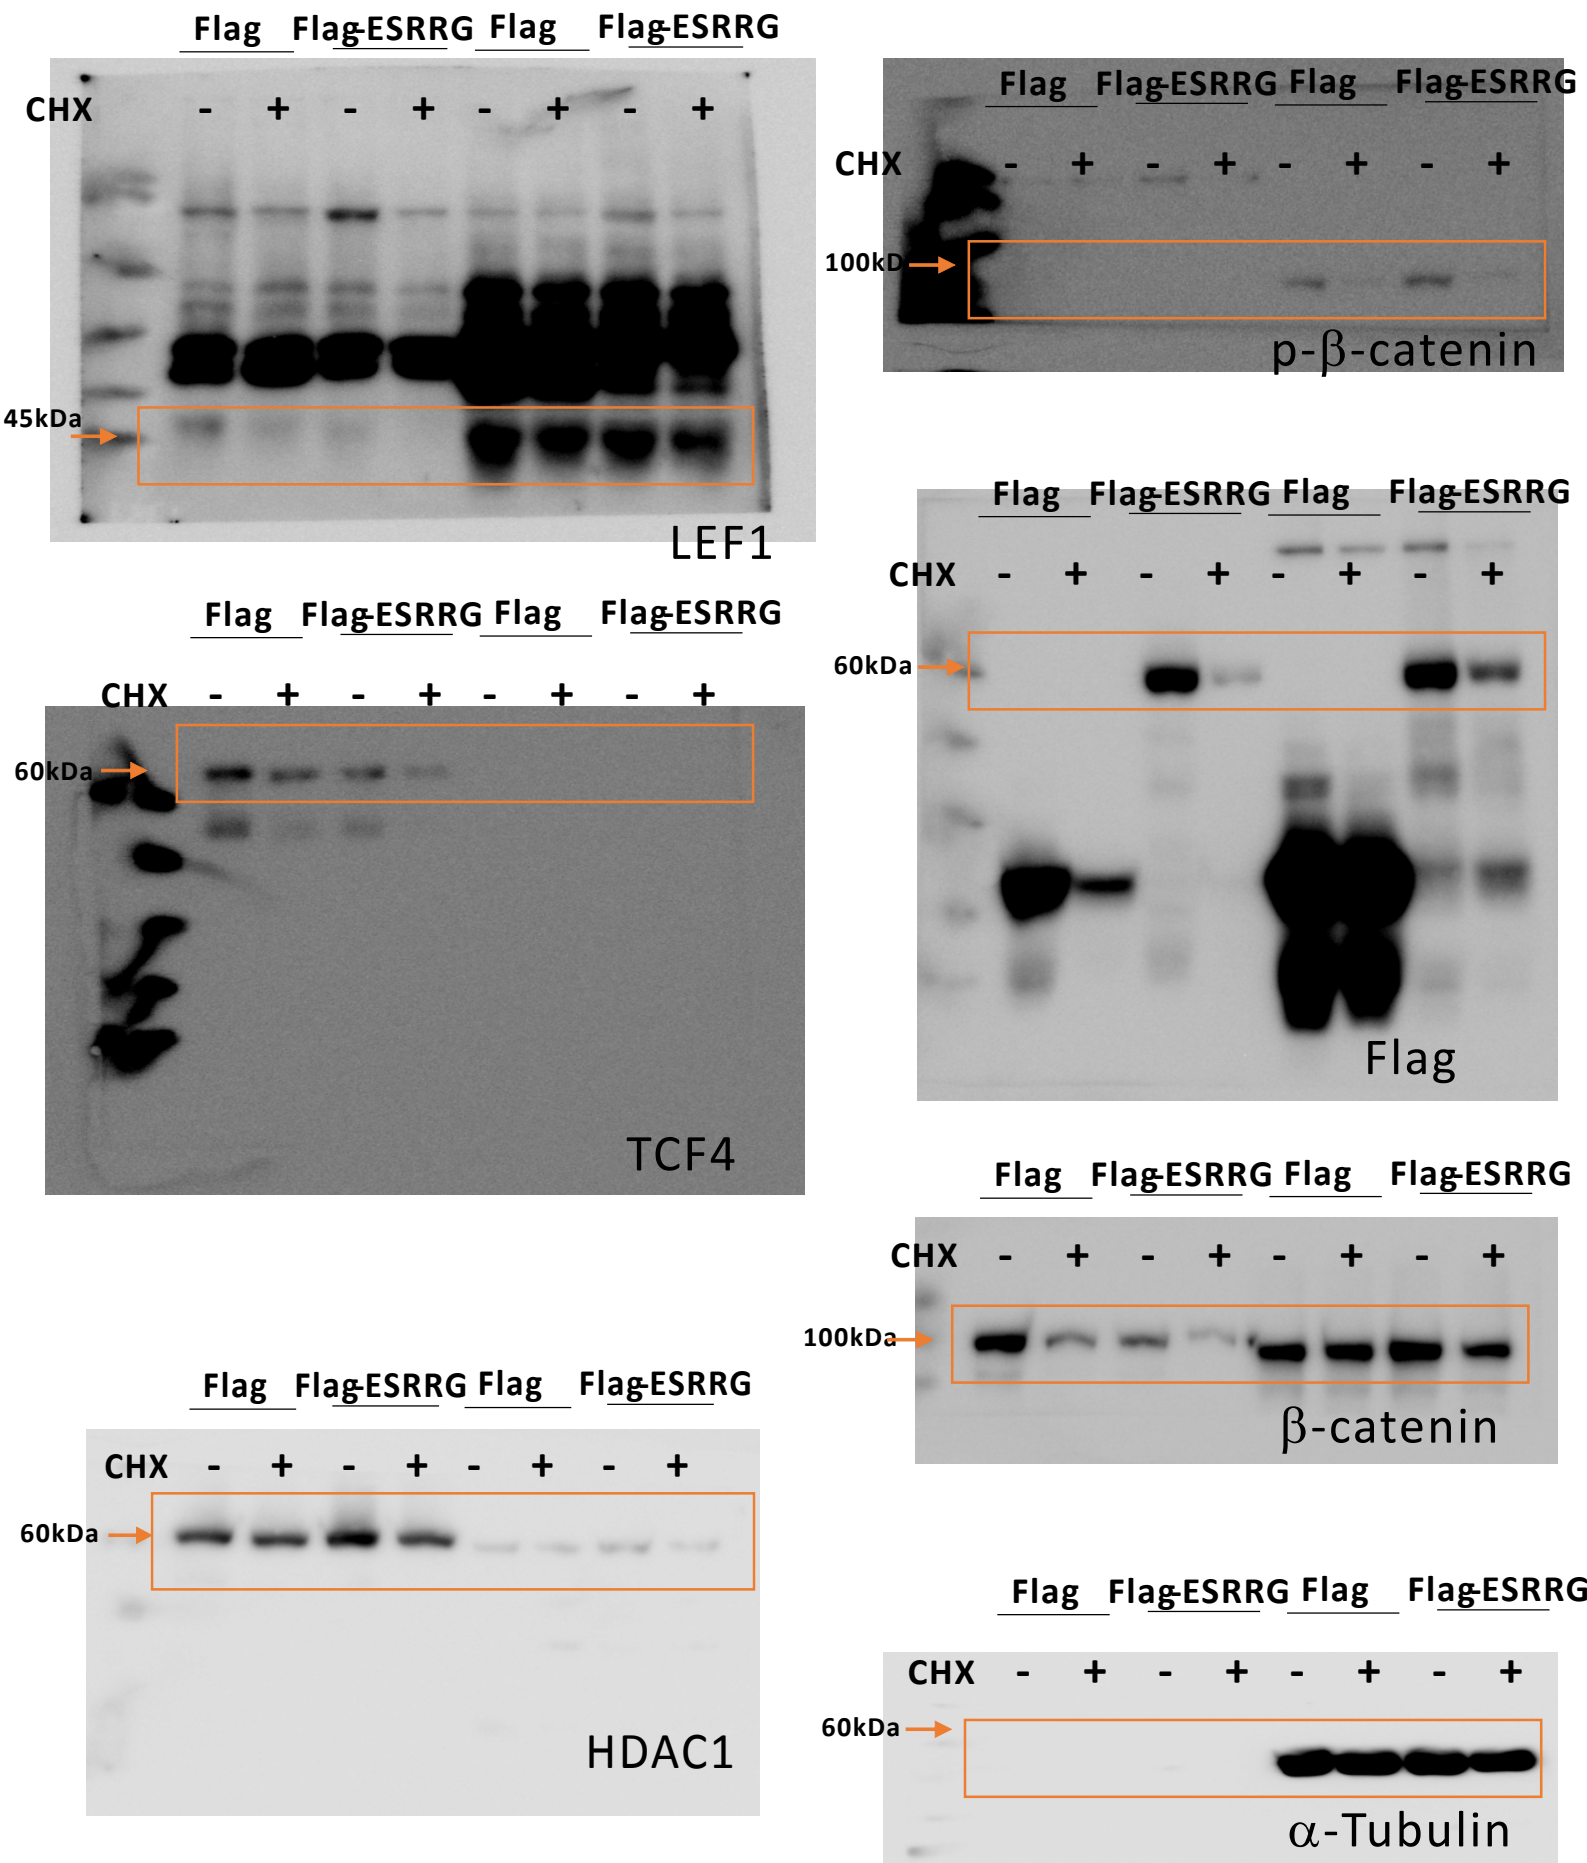

Supplementary Fig. 16g. The original full scan of immunoblot utilized in Figure 5g

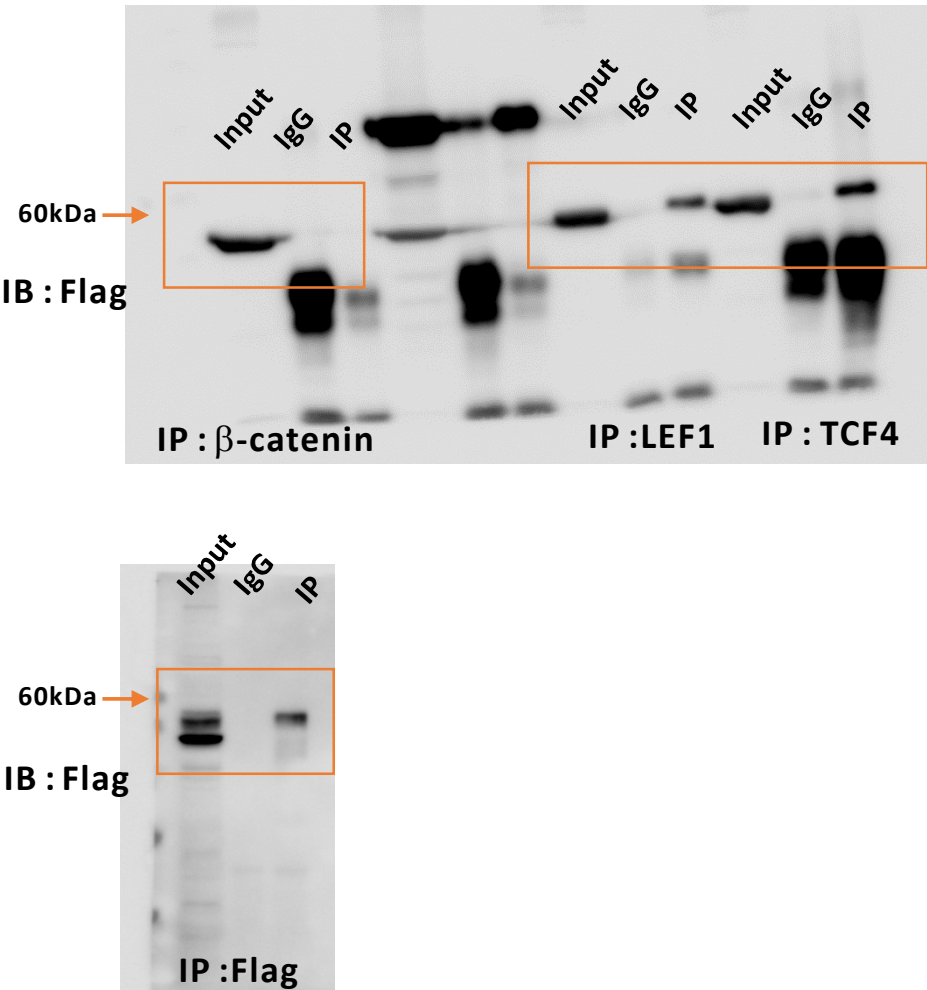

Supplementary Fig. 16h. The original full scan of immunoblot utilized in Supplementary Figure 3a

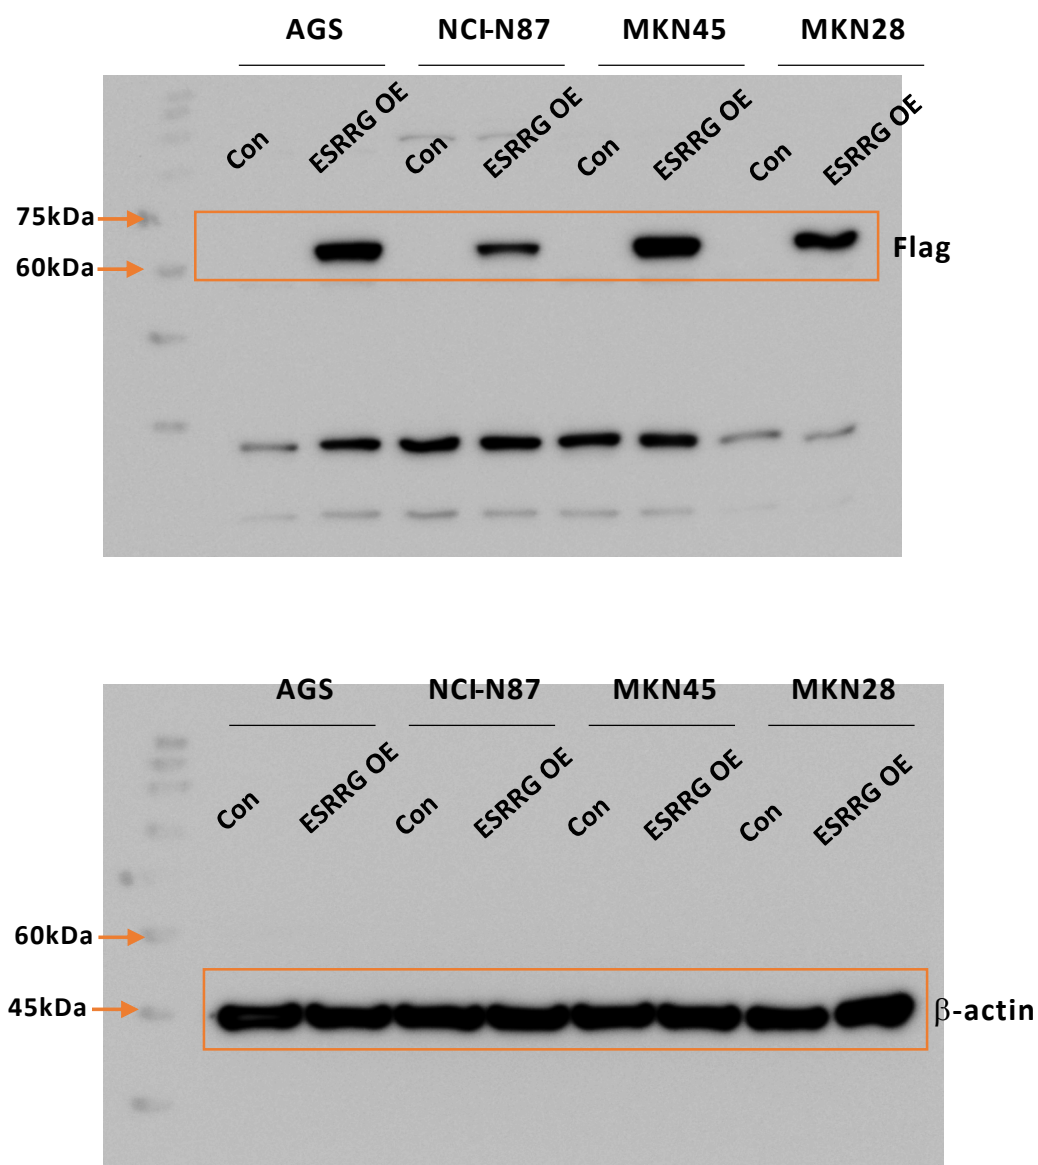

Supplementary Fig. 16i. The original full scan of immunoblot utilized in Supplementary Figure 10

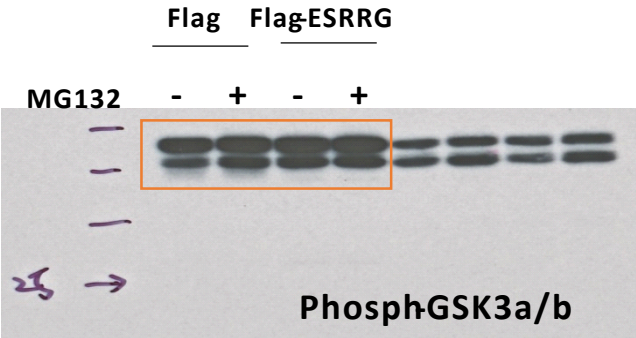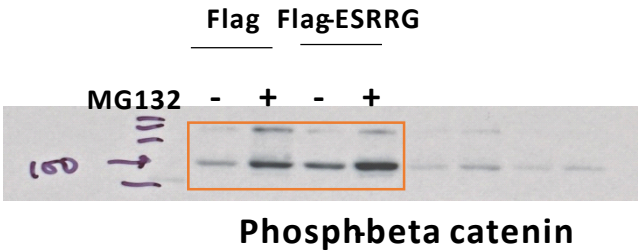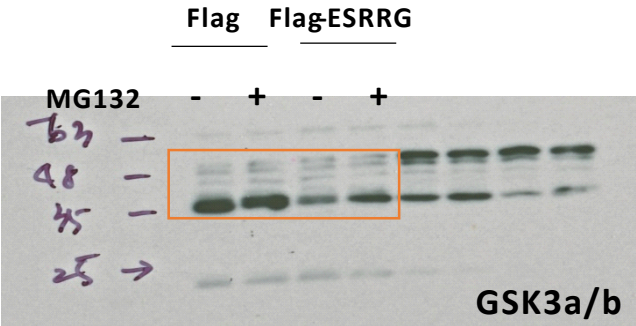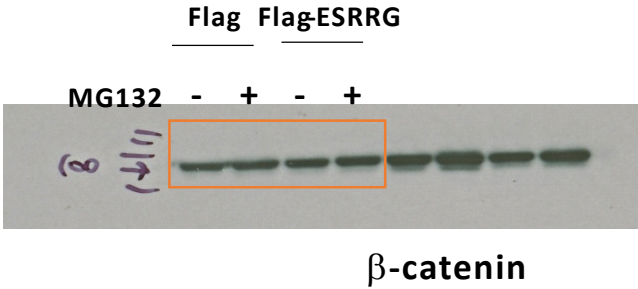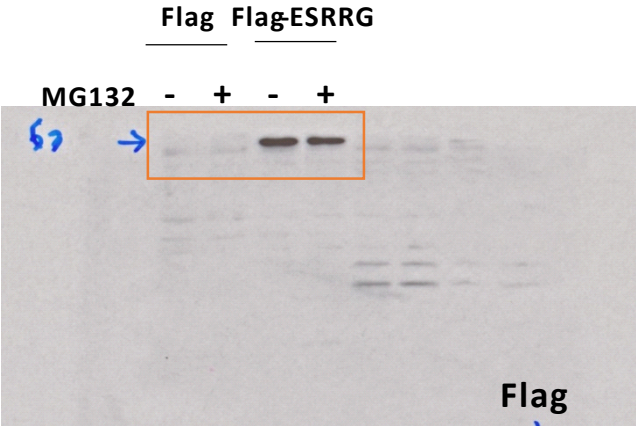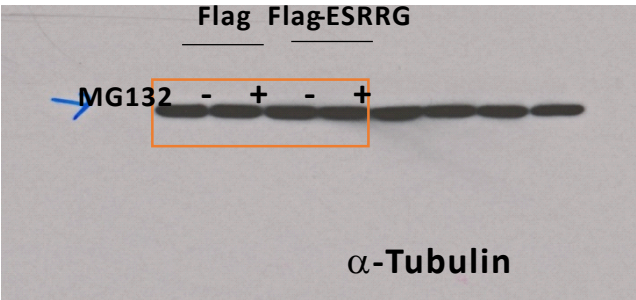

Supplementary Fig. 16j. The original full scan of immunoblot utilized in Supplementary Figure 14

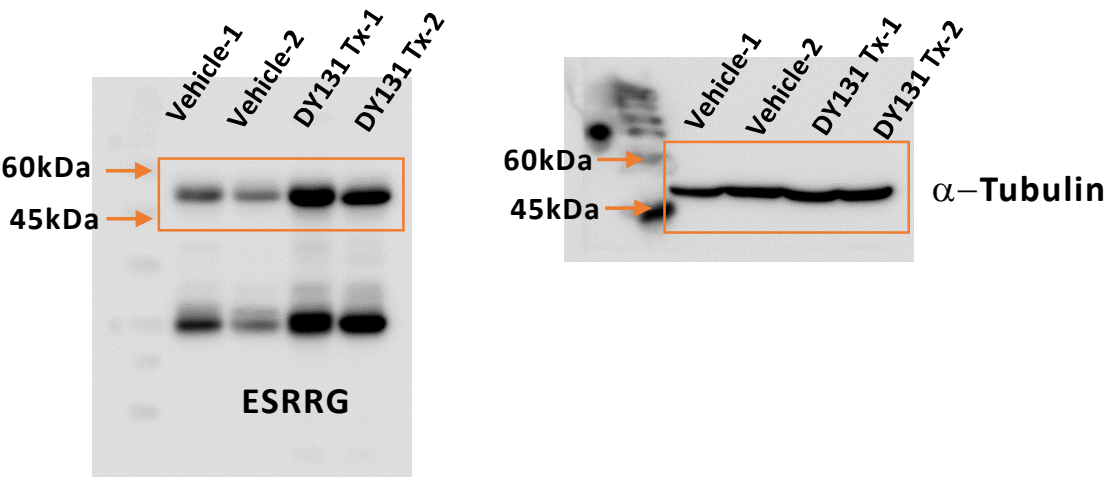

**Supplement:** Supplementary file 1 — Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

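RNA from AGS and MKN45 gastric cancer cells, 3 days after transduction with a control or an ESRRG vector, was measured on 12 Illumina BeadChip arrays, with 3 samples in each of 4 groups (2 cell lines by 2 vectors). The groups were taken from the submitters' labels and the paper's methods, which do not conflict.

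The authors scanned the arrays with an Illumina BeadArray Reader; the submitters' processing notes name GenomeStudio, with a version not given in the sources used here. The authors deposited the probe intensity on a linear scale, without background subtraction or normalization; the lowest intensity was 69.7 and the array medians lay between 98.4 and 136.9. The authors also deposited a detection p-value for each probe and array, which compares the probe with the negative controls of that array. Each detection p-value was matched to its array by its order against the signal (Spearman correlation of at most -0.991 with the array's own signal). The authors deposited log2 values made by quantile normalization in limma, as their methods state; quantile normalization of the deposited intensities, done again here, gave these log2 values within 5.00e-04, with a median of 6.889 on each array.

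From the deposited intensities, log2 values were made by quantile normalization of the 12 arrays together, without background correction (R 4.3.3, limma 3.58.1). The table of 47323 probes was named through the platform's annotation: 30113 probes had 1 gene symbol, 8 had several and 17202 were not named, and no gene was named from a probe with several. The 30074 probes with an identifier found in the current gene table of assembly GRCh38.p14 (used for names only) cover, with the others, 20046 genes, and 0 symbols changed. A probe was tested in a cell line where its detection p-value was under 0.05 on at least 3 of the 6 arrays. Of the genes, 13355 had 1 probe and 6691 several; a gene was represented by the probe with the highest mean over the 12 arrays, and among the genes named here only CDKN1A and RRM2B in AGS cells had another tested probe that changed in the opposite direction. The number of arrays limits the precision, and probes near the background understate folds. Where a gene was not detected on any array of a group, its fold is a lower bound: the mean of the brighter group against the mean, per array, of the higher of the probe's own value and the lowest value among detected probes.

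Control and ESRRG OE samples were compared within each line with lmFit and eBayes of limma, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Adjusted p-values of genes are from limma, except those given with the test of the legend of Fig. 3. The thresholds of the paper were applied to probes: a p under 0.001 from its methods, taken here as unadjusted, and a change over 1.75-fold from its results. The difference between the lines was tested as the interaction of cell line and vector over all 12 arrays. The 22 gene lists, fixed before the data were examined, were tested with camera in limma with a preset correlation of 0.01, adjusted over the lists within a line, and with an estimated correlation. Not all listed genes were tested; the numbers tested are given. The lists were also tested with fry in limma, adjusted over the same lists; its runs under other scalings were added after the values were seen.

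The genes named in the text follow a rule fixed before the data were examined: ESRRG and its family list, the genes the paper names or labels in Fig. 4a, the 10 largest rises and the 10 largest falls per line among genes past the test whose groups do not overlap, the 2 largest rises and 2 largest falls per list and line among members past the test, and the 5 largest interactions in each direction. UGT1A6, HMOX1 and MMP1 are named outside it. The paper's figures had been seen when the rule was written.

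The fit was tested on simulated data with known changes in 200 genes and independent noise, without a normalization step. On the real arrays 5605 of 10920 genes changed in AGS cells, and the balance of rises and falls moved with the normalization. The simulation does not cover that setting. In AGS (10920 genes) it recovered 74 of 100 genes changed by 0.5 log2 units and 100 of 100 changed by 1, with 6 false calls; in MKN45 (11240 genes) it recovered 78 of 100 and 96 of 100, with 8 false calls; for the interaction (11959 genes) it recovered 196 of 200 genes changed by 1, with 10 false calls. Alternatives were background correction (neqc, offset 16), scaling to one median, quantile normalization within each line, no detection filter or a stricter one (p under 0.01), all arrays in 1 fit, the replicate number as a block, the test of the legend of Fig. 3 (with the own spread of each probe and equal spread in both groups), the deposited log2 values, the mean of a gene's probes, an estimated correlation and leaving out each array in turn. The methods name another test, a random variance test in BRB ArrayTools, which shares spread between probes as limma does. It was written here from its published form, with its prior fitted by maximum likelihood, added after the counts were seen and used for counts alone. The number of columns of the deposited tables left unused was 0.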

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

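The tests of shared stocks and similar lines, of normalization and exchanged labels for TCF7L2 and CTNNB1, and of the ESRRG probes were chosen after the results were seen; the other tests were set before.

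The change on ESRRG overexpression differed between AGS and MKN45 cells by the interaction test in limma for the following genes, given as the log2 change in AGS minus that in MKN45. It was larger in AGS cells for IFI27 (2.65), FGG (1.95), MYH4 (1.83), S100P (1.78) and FILIP1L (1.69), and smaller or lower in AGS cells for HSD3B1 (-1.62), CST4 (-1.36), PAGE4 (-1.32), FGD3 (-1.17) and CST1 (-1.14), each with an adjusted p of at most 1.27e-05. Some of these differences are not exact. For FGG the 1.95 rests on 1 probe, and its other responding probe gave -0.72 (adjusted p = 4.80e-04 over probes), so the direction for FGG is open. FGG (13.25 and 13.61 log2 units in ESRRG OE samples of AGS and MKN45 cells by the former probe) and CST1 (13.64 and 13.65) ended near the top of the array range of 13.95, which limits their rises. PAGE4 was not detected in ESRRG OE samples of MKN45 cells and HSD3B1 on only 1 of 3 AGS control arrays, which limits their changes there. FGG rose 8.81-fold in MKN45 cells, where its control level was already 4.96-fold above that of AGS cells, and IFI27 controls were 5.64-fold higher in MKN45 than in AGS cells. Among gene lists the median difference was 0.40 for interferon-stimulated genes, with 14 of 28 members differing and all 14 larger in AGS cells, 0.20 for gastric epithelium (adjusted p = 0.00451, and 0.0661 with an estimated correlation), -0.32 for heat shock proteins (0.00947, and 0.166), -0.13 for the respiratory chain (0.00558, and 0.249), 0.12 for Wnt targets (0.0129, and 0.102) and -0.19 for p53 targets (0.0328, and 0.165). With an estimated correlation only the interferon list still passed.

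Some signals lie in gene lists that the paper does not discuss. The median log2 fold change was 1.06 in AGS and 0.73 in MKN45 cells for hypoxia genes, -0.72 and -0.45 for heat shock proteins, and 0.75 and 0.43 for gastric epithelium. It was 0.74 and 0.58 for ATF4 and unfolded protein response genes pooled in 1 list, whose chaperone gene HSPA5 fell. With an estimated correlation each of the 4 lists had an adjusted p of 0.0874 in AGS and 0.194 in MKN45 cells, so none passed.

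Control arrays of AGS and MKN45 cells were close to each other. At 91 probes they differed over 2-fold, fewer than between control and ESRRG OE samples of either line (622 and 326), and array correlations were 0.984 to 0.987 between the lines' controls and 0.992 to 0.996 within a group. Smaller differences were more common: 2027 of 19304 probes differed between the controls at an adjusted p under 0.05 in limma. Between the ESRRG OE arrays of the lines 6984 of 20210 probes differed, 179 over 2-fold. Quantile normalization is not the cause, since under scaling to one median the number was 83, against 677 and 562. The line difference on control arrays correlated with that on ESRRG OE arrays across probes (0.524). One cell line or cross-contaminated stocks behind both labels and similar expression of 2 different lines cannot be told apart by these values, because no reference profile or genotype of either line was used here.

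TCF7L2 and CTNNB1 rose in AGS cells. The lowest log2 fold change of the pair was 0.39 under 3 other scalings, past the test each time, and without any 1 array the highest adjusted p of the pair was 0.0380. No single array therefore decided the call in limma. Scaling to one median moved the median log2 fold change of all AGS genes from -0.02 to 0.10, and quantile normalization within each line left it at -0.02. These runs could hardly turn a rise, so they show only that the rise held under them. The falls of DVL3, LGR5 and AXIN2, as in the paper's qRT-PCR of AGS cells, and of 22 of 36 S phase genes, where the paper reports reduced growth with ESRRG, run with the labels, while TCF7L2 and CTNNB1 run opposite to that qRT-PCR. The S phase count is given for quantile normalization alone and may depend on it. The qRT-PCR followed up this profiling and the study picked the 15 falling genes of Fig. 4a in it, so an exchange of the control and ESRRG labels is not excluded. CTNNB1 did not pass with the test of the legend of Fig. 3 (adjusted p = 0.115) or with its probes averaged (adjusted p = 0.0617).

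The ESRRG probes did not rise with ESRRG overexpression: the largest log2 fold change of the 3 probes in either line was 0.11. Probes outside the introduced cDNA may give this, and cannot be told apart from other explanations because neither the probe sequences nor the ends of the insert were used here. Single arrays exchanged between control and ESRRG OE would correlate better with the other group, and each of the 12 arrays correlated better with its own group, by at least 0.0185.

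The splits of the 6 arrays of a line into 3 and 3 number 10, the real one included, too few for a share under 0.05. In AGS cells the real split gave 5605 changed genes and the highest of the others 0, with 1 of 10 splits as large; 5072 probes at the unadjusted threshold against 1, and 1142 with the fold against 0, each again 1 of 10. In MKN45 cells the real values were 4609 genes against 0, 3755 probes against 11 and 625 with the fold against 4, each 1 of 10. For the Wnt lists the unadjusted camera p of the real split and the smallest of the others were 0.525 and 0.465 for targets in AGS cells (2 of 10 as small), 0.296 and 0.0298 for components in AGS cells (5 of 10), 0.00430 and 0.00280 for targets in MKN45 cells (2 of 10), and 0.812 and 0.0217 for components in MKN45 cells (8 of 10). For the 1333 genes with an interaction, 7 of 100 draws of the cell line labels gave a count as large, the real one included, with a highest of 2292. The 6 larger draws moved 2 of the 6 control arrays with all 6 ESRRG OE arrays, or 4 control arrays with none. Such draws move the labels unequally in the 2 vectors, so the standing difference between the lines enters the interaction. The count therefore cannot decide whether chance gave the 1333 genes.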

How the results depend on the processing

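The counts in both lines, the random variance test of the methods, the test of the legend of Fig. 3 with no detection filter, and fry under other scalings were chosen after the values were seen; the other settings were set before. Of 2268 values of named genes in AGS cells 2189 kept their direction and side of the threshold, 62 no longer passed and 15 newly passed; in MKN45 cells these numbers were 2134, 80 and 21 of 2236, for gene interactions 2789, 151 and 38 of 2978, and for lists 621, 23 (22 of them with an estimated correlation, 1 under scaling to one median) and 9 of 654. Scaling to one median also turned the direction of 1 list in 1 line. Averaging probes reversed CDKN1A (to 0.19) and RRM2B (to -0.0544) in AGS cells, because their probes disagree, and scaling to one median turned DNAJB1 to 0.30 in MKN45 cells. With the test of the legend of Fig. 3, AGS probes at an unadjusted p under 0.001 numbered 2039 (864 with the fold; 2086 and 864 without a detection filter), MKN45 probes 1252 (425 with the fold; 1292 without a filter), changed genes after Benjamini-Hochberg 4246 in AGS and 3049 in MKN45 cells, and interactions 650, and the fall of ESRRG in AGS cells (-0.37) had an adjusted p of 0.201. AGS probes past the threshold in both lines in one direction numbered 2554 (432 with the fold), and 543 and 269 by that test without a filter. The random variance test gave 5066 AGS and 3684 MKN45 probes and 5599 and 4595 changed genes. Background correction gave 2620 AGS and 1654 MKN45 probes past threshold and fold, 850 interactions and a correlation of 0.797 between the lines; scaling to one median gave 1076 MKN45 probes past threshold and fold and 383 interactions. The correlation was 0.824 with averaged probes and 0.791 without a filter, and ESRRG in AGS cells was at -0.17 with averaged probes (adjusted p = 0.150), not past the test. The Wnt targets in MKN45 cells had an adjusted p of 0.194 with an estimated correlation. By fry under scaling to one median the adjusted p was 0.642 for Wnt targets in AGS cells, which turned upward, and 0.601 in MKN45 cells. The cause was not tested.

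Without 1 array the values lay between 4806 and 5352 (AGS genes), 4002 and 4696 (AGS probes), 1126 and 1215 (AGS probes with the fold), 3426 and 4558 (MKN45 genes), 2477 (without ESRRG OE replicate 2) and 3651 (MKN45 probes), 559 and 709 (MKN45 probes with the fold), 0.798 and 0.826 (correlation), 878 (without AGS ESRRG OE replicate 2) and 1406 (interactions), and -0.48 and -0.32 (ESRRG in AGS cells, not past the test without control replicate 2 or ESRRG OE replicate 2 or 3). The adjusted p of the Wnt targets in MKN45 cells stayed between 0.00441 and 0.0186. No pairing by replicate number was seen: 4 of 12 arrays correlated best with their own number, and same-number correlations ran from -0.0928 to 0.214. With 3 samples in a group this check cannot exclude a weak pairing. With the replicate block 5743 genes changed in AGS and 4799 in MKN45 cells and 1439 had an interaction. A slide block was not run because the files give no slides. Probes near the background, such as ESRRG, limit what the arrays can show.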

Differences from the paper's values

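The counts in both lines, the random variance test of the methods, and the test of the legend of Fig. 3 with no detection filter were chosen after the values were seen; the other settings were set before. The paper calls its counts genes, but whether it counted several probes of a gene once is not stated, so probes and genes are both given. Genes are counted here among the probes with a symbol.

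The paper reports 3009 genes that differ between control and ESRRG OE in AGS cells, with a p under 0.001 in its methods and in the legend of Fig. 3, taken here as unadjusted. Here 5072 probes did at that threshold, and 3582 genes, which is within 1.5 times. Counted as genes, the settings set before range from 1606 (the test of the legend of Fig. 3) to 4008 (no detection filter), and only the former lies outside 1.5 times. Counted as probes, background correction (3746), the test of the legend of Fig. 3 (2039), and leaving out ESRRG OE replicate 1 (4115) or 2 (4002) or control replicate 1 (4475), 2 (4336) or 3 (4372) bring the count within 1.5 times of the paper's. The series matrix values (5069), scaling to one median (4669), no detection filter (5699), a stricter filter (4926), quantile normalization within each line (5065), all arrays in 1 fit (5470), the replicate block (5078) and leaving out ESRRG OE replicate 3 (4696) do not. Of the settings added after seeing the values, the random variance test gives 5066 probes and 3579 genes, the test of the legend of Fig. 3 with no detection filter 2086 and 1642, the count in both lines in one direction 2554 and 1887, and that test in both lines 543 and 434.

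The paper selects 435 genes with a change over 1.75-fold, and here 1142 probes of 833 genes passed both thresholds in AGS cells. The paper's text gives the 435 after its AGS count, while the legend of Fig. 3 mentions a Venn diagram and a signature shared by GC cell lines. Whether the 435 were selected in AGS cells alone is therefore not clear, and the AGS counts may cover an unlike set of samples. Counted as probes, the settings set before range from 864 (the test of the legend of Fig. 3) to 2620 (background correction), all over 1.5 times the paper's. Counted as genes they range from 652 (the test of the legend of Fig. 3), within 1.5 times, to 1856 (background correction), and all others lie outside. The random variance test of the methods gives 1142 probes and 833 genes. Requiring both thresholds in both lines in one direction, a count chosen after seeing the values, gives 432 probes and 323 genes, and 269 and 208 with the test of the legend of Fig. 3 and no detection filter; the paper's own gene list was not used here, so how many of its genes this drops is not known.

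Of the 16 genes that Fig. 4a labels as lower in ESRRG OE cells 15 fell in AGS cells and 15 in MKN45 cells. TCF7L2, labelled there as lower, rose in AGS cells (0.79) and was at 0.12 in MKN45 cells. The legend of Fig. 4a does not name the cell line of its columns, so either line may be an unlike set of samples. By qRT-PCR the paper gives lower CTNNB1, LEF1 and TCF7L2 in AGS cells with ESRRG, along with DVL3, LGR5 and AXIN2; in its figure the CTNNB1 and DVL3 bars of AGS cells carry no mark of significance. On these arrays CTNNB1 rose in AGS cells (0.39), LEF1 was not detected, and DVL3 (-0.85), LGR5 (-0.62) and AXIN2 (-0.68) fell.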

Other observations

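Cholesterol synthesis and uptake genes fell in AGS cells, where 11 of 16 tested members fell and 1 rose (camera adjusted p = 0.00560, and adjusted p = 0.0874 with an estimated correlation). In MKN45 cells 7 of 16 fell (8 adjusted over the list alone) and 2 rose (adjusted p = 0.0626, and 0.443 with an estimated correlation). LSS, the lanosterol synthase, was at log2 fold changes of -0.87 (SE 0.08) in AGS and -0.74 (SE 0.08) in MKN45 cells, NSDHL at -0.81 (SE 0.08) and -0.40 (SE 0.08), while SC5D, a sterol desaturase, was at 0.45 (SE 0.10) and 0.64 (SE 0.10); NSDHL in MKN45 cells did not pass under median scaling, nor SC5D in AGS cells with the test of the legend of Fig. 3 (adjusted p = 0.0629). Of genes of the G2 and M phases 19 of 53 fell (20 adjusted over the list alone) and 10 rose in AGS cells and 14 of 54 fell and 7 rose (6 adjusted over the list alone) in MKN45 cells (adjusted p = 0.0883 and 0.584, and 0.384 and 0.793 with an estimated correlation). CDC20, an activator of the anaphase-promoting complex, was at -0.72 (SE 0.09) and -0.75 (SE 0.09), whereas the kinetochore gene NDC80 was at 0.92 (SE 0.10) and 0.75 (SE 0.08). The G2 and M phase list had a median of 0.0031 and a mean of -0.05 in MKN45 cells, and the p53 list -0.0047 and 0.04, each pair of opposite sign. Among 18 tested p53 targets 5 rose and 8 fell in AGS cells and 6 rose and 4 fell in MKN45 cells (adjusted p = 0.401 and 0.633, and 0.513 and 0.768 with an estimated correlation), with TP53I3 at -1.38 (SE 0.08) and -0.74 (SE 0.09) and GADD45A, a growth arrest gene, at 0.52 (SE 0.09) and 0.76 (SE 0.08). CDKN1A, which encodes p21, was at -0.32 (SE 0.09) in AGS cells, where its probes disagree and the test of the legend of Fig. 3 did not pass (adjusted p = 0.0510), and at -0.52 (SE 0.09) in MKN45 cells.

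Of the family list, ESRRA, the related receptor ERRα, rose in AGS (0.68 (SE 0.08)) and MKN45 cells (0.51 (SE 0.08)). The coactivator gene PPARGC1A was at 0.28 (SE 0.10) in AGS cells and, not detected in MKN45 controls, was at least 1.21-fold higher in ESRRG OE samples of that line; in AGS cells it did not pass with the test of the legend of Fig. 3 (adjusted p = 0.151) or without ESRRG OE replicate 1 (0.0924) or 2 (0.116) or control replicate 2 (0.0589) or 3 (0.123). NRIP1, a corepressor, was at 0.23 (SE 0.10) (adjusted p = 0.0585) and 0.49 (SE 0.09); in AGS cells it passed under scaling to one median (adjusted p = 0.0170), with the replicate block (0.0467) or without control replicate 3 (0.0154). Of 9 tested members 2 rose and 1 fell in AGS cells, and of 8 tested members 4 rose and none fell (1 adjusted over the list alone) in MKN45 cells (adjusted p = 0.401 and 0.177, and 0.539 and 0.443 with an estimated correlation). LGALS4, a galectin of the gut, differed between the lines by 1.56 log2 units (adjusted p = 2.10e-07). Of 4 tested mesenchymal genes 1 rose (2 adjusted over the list alone) and 2 fell in AGS cells, and 1 rose and 1 fell (2 adjusted over the list alone) in MKN45 cells (adjusted p = 0.579 and 0.738, and 0.675 and 0.793 with an estimated correlation), with TGFBI at -0.52 (SE 0.08) and -0.44 (SE 0.09). Between the control arrays of the lines large differences in genes outside the naming rule, chosen after their values were seen, were those of UGT1A6 (5.84-fold higher in MKN45 cells), HMOX1 (5.47-fold lower) and MMP1 (5.32-fold lower).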
